# STRAP regulates alternative splicing fidelity during lineage commitment of mouse embryonic stem cells

**DOI:** 10.1038/s41467-020-19698-6

**Published:** 2020-11-23

**Authors:** Lin Jin, Yunjia Chen, David K. Crossman, Arunima Datta, Trung Vu, James A. Mobley, Malay Kumar Basu, Mariangela Scarduzio, Hengbin Wang, Chenbei Chang, Pran K. Datta

**Keywords:** Developmental neurogenesis, Stem-cell differentiation, RNA splicing, Transcription, Stem cells

## Abstract

Alternative splicing (AS) is involved in cell fate decisions and embryonic development. However, regulation of these processes is poorly understood. Here, we have identified the serine threonine kinase receptor-associated protein (STRAP) as a putative spliceosome-associated factor. Upon *Strap* deletion, there are numerous AS events observed in mouse embryoid bodies (EBs) undergoing a neuroectoderm-like state. Global mapping of STRAP-RNA binding in mouse embryos by enhanced-CLIP sequencing (eCLIP-seq) reveals that STRAP preferably targets transcripts for nervous system development and regulates AS through preferred binding positions, as demonstrated for two neuronal-specific genes, *Nnat* and *Mark3*. We have found that STRAP involves in the assembly of 17S U2 snRNP proteins. Moreover, in *Xenopus*, loss of *Strap* leads to impeded lineage differentiation in embryos, delayed neural tube closure, and altered exon skipping. Collectively, our findings reveal a previously unknown function of STRAP in mediating the splicing networks of lineage commitment, alteration of which may be involved in early embryonic lethality in mice.

## Abstract (web summary)

STRAP (serine threonine kinase receptor-associated protein) promotes tumorigenicity. Here the authors report that STRAP associates with spliceosome and regulates alternative splicing during embryonic stem cell lineage commitment and early mouse embryo organogenesis.

## Introduction

Early mammalian embryogenesis is characterized by a series of cell fate decisions that initiate pluripotent cells to transit to cellular context-dependent lineage segregation, followed by progressive assembly of early organs. At gastrulation of the mouse embryo (E6.5–7.5), migrating epiblast cells give rise to the body pattern, and stem/progenitor cells are committed to three embryonic germ layers. The embryo undergoes organogenesis at early-somite stages (E8.0–8.5) and further establishes a more distinct embryonic configuration with a head, heart, limbs, and spinal cord as early as E8.75/9.0^1^.

Using single-cell RNA sequencing (sc-RNA seq), researchers have profiled the transcriptome of mouse embryos at various stages of early development from one-cell stage to mid-gastrulation^2–4^. Recently, genome-wide epigenetic studies provide insight into patterns of epigenetic modulation and divergence in mouse preimplantation embryos^5,6^. However, in the early mouse embryo, the regulatory mechanisms at the post-transcriptional level for orchestrating germ layer determination and morphogenesis remain largely elusive.

For RNA transcripts, AS, a post-transcriptional event, results in substantial proteomic expansion and is conserved in a function-specific manner across vertebrate species^7^. The pre-mRNA splicing process requires the dynamic assembly of RNA-binding proteins (RBPs) into spliceosome machinery, a highly organized intra-nuclear structure consisting of RBPs and small nuclear RNA complexes (snRNAs), as well as other splicing factors, together called small nuclear ribonucleoproteins (snRNPs)^8,9^. The U1, U2, U4/U6, and U5 snRNPs are the main dynamic components of the major spliceosome, which is responsible for removing most pre-mRNA introns^10,11^.

We determine that the WD40 domain-containing protein STRAP (also known as UNRIP^12^) promotes tumorigenicity^13^ and maintains cancer stem-like cells^14^. STRAP is involved in intracellular distribution of the survival motor neuron (SMN) complex^15,16^ and in regulation of cap-independent translation of viral mRNAs^12^. Besides these, to our knowledge, nothing is known about the function of STRAP in AS during development. Here, we show that STRAP interacts with components of U2 snRNP and that its deficiency affects the splicing fidelity in neuroectoderm-like cells. eCLIP-seq reveals that STRAP associates with a broad set of transcripts involved in nervous system development. By use of *Xenopus* embryos, we have found that AS sites recognized by STRAP are at highly conserved nucleotide sequences throughout evolution. Thus, our study deciphers the role of STRAP in modulating splicing programs associated with lineage-specific commitment.

## Results

### Substantial AS events occur during mouse early organogenesis

To delineate molecular features of mouse embryos from post-gastrulation (E8.0) to early organogenesis (E9.0), we profiled global transcripts expression using whole mouse embryos at these two stages. At the E9.0 stage, there were substantial changes in transcripts, including signature genes involved in the formation of specialized organ systems (Supplementary Fig. 1a). In contrast, key regulators of early development were enriched at the E8.0 stage (Supplementary Fig. 1a). We thus identified groups of differentially expressed targets at the onset of embryonic organ formation.

Moreover, we identified 896 genes differentially expressed at the isoform level (Supplementary Data 1), as exemplified by *Etl4*, *Nin*, and *Lmna* (Supplementary Fig. 1b), suggesting that variants of genes contribute to transcriptional diversity in a developmentally regulated manner. To understand AS patterns in the transitional stage (from E8.0 to E9.0), we performed percent spliced-in (PSI) analyses of AS using the rMATS tool^17^. We obtained 1264 AS events for 1035 protein-coding genes, including skipped exon (SE), mutually exclusive exon (MXE), alternative 5′ splice site (A5’SS), alternative 3′ splice site (A3’SS), and retained intron (RI) categories (Fig. 1a, b and Supplementary Data 2). The regulated AS events mainly distributed in SE and MXE (38% and 41.4%, respectively) (Fig. 1b). Further, their PSI values had a uniform distribution between enhanced and repressed splice junctions (Fig. 1c). Gene Ontology (GO) function of AS genes revealed diverse enriched ontologies, including actin binding, cell division, brain and heart development, as well as other housekeeping cellular processes (Fig. 1d). We also performed RT-PCR to confirm several AS changes (Fig. 1e), finding a positive correlation with PSI values derived from RNA-seq (Supplementary Fig. 1c). Collectively, we uncover previously uncharacterized AS signatures during mouse early organogenesis and established a reference dataset for mammals.

**Fig. 1:**
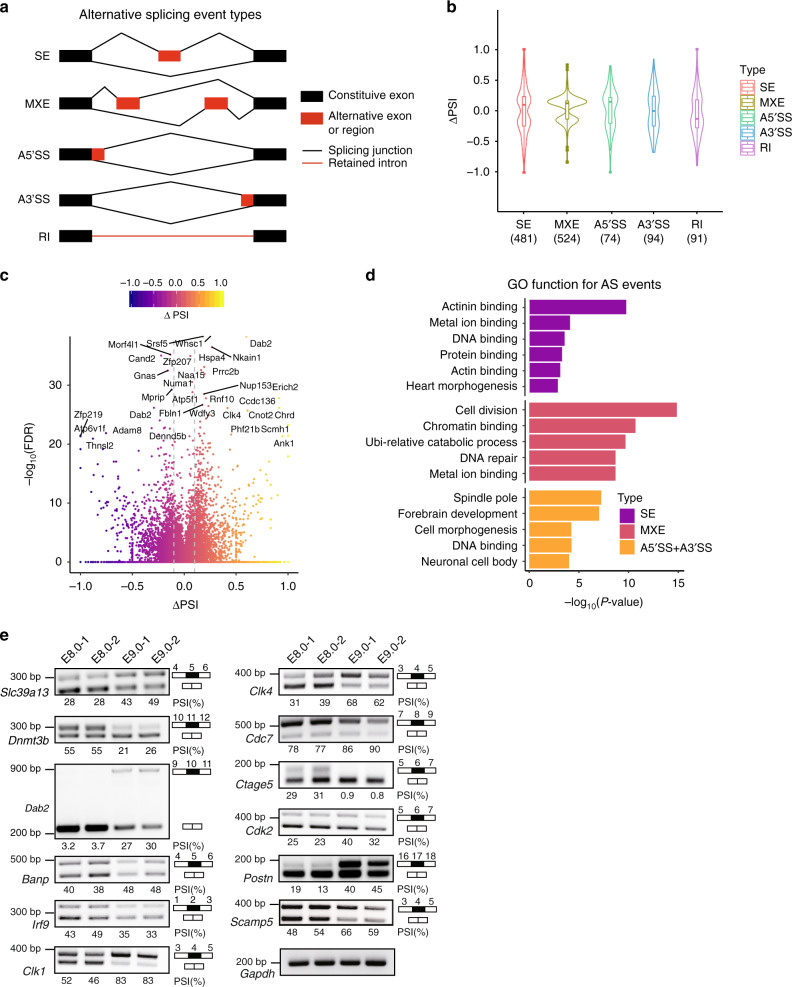
Mouse embryo early organogenesis is associated with transcript isoform diversity. **a** Schematic display of five AS types. SE, skipped exon; MXE, mutually exclusive spliced exon; A5′SS/A3′SS, alternative 5′/3′ splicing site; RI, retained intron. **b** Violin plots representing distributions of statistically significant ∆PSI (percent spliced-in) values (∆PSI = PSI(E9.0)–PSI(E8.0); |∆PSI|> 0.1, FDR < 0.05) for different classes of AS events. Kernel density is shown as a symmetric curve. The lower and upper bounds of the embedded box represent the 25th and 75th percentile of the distribution, respectively. The horizontal line in the box represents the median. The lower and upper whiskers show minima and maxima, respectively. The numbers of events are shown below each plot. **c** Volcano plot showing the difference of AS events between E8.0 and E9.0 mouse embryos. ∆PSI is plotted against the –log_10_(FDR) value. The color points outside the two dashed gray lines in the plot represent the differentially expressed AS with statistical significance (|∆PSI|> 0.1, FDR < 0.05). Genes with –log_10_(FDR) >= 20 are indicated. **d** GO analysis of alternatively spliced genes between E9.0 and E8.0 mouse embryos, showing the top five to six ranked terms. **e** Validation by RT-PCR for genes with SE events identified by rMATS. PSI values are shown below the gel pictures. The information of target exons is shown on the right panel. Empty box, constitutive exon; black box, skipped exon. The experiment was repeated three independent times with similar results. *Gapdh* was used as a loading control.

### STRAP has a regulatory role in mouse early organogenesis

We recently employed zinc finger nuclease (ZFN) technology to generate *Strap* deficient mice^18^. Although all *Strap*^*+/–*^ male and female mice did not display any phenotypic abnormalities, their intercrosses yielded no homozygous offspring. We then collected embryos at selected days of gestational development to determine the stage at which *Strap*^–/–^ embryos die. At E7.5 and E8.5, there were no obvious differences in embryonic morphology between wild type (WT) and mutant embryos (Fig. 2a). However, compared to WT littermates, E9.5 *Strap*^–/–^ embryos were smaller with delayed development, namely dilated heart cavities and no body turning with truncated frontonasal regions (Fig. 2a), consistent with a previous report of gene trap mutagenesis^19^. However, that study reported only morphological changes; no mechanism was provided for embryonic lethality at cellular or molecular levels. Although E10.5 *Strap*^–/–^ embryos were incompletely resorbed, E11.5 or older *Strap*^–/–^ embryos were not obtained (Fig. 2b), indicating that one functional *Strap* allele is essential for mouse embryonic development and that, after E9.5, a double mutant leads to embryonic lethality. To study the spatial expression pattern of *Strap* in mouse embryos, a whole-mount in situ hybridization (WISH) assay was performed using E9.25–9.5 mouse embryos. Although STRAP was expressed throughout the body, its expression was stronger in the developing brain, eyes, limb buds, and neural tube (Supplementary Fig. 2a).

**Fig. 2:**
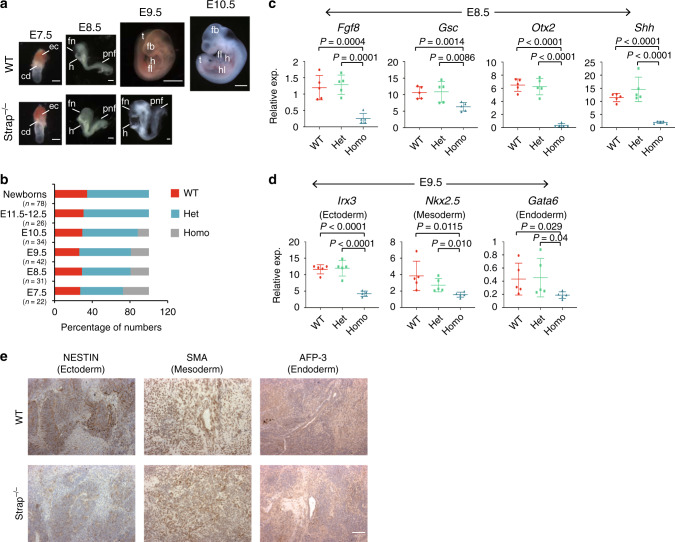
Genetic deletion of *Strap* causes mouse embryonic lethality. **a** Representative litters of E7.5–10.5 embryos from intercrosses of B6 *Strap*^+/−^ mice. Compared with a wild-type E9.5, a *Strap*^−/−^ embryo shows size and morphological defects. For E7.5–E8.5 embryos, the experiment was repeated five independent times with similar results. For E9.5–E10.5 embryos, fourteen independent experiments were repeated and had similar results. For E7.5–8.5 and E9.5 *Strap*^−/−^ embryos, scale bar equals 300 µm. For E9.5 WT and E10.5 embryos, scale bar equals 1 mm. ec, ectoplacental cone; cd, chorionic dome; fn, frontonasal region; h, heart; pnf, posterior neural folds; fb, front brain; fl, front limb; hl, hind limb; t, tail. **b** Histograms showing the survival percentages of embryos or pups from three genotypes at the indicated time. **c**, **d** qRT-PCR was used to quantify the relative mRNA levels in E8.5 (**c**) and E9.5 embryos (**d**). *P*-values based on unpaired two-tailed Student’s *t*-test. Error bars indicate the mean ± SD from *n* = 5 biological replicates. WT, wild type; Het, heterozygous; Homo, homozygous. Data represent one of three independent experiments. **e** Paraffin embedded tissue sections from mouse ESC teratomas were stained with three germ-layer markers as indicated. The experiment was repeated two independent times with similar results (*n* = 3 biological replicates per group). Scale bar, 50 µm. Magnification, ×40.

Next, we delineated the molecular cause of the *Strap*^–/–^ lethal phenotype. At E7.5, the expressions of primary germ layer markers, including *Sox1, Brachyury T*, and *Cer1*, were not altered upon *Strap* deletion (Supplementary Fig. 2b). *Strap*^–/–^mutants, however, failed to express several early forebrain and midbrain developmental markers (i.e, *Fgf8*, *Gsc, Otx2*, and *Shh*^20,21^) at E8.5, (Fig. 2c). Other early brain markers (i.e, *En1* and *Hoxb1* for early hindbrain^22,23^ and *Six3* for the rostral forebrain fate^24^), and early cardiac and endoderm lineage markers (*Gata4* and *EpCAM*) were not affected by *Strap* ablation (Supplementary Fig. 2c, d). In E9.5 *Strap*^–/–^ embryos, expression of the later germ layer^25–27^ markers was lower as compared to those in either *Strap*^*+/+*^ or *Strap*^*+/–*^ counterparts (Fig. 2d). Together, these results indicate that *Strap* deficiency initially has a negative impact on mouse embryo forebrain and midbrain development at E8.5 and subsequently causes a uniform and constant developmental delay from E9.5. Immunohistochemical analysis also revealed that NESTIN was largely absent from primitive neuroepithelia tubules in *Strap*^–/–^ teratoma compared to that in WT, characterizing an immature neural tissue lacking neural progenitors (Fig. 2e). However, the expression of other two germ layer markers was comparable between groups (Fig. 2e).

### STRAP interacts with components of spliceosomal machinery

STRAP is linked to the cytosolic and nuclear SMN complex^15,28^, but its other functions in the nucleus have not been elucidated. To determine this, we performed co-immunoprecipitation (co-IP) experiments with antibodies against STRAP and IgG using nuclear extracts (NEs) from mouse ESCs (Supplementary Fig. 3a). Co-IP samples were then visualized on SDS-PAGE and identified by LC-MS/MS (Supplementary Fig. 3b and Supplementary Data 3). Multiple sub-complexes of the spliceosome were identified, including components of the major snRNPs (U1, U2, U4/U6, and U5) and some splicing factors (Fig. 3a). The ranked scores assigned by the COMPLEAT tool^29^ showed that 29.6% of hits (45 of 152) participated in various predicted networks between splicing protein interactions (Fig. 3b and Supplementary Fig. 3c).

**Fig. 3:**
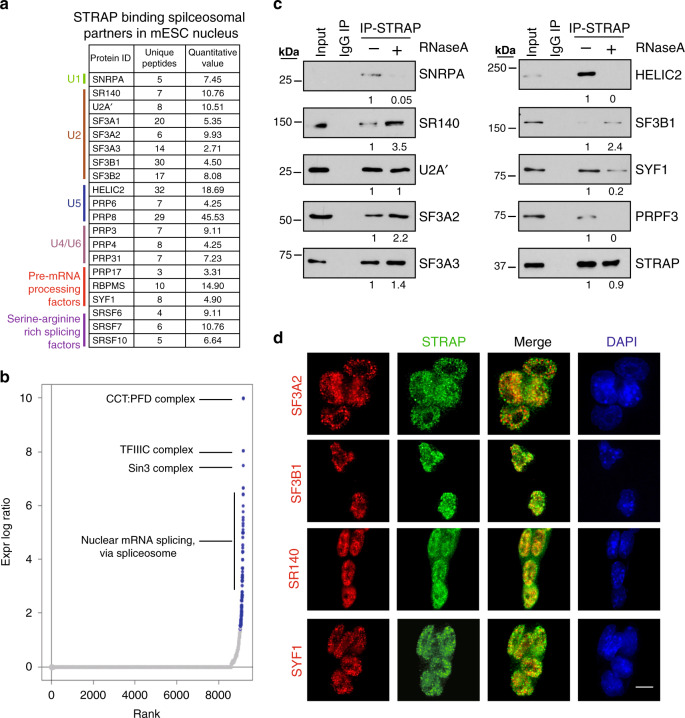
Intracellular STRAP binds with subunits of the spliceosome complex. **a** List of STRAP-binding proteins for spliceosome complex subunits. Anti-STRAP antibody was used to immunoprecipitate STRAP and co-precipitate its interacting proteins from mouse ESC nuclear extracts (NE). The binding partners were identified by LC-MS/MS. **b** Ranked curve for STRAP binding-partners (see method). Enriched complexes (colored dots) are those that meet the *P*-value cutoff (*P* < 5.012e−2). Top enriched complexes are indicated. **c** Interactions between indicated proteins and STRAP were confirmed by co-immunoprecipitation and Western blotting analyses. Samples were prepared as in (**a**) and treated with or without ribouclease A (RNase A). 1% of lysates were loaded as input control. The levels of co-precipitated proteins after RNase treatment (relative to untreated control) are shown below the gel pictures. The experiment was independently repeated twice with similar results. **d** The localization of STRAP (green) and indicated proteins (red) in mouse ESC cells were analyzed by immunofluorescence. Cell nuclei were labeled by DAPI (blue) staining. Scale bar, 10 µm. Images were captured by a Keyence microscope. The experiment was repeated three times independently with similar results.

The interactions between STRAP and some of the above-mentioned partners were confirmed by probing same immunoprecipitated NEs using indicated antibodies (Fig. 2c). Treatment with RNase led to unchanged or enhanced the association of STRAP with U2 proteins (such as U2A’, SF3A/3B subunits, and SR140), suggesting protein–protein interactions. There was no interaction, however, between STRAP and spliceosome disassemble protein DDX15 (Supplementary Fig. 3d). Of note, there was pull-down of TFIIIC110 and STRAP in the absence of DNase (Supplementary Fig. 3e), indicating that STRAP acts as a bridge to link the complex of protein(s) and co-transcriptional RNA:DNA hybrid structures. We will explore this possibility in future work. Immunofluorescence staining assays confirmed that STRAP co-localized with various spliceosomal components in the nucleus (Fig. 3d). These results suggest a function of STRAP in the spliceosomal complex.

### STRAP-mediated AS events are involved in mouse early neuroectoderm lineage commitment

Since loss of STRAP first affects expression patterns of early brain region-specific genes in vivo, we established N2B27-induced EB models to direct ESCs into neuroectodermal fate^30,31^ and, later, to neuronal cell identity^32^. The numbers, size, and morphology of EBs derived from WT and *Strap* KO ESCs appeared similar over time (Supplementary Fig. 4a). In addition, the expression of STRAP was steady during differentiation of WT EBs (Supplementary Fig. 4b). To define the molecular features of developing EBs, quantitative PCR (qPCR) assays were performed over the course of time. At day 6-9, expression of neuroectoderm-related genes was comparable between the two groups, (Supplementary Fig. 4c). Brain developmental markers appeared as early as day 9, but, at day 11, most of them were low in *Strap* KO EBs as compared with WT counterparts (Supplementary Fig. 4d), consistent with in vivo studies (Fig. 2c). Together, the results suggest that STRAP functions during early neural differentiation. We thus conducted RNA-sequencing using 9-day-old EBs, in which WT and KO cells commit to the similar lineage. Global comparisons using principle components analysis (PCA) and hierarchical clustering analysis revealed that EB replicates in the same group had high reproducibility, and that their identity was close to previously reported neuroectoderm organoids^33^ than to other developmental derivatives^34,35^ (Supplementary Fig. 4e, f). Therefore, our N2B27-induced EB model molecularly resembles the mouse embryonic germ layer specification and provides us an ideal model to dissect the role of STRAP in mouse early embryogenesis.

We next characterized transcripts and splicing variants with genome-wide profiling. Only 154 genes were altered in transcriptome profiling of *Strap*-KO ESCs relative to that of ESC WT cells (Supplementary Data 4), suggesting that STRAP is dispensable for mouse ESCs viability and identity^18^. Loss of STRAP in 9-day-old EBs resulted in 146 genes upregulated and 261 genes downregulated (Supplementary Data 4). As determined by use of the rMATS tool, 454 classical AS events (in 397 genes) were detected in *Strap*-KO EBs at day 9 (Fig. 4a and Supplementary Data 5). Of all AS, SE events were most frequent (49.1%, 223 of 454) (Fig. 4a, b). Retained introns were also overrepresented (18.1%, 82 of 454) as compared to other types (Fig. 4a). Thus, STRAP appears to function in promoting both exon inclusion and skipping (Fig. 4a), implicating its unbiased regulation for SE. GO function analysis revealed that STRAP-regulated AS events are involved in protein catabolism, molecular binding, and cell motility (Fig. 4c). Specifically, the events included neural development, ubiquitin-related genes, and transcription factors (Supplementary Fig. 4g–j). To assess the accuracy of our analysis of AS, we measured 28 SEs using 9-day-old EBs (Supplementary Fig. 4k), demonstrating a high correlation with splicing efficiency (Supplementary Fig. 4l).

**Fig. 4:**
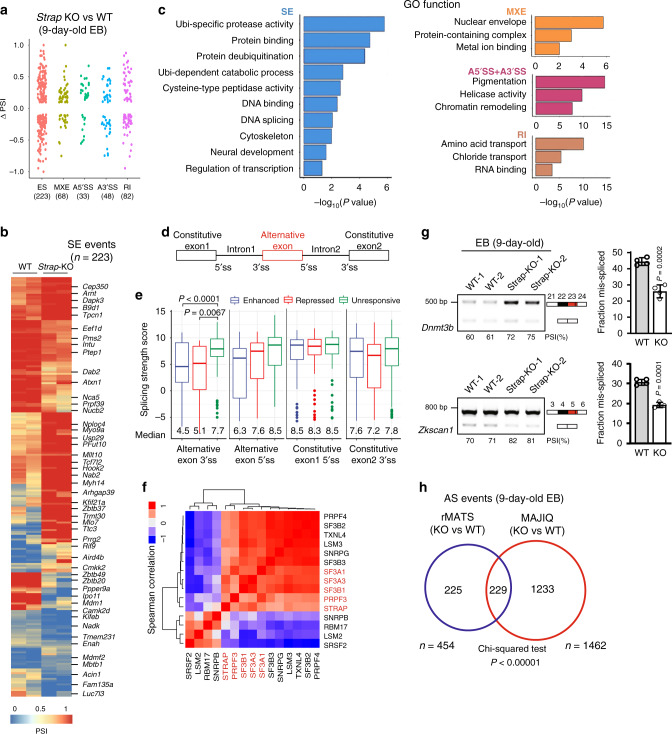
Extensive AS events occur in response to *Strap* loss in lineage-committed EB cells. **a** Dot plot showing distribution of ∆PSI values (∆PSI = PSI(*Strap*^−/−^)–PSI(WT)) for each splicing category. The value of ∆PSI between WT and *Strap*^−/−^ EBs was based on two independent biological samples from each group. **b** Splicing heatmap showing the values of PSI for exon-skipping events between WT (*n* = 2, biological replicates) and *Strap*^−/−^ (*n* = 2, biological replicates) EBs. **c** GO enrichment analysis showing top ranked biological functions for alternatively spliced genes between WT and *Strap*^−/−^ EBs (9-day-old). **d** A schematic of the alternative and constitutive exons. 5′ and 3′ splicing sites (5′,3′ ss) are indicated accordingly. **e** Box plots of splice site scores calculated for STRAP-regulated skipped exons. Boxplots show median (the horizontal line in the box), 25 and 75% percentiles (lower and upper bounds of box, respectively), minimum and maximum (lower and upper whiskers, respectively). *P*-values were determined by two-sided unpaired Wilcoxon tests. For ALT3’ss, unresponsive *n* = 79, enhanced *n* = 61, repressed *n* = 53; for ALT5’ss, unresponsive *n* = 67, enhanced *n* = 53, repressed *n* = 33; for CON1 5’ss, unresponsive *n* = 67, enhanced *n* = 73, repressed *n* = 53; for CON2 3’ss, unresponsive *n* = 73, enhanced n = 82, repressed *n* = 63. **f** Hierarchically clustering matrix showing the correlation for STRAP and other known splicing factors. Spearman correlation coefficients were calculated based on the ∆PSI values of skipping exons affected by either STRAP or previously reported splicing factors^36^. Highly correlated factors are highlighted in red. **g** Validation by RT-PCR of genes with SE events identified by MAJIQ. Information for target exons is shown on the right panel. Empty box, constitutive exon; black and red boxes, skipped exon. Data are pooled from two independent experiments (*n* = 4 per group) and error bars represent the mean ± SD (right panel). Unpaired two-tailed Student’s *t*-test was used. **h** Venn diagram showing the intersection of AS events between rMATS and MAJIQ datasets. The detailed AS category and respective numbers are shown at the bottom. *P*-values were determined by Chi-squared test.

By comparing splice sites scores in responsive and unresponsive SEs, we found that both STRAP-enhanced and STRAP-repressed exons have weaker 3′ splice site (ss) than those found in unresponsive SE (unpaired Wilcoxon test, Fig. 4d, e). In contrast, we observed unbiased strength in either the 5′ss of SE or their flanking sites (Fig. 4d, e). To examine how STRAP correlates with other splicing factors in terms of the splicing level, we used a public dataset^36^ and compared the properties with AS genes between STRAP and several core reported AS factors. STRAP was well correlated with SF3 family members and PRPF3 (Fig. 4f), suggesting the potential cooperation of STRAP with these proteins. Only a few AS outcomes were affected by deletion of STRAP, either in mouse ESCs (Supplementary Data 6, *n* = 130, EB vs. ESC, *p* < 0.0001, Fisher’s extract test) or in mouse intestinal-specific tissues (Supplementary Data 6, *n* = 210, EB vs. cKO, *p* < 0.0001, Fisher’s extract test), suggesting that STRAP mediates AS in a cell-type-specific manner.

To explore overall mRNA isoforms regulated by STRAP during neuroectoderm differentiation, we reanalyzed RNA-seq data using the MAJIQ (modeling alternative junction inclusion quantification) tool^37^ to quantify both classic binary AS events and complicated local splicing variants (LSVs). We obtained 1462 altered LSVs (of 1163 genes) upon deletion of STRAP in 9-day-old EBs (|dPSI| > = 0.1, *p* < 0.05, Supplementary Data 7), as exemplified by *Dnmt3b* and *Zkscan1* (Fig. 4g). Moreover, these results had a significant concordance with data from rMATS (Fig. 4h). Thus, these analyses revealed a previously unknown role of STRAP involving the transcriptional diversity at exon levels during a certain germ layer differentiation.

### STRAP displays genome-wide mRNA binding patterns

We next asked whether STRAP binds to its target RNAs in vivo. To this end, we utilized eCLIP-seq, which yields high complex libraries at single nucleotide resolution with enhanced technical and biological reproducibility^38^. 

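In eCLIP-seq, RNA is crosslinked to its bound proteins by UV light, the protein of interest is pulled down with an antibody, and the RNA that remains attached is sequenced. STRAP eCLIP was carried out on whole mouse embryos at E9.5, in pools of 7, and on 9-day-old EBs, which are aggregates of differentiating embryonic stem cells. Each tissue has 2 eCLIP replicates and 1 input library, made from crosslinked lysate without the pull-down. After duplicates were removed, the authors' peak caller counted 6289516 tags in the embryo input and 6825190 in the EB input. It counted 136935 tags in embryo eCLIP-1, 185125 in embryo eCLIP-2, 165566 in EB eCLIP-1 and 228422 in EB eCLIP-2. The authors trimmed the reads with cutadapt, removed those that matched mouse repeats and aligned the rest to GRCm38 with STAR 2.5.2b. The authors then called peaks in each library with MACS 1.4.2 at a p cutoff of 1e-05. The deposited lists name no control, so the fold and the p of a peak compare it with the background of its own library and not with the input. The fragment size given to the caller was 76 in EB eCLIP-2 and 200 in the other libraries. From these lists, peaks of more than 5-fold were kept, each peak was placed at its summit, and each summit was assigned to a gene and a genic class with the Gencode M21 basic annotation. With 2 libraries per tissue, an exact permutation of libraries cannot reach a p under 0.05, so the tests compare peaks or genes between eCLIP and input libraries, and peaks and genes are not independent replicates.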

Radiolabeled STRAP-bound RNA complexes from mouse embryos and EBs were visualized (Fig. 5a). Stringent RNase I treatment markedly eliminated STRAP-RNA bands (Fig. 5a), suggesting that the robustness and specificity of the STRAP-RNA complexes identified by eCLIP. As shown in Supplementary Fig. 5a, reads density was highly correlated across replicate samples, suggesting that these STRAP-binding clusters were due to intrinsic biological functions instead of technical variations. 

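The 2 replicates of a tissue shared many RNA regions, among them regions in the mRNAs of Ncl (nucleolin), Rpl4 (a protein of the large ribosomal subunit) and Pabpc1 (the cytoplasmic poly(A)-binding protein). In embryos, 615 of the 1445 peaks of eCLIP-1 (42.6%) overlapped a peak of eCLIP-2, and 616 of the 1307 peaks of eCLIP-2 (47.1%) overlapped a peak of eCLIP-1. In EBs, the counts were 649 of 1254 peaks (51.8%) for eCLIP-1 and 716 of 1952 peaks (36.7%) for eCLIP-2. When each peak was moved by 1 to 20 kb along its chromosome, the mean overlap was 1.25% in embryos and 0.850% in EBs, and the highest of 1000 draws reached 2.18% and 1.67% (permutation test, one-sided, p = 0.001 in both tissues, the smallest p that 1000 draws can give). The 2 inputs, from different tissues, overlapped each other in 26.3% of the embryo input peaks and 36.5% of the EB input peaks, so overlap between libraries is not specific to STRAP. In the regions that both replicates held, the log2 tags rose together, with Pearson's r = 0.935 and Spearman's rho = 0.872 over 611 regions in embryos and r = 0.896 and rho = 0.799 over 598 regions in EBs. Each of these had a permutation p = 1e-05 (two-sided, the smallest p that 100000 permutations can give), and 1e-05 after Benjamini-Hochberg adjustment over the 6 pairs of eCLIP libraries. These correlations run across regions, which are not independent replicates, and leave out the regions that only 1 replicate held.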

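The regions peaked in several STRAP eCLIP libraries include ones in mRNAs of RNA-binding and ribosomal proteins. Ncl held a region with its main summit in a coding exon, on chromosome 1 of GRCm38 from 86355849 to 86357627, with 379 tags over the 4 eCLIP libraries. Rpl4 held 374 tags on chromosome 9 from 64176546 to 64178571. Hnrnpu, which encodes a nuclear matrix and RNA-binding protein, held 182 tags on chromosome 1 from 178329856 to 178332569, and Pabpc1 held 145 tags in its 3' UTR on chromosome 15 from 36595660 to 36596281. None of these 4 regions overlapped an input peak, while other regions of Ncl, Hnrnpu and Pabpc1 did. Merging the peaks of the 4 eCLIP libraries wherever they overlapped gave 3852 regions. Of these, 597 were held by 2 libraries, 205 by 3 and 339 by all 4, which makes 1141 regions in 818 genes. An input peak of either tissue overlapped 304 of them (26.6%), and 837 regions in 649 genes remained without one. Regions without an input peak had their main summit in a coding exon in 39.8% and between genes in 8.72%, while those on an input peak did so in 9.21% and 36.8%. Of the 339 regions held by all 4 libraries, 197 (58.1%) lay on an input peak.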

We obtained, in total, 9686 STRAP high-confidence peaks located at 2047 individual transcripts on a genome-wide scale (Supplementary Data 8). 

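STRAP peaks lay in exons of genes more often than input peaks, which lay mostly in introns and between genes. In embryos, the summit fell in a coding exon in 37.3% of the peaks of eCLIP-1 (95% exact Clopper-Pearson interval 34.8 to 39.9%) and 35.0% of eCLIP-2 (32.4 to 37.6%), against 2.17% of input peaks (1.66 to 2.79%). In EBs, the share was 28.8% in eCLIP-1 (26.3 to 31.4%) and 36.7% in eCLIP-2 (34.6 to 38.9%), against 4.08% in the input (3.25 to 5.04%). The mean coding exon share was 36.1% ± 1.65 (SD, n = 2) in embryos and 32.8% ± 5.62 (SD, n = 2) in EBs. With summits moved by the difference in shift, a setting chosen after seeing the data, it was 42.97% ± 2.45 and 35.15% ± 2.23 (SD, n = 2). Among peaks with a score of at least 100, it fell to 13.9% in embryos and 12.5% in EBs, still above the inputs by the exact test, and intergenic peaks then made up 30.0% to 36.3% of each eCLIP library. Introns held 21.1% and 19.8% of the peaks in the embryo replicates and 42.1% in their input, and 27.3% and 21.4% in the EB replicates and 40.5% in theirs. The 5' UTR held 12.2% and 11.4% of peaks in embryos and 7.97% and 5.89% in EBs, and the 3' UTR 8.72% and 10.4% in embryos and 12.0% and 15.6% in EBs. Noncoding exons held 7.13% to 9.25% of the peaks of an eCLIP library. Intergenic peaks made up 13.6% and 15.8% in embryos and 14.7% and 11.6% in EBs, against 50.5% and 46.3% of the input peaks. Each class differed between each eCLIP library and the input of its tissue by Fisher's exact test (two-sided, Benjamini-Hochberg over 24 tests), from an adjusted p of 2.60e-208 for coding exons in embryo eCLIP-1 to 0.0243 for the 5' UTR in EB eCLIP-2. The intervals cover counting error only.

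**Figure D1:**
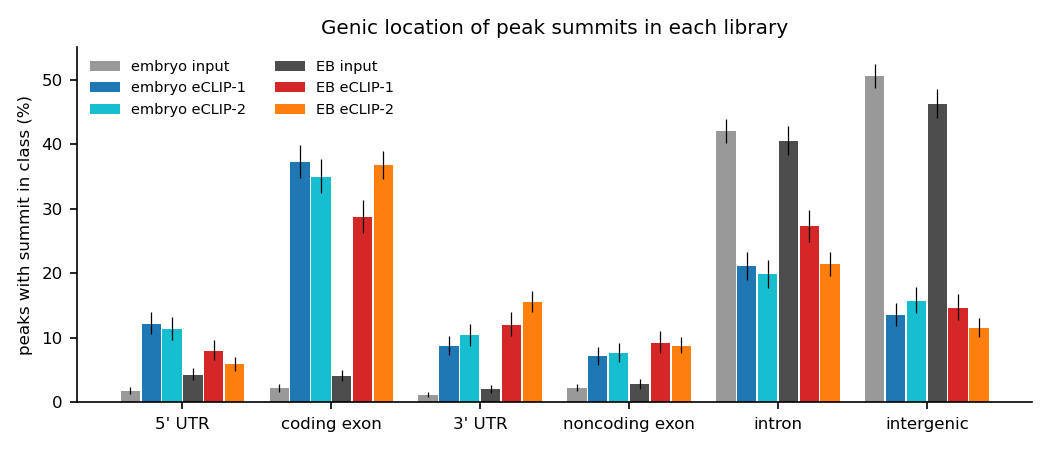
Share of peaks (%) whose summit lies in each genic class, for the 4 eCLIP libraries and the 2 inputs; bars are single libraries and vertical lines their 95% exact binomial intervals. Coding exons hold 28.8 to 37.3% of eCLIP peaks and 2.17 to 4.08% of input peaks.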

Most STRAP-peaks were defined by certain exons and introns, as well as their intersections (Fig. 5b and Supplementary Fig. 5b). We next leveraged STRAP reads along all exon/intron (5’ss) and intron/exon (3’ss) borders. In comparison to the input, STRAP signals in embryonic samples were enriched within ~50 nucleotides upstream of the 5’ss and ~25 nucleotides downstream of the 3’ss (Fig. 5c). 

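In E9.5 embryos, STRAP summits lay near splice sites more often than input summits did. Which end of the exon held more of them changed when summits were moved to allow for the fragment size given to the peak caller. In the first 25 nt of an exon downstream of a 3'ss were 124 of 1176 summits in multi-exon genes in eCLIP-1 (10.5%) and 94 of 1036 in eCLIP-2 (9.07%), against 7 of 1405 input summits (0.498%). In the last 50 nt of an exon upstream of a 5'ss were 27 summits in each replicate (2.30% and 2.61%), against 13 in the input (0.925%). Either window held 12.8% (95% exact binomial interval 10.9 to 14.8%) and 11.3% (9.43 to 13.4%) of the summits, against 1.42% (0.872 to 2.19%) of the input's. By Fisher's exact test (two-sided) the difference from the input had odds ratios of 10.1 (p = 3.83e-33) and 8.82 (p = 2.22e-26) for either window. The mean share of the 2 replicates fell from 12.0% to 5.55% for either window and from 9.81% to 4.33% for the 3'ss window at a score of at least 100, where the 5'ss window no longer passed in both. For the 3'ss window alone the p was 2.75e-35 and 4.03e-28, and for the 5'ss window 0.00605 and 0.00181. When summits were moved by the difference in shift from EB eCLIP-2, a setting chosen after seeing the data, the 5'ss window held 12.1% and 10.0% and the 3'ss window 4.08% and 3.67%. Rbm25, a splicing factor with a summit in exon 15 of 19 in both replicates, is among the genes with peaks in exons. Input peaks lie less often in exons at all. Set against uniform placement within the same exons, a comparison chosen after seeing the data, both windows together held 0.773 and 0.763 times the expected number of summits. The 3'ss window by itself held 2.07 and 1.97 times, and 0.576 and 0.550 times with summits moved. The 5'ss window by itself held 0.194 and 0.233 times, and 0.827 and 0.766 times with summits moved.

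**Figure D2:**
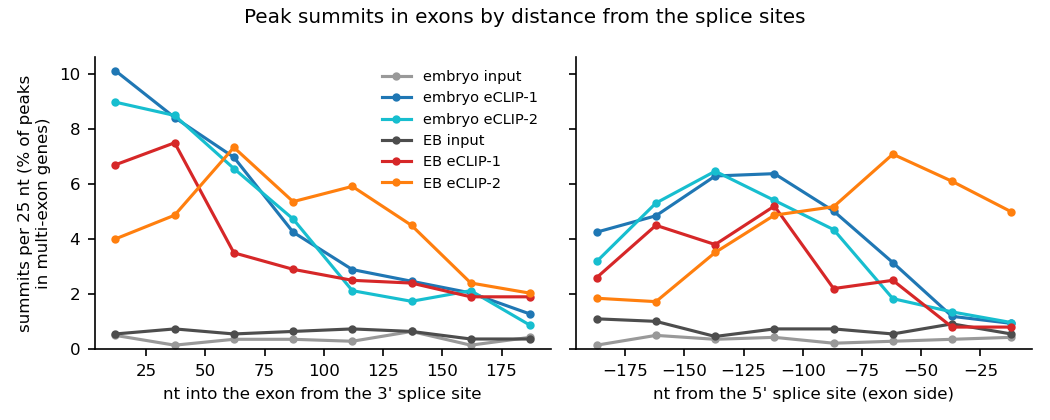
Peak summits inside exons (% of peaks in multi-exon genes, per 25 nt) against the distance in nt from the 3'ss at the start of the exon (left) and from the 5'ss at its end (right), with 1 line per library. With summits as deposited, the embryo libraries are highest in the first 25 nt after the 3'ss, at 10.1% and 8.98%, and both inputs stay near the bottom throughout. This position changes when summits are moved to allow for the fragment size of the peak caller.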

Similar binding patterns were also evident in EBs (Fig. 5d). Thus, the binding of STRAP in close proximity to both 5′ and 3′ of splicing sites suggests its role in demarcating exonic regions. In addition, these featured occupancies were largely dependent on their transcript abundance (Supplementary Fig. 5c), in agreement with a previous report for CLIP-seq data^39^. 

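In 9-day-old EBs, STRAP summits also lay in the splice site windows more often than input summits, but as deposited the 2 replicates differed in which end of the exon held them. In eCLIP-1, 68 of 1000 summits (6.80%) lay just after a 3'ss and 18 (1.80%) just before a 5'ss. In eCLIP-2, 68 of 1623 (4.19%) lay just after a 3'ss and 187 (11.5%) just before a 5'ss. The EB input had 7 (0.642%) and 17 (1.56%) of 1091 there. Either window together held 8.50% (95% exact binomial interval 6.85 to 10.4%) and 15.6% (13.9 to 17.5%) of the summits, against 2.11% (1.34 to 3.15%) in the input, with odds ratios of 4.31 (p = 1.83e-11) and 8.57 (p = 1.46e-35, Fisher's exact test, two-sided). The 3'ss window passed the same exact test in both replicates (p = 1.59e-15 and 2.56e-09), and the 5'ss window in eCLIP-2 (p = 4.93e-26) but not in eCLIP-1 (p = 0.734), so that with summits as deposited this call in EBs rests on eCLIP-2. Among peaks with a score of at least 100, the mean share for either window was 5.805%, and the larger exact p of the 2 replicates was 0.180. In regions that both replicates held, the summit of eCLIP-2 lay a median of 60 nt further toward the 3' end of the gene than that of eCLIP-1 (95% bootstrap interval 53.5 to 61 nt, 482 regions), and only eCLIP-2 was called with the smaller fragment size. With the summits of eCLIP-1 moved by the difference in shift, chosen after seeing the data, 8.40% lay before a 5'ss (odds ratio 5.47, exact p = 2.60e-13) and 2.30% after a 3'ss. The longer 5'ss window then held the larger share in both replicates. Set against uniform placement in the same exons, also chosen after seeing the data, eCLIP-2 held 0.984 times the expected number before a 5'ss and 0.715 times after a 3'ss. In eCLIP-1 these were 0.210 and 1.88 times as deposited, and 0.826 and 0.478 times when moved. Both windows together held 0.740 times in eCLIP-1 and 0.9005 times in eCLIP-2 as deposited. From the closeness of STRAP signals to both splice sites in embryos and EBs (Fig. 5c, d), the paper proposes that STRAP helps to mark out exons.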

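Some STRAP peaks that the study lists at alternative exons were overlapped by a deposited peak in all 4 eCLIP libraries. They include those of Rbm25, a splicing factor, and Actb, the cytoplasmic actin, where an input peak lies too. Of the 964 STRAP peaks that the study lists at alternative exons, 87 overlapped a deposited peak of embryo eCLIP-1, 82 of embryo eCLIP-2, 76 of EB eCLIP-1 and 133 of EB eCLIP-2. Fewer overlapped an input peak, 15 for the embryo input and 17 for the EB input, although these libraries have more peaks. Counted over the 4 eCLIP libraries together, 234 listed peaks (24.3%) overlapped at least 1 deposited peak, and 730 have none in the deposited lists. Only 31 overlapped a peak with a score of at least 100. Peaks moved by 1 to 20 kb overlapped 49.3 listed peaks on average and at most 71 in 1000 draws (permutation test, one-sided, p = 0.001, the smallest p that these draws can give). The inputs passed the same permutation test, with means of 4.52 and 4.10 for moved peaks (p = 0.001), so it is not specific to STRAP. In at least 2 eCLIP libraries, 96 listed peaks overlapped a deposited one, and 82 of these did not overlap an input peak. The study made the list from these libraries, so it is not independent of them. Of the list for constitutive exons, only a part was held, and no overlap was computed for it.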

Notably, among these exonic hits, 964 peaks appeared on annotated alternative exons and 2112 peaks were associated with constitutive exons (within the 300 nt region either upstream or downstream of exons, Supplementary Data 9), thus providing evidence for its involvement of STRAP in the AS process.

**Fig. 5:**
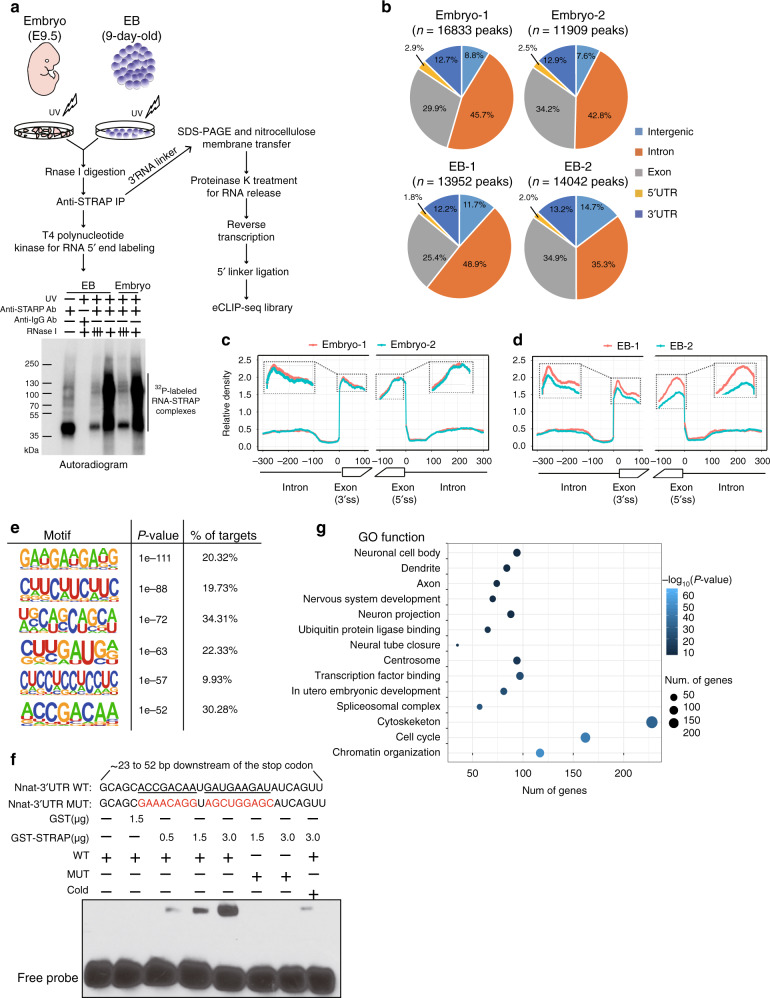
Discovery of in vivo STRAP-binding RNA targets by eCLIP-seq. **a** Schematic illustration of the overall experimental design, showing that STRAP binds with ^32^P-labeled RNAs (Bottom); the eCLIP method was used to establish sequencing libraries (Right). The schematic diagram was created by the authors. **b** Pie charts displaying peak distributions of enriched read density within STRAP eCLIP. The fraction of STRAP peaks, defined from eCLIP-seq (*P* ≤ 10^−3^ and ≥ 5-fold, relative to INPUT), locates along the different genic regions across the mouse transcriptome. Each biological replicate shows a highly comparable percentage for indicated categories between replicates. **c**, **d** Metagene plots showing STRAP binding frequency on pre-mRNA in two pooled embryos (E9.0; *n* = 7 per pool) (**c**) or two biologically replicated WT EBs (9-day-old) (**d**). The *X*-axis indicates a composite intro-exon-intron boundary, containing sequences for 300 nt in the upstream intron and the first and last 100 nt of the exon and 300 nt in the downstream intron. STRAP eCLIP crosslink site density around constitutive 5′ and 3′ splice sites normalized by respective input density is plotted on the *Y*-axis. The dash line boxes show amplified regions for peak enrichment. See “Methods” section for further details. **e** Left, logo visualization of the top HOMER motif outputs generated from the merged eCLIP dataset. Right, the fraction of target regions and respective *P*-value with each motif are displayed. **f** Binding of STRAP with *Nnat* motif-containing RNA oligonucleotides. Purified GST-STRAP or GST was incubated with biotin-labeled WT or MUT or 200-fold excess non-labeled RNA oligos as indicated. The complexes were separated on 6% polyacrylamide native gel. The experiment was repeated three times independently with similar results. **g** BubbleMap visualization of representative GO functions for STRAP target genes through RNA-protein interaction.

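The purine-rich run GARGAR, in which R is A or G, GCAGCA and CTCCTCC were found more often under STRAP peaks than around them. Input peaks also held GARGAR and CTCCTCC more often than their surroundings did. The motifs were read by eye from Fig. 5e and searched on the gene's strand in 200 nt around each summit. By Fisher's exact test against the input, GARGAR in embryos was present in 46.5% of the windows of eCLIP-1 and 42.7% of eCLIP-2, against 34.7% of input windows (adjusted p = 8.67e-10 and 6.94e-05). In EBs, it was present in 37.9% and 36.1%, against 34.1% in the input (exact test, adjusted p = 0.128 and 0.3599). Windows moved by 500 to 1000 nt within the same genes held GARGAR in 28.6% to 30.1% of cases, less than the peaks of each eCLIP library (exact test, adjusted p from 5.43e-20 to 1.91e-04), and the input peaks passed this comparison too (adjusted p = 0.00380 and 0.0269). GCAGCA was present in 12.8% and 12.2% of the embryo windows and 9.47% and 10.2% of the EB windows, against 4.64% and 5.98% of the input windows (exact test, adjusted p = 8.88e-14, 1.15e-11, 0.00585 and 2.13e-04). CTTCTTC went the other way, with 1.91% to 2.88% of eCLIP windows against 7.92% and 5.54% of input windows (exact test, adjusted p from 1.10e-11 to 3.57e-05), but it did not differ from the moved windows in any eCLIP library (adjusted p from 0.257 to 1). CTCCTCC was present in 5.39% to 7.34% of eCLIP windows and was lower than in the input in embryo eCLIP-1 (exact test, adjusted p = 0.00755) and not in the other 3 libraries (adjusted p from 0.0849 to 0.477). Moved windows of the eCLIP libraries held it in 2.36% to 3.41% of cases (exact test, adjusted p from 9.76e-08 to 0.0128). Input peaks passed this comparison too, with 9.70% against 4.04% in embryos and 7.27% against 3.64% in EBs (exact test, adjusted p = 7.77e-09 and 0.00134). The rise of CTCCTCC over its surroundings is thus not specific to STRAP. CTTGATG and ACCGACA were present in at most 1.49% of eCLIP windows, and neither passed the test against the input. At a score of at least 100, neither GARGAR nor GCAGCA passed against the moved windows in either tissue (exact test, adjusted p from 0.0764 to 1), and with a window of 100 nt GCAGCA was lost in EBs (0.505). All p-values are from Fisher's exact test (two-sided), adjusted by Benjamini-Hochberg over the 6 motifs of a library. For the summits in coding exons, the motifs were also compared with other coding positions of the same genes, a comparison chosen after seeing the data: GARGAR then passed in embryo eCLIP-1 (65.2% against 46.9%, exact test, adjusted p = 1.33e-08) and not in embryo eCLIP-2 (56.8% against 48.0%, adjusted p = 0.0571) or the EBs, and GCAGCA passed in EB eCLIP-2 alone (15.4% against 10.5%, adjusted p = 0.0436).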

To identify the binding site consensus sequences for STRAP, we mapped STRAP binding peaks and identified the top-ranking enriched motifs (Fig. 5e). The fractions of targeted sequences were comparable (Fig. 5e, % of Targets), implying that STRAP cooperates with other RNA-processing regulators to recognize different types of sequences. To verify the direct binding of STRAP with RNAs, we conducted RNA electrophorectic mobility shift assays (REMSA) using a probe targeting the 3’ UTR of the *Nnat* transcript, which encompasses two putative STRAP consensus binding sequences (Fig. 5e). STRAP binds to the WT sequence but not to the mutant (MUT) probe (Fig. 5f). The addition of excess cold probe competed effectively for binding during the assay (Fig. 5f). These results demonstrate the RNA binding specificity of STRAP. To illustrate the biological functions of the loci related to STRAP peaks, we performed GO analysis, revealing genes for nervous system development, cytoskeleton, centrosome, and spliceosomal complex (Fig. 5g). 

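In embryos, transcripts of splicing factors and of the cytoskeleton were among those that STRAP bound in both replicates and that had no input peak. Of 57 spliceosome and splicing factor genes with a peak in any embryo library, 21 (36.8%) were bound in this way, against 14.4% of the other genes with a peak (odds ratio 3.47, exact p = 3.06e-05, adjusted p = 2.44e-04). Hnrnpu had 11 peaks over the 4 eCLIP libraries, Rbm25 had 8, and neither has an embryo input peak. Hnrnpd and Sfpq, both RNA-binding proteins of the nucleus, had 6 each but also 1 embryo input peak, so they are not among the 21. Of 37 cytoskeleton and centrosome genes, 15 (40.5%) were bound (odds ratio 4.01, exact p = 1.23e-04, adjusted p = 6.54e-04). Among genes without an embryo input peak, Akap9, a centrosomal scaffold, and Cfl1, the actin-severing cofilin, had 7 peaks each over the 4 eCLIP libraries, and Tmsb10, an actin-binding thymosin, 5. Actb had 9 and a peak in each input, so it is not among the 15. Of 33 genes of neural development, 7 (21.2%) were bound, which did not pass the test (odds ratio 1.55, exact p = 0.322, adjusted p = 0.468). Nnat is on this list, but its embryo peaks were assigned to Blcap, so it was not counted. In EBs, 12 of 30 cytoskeleton genes (40.0%) passed (odds ratio 3.03, exact p = 0.00654, adjusted p = 0.0174), against 18.0% of the other genes. The splicing factors, with 14 of 54 (25.9%, exact p = 0.154, adjusted p = 0.246), and the neural genes, with 2 of 22 (9.09%, p = 0.405, adjusted p = 0.540), did not. The p-values are from Fisher's exact test (two-sided) among 2474 genes in embryos and 2505 in EBs, adjusted by Benjamini-Hochberg over 16 lists in each tissue. Genes with an input peak cannot count as bound but stay among these genes, 1311 in embryos and 1046 in EBs. In embryos, 9 of the 57 splicing factor genes and 7 of the 37 cytoskeleton genes have one. A list with few input peaks is thus favoured, and how much of the odds ratios of these 2 lists comes from this was not tested. The paper reports that STRAP occupancy depended largely on transcript abundance, and the lists were not set against mRNA levels. Input peaks lay mostly outside exons, so the lack of one does not show a low mRNA level. At a score of at least 100, neither list passed in either tissue (adjusted p from 0.303 to 1). The EB cytoskeleton call was also lost without replicate 1 and without replicate 2, while the EB splicing factors passed in both cases. With 1 eCLIP library left, a gene with a peak fails to count only by having an input peak. Neither outcome therefore tells whether binding is reproducible.

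**Figure D3:**
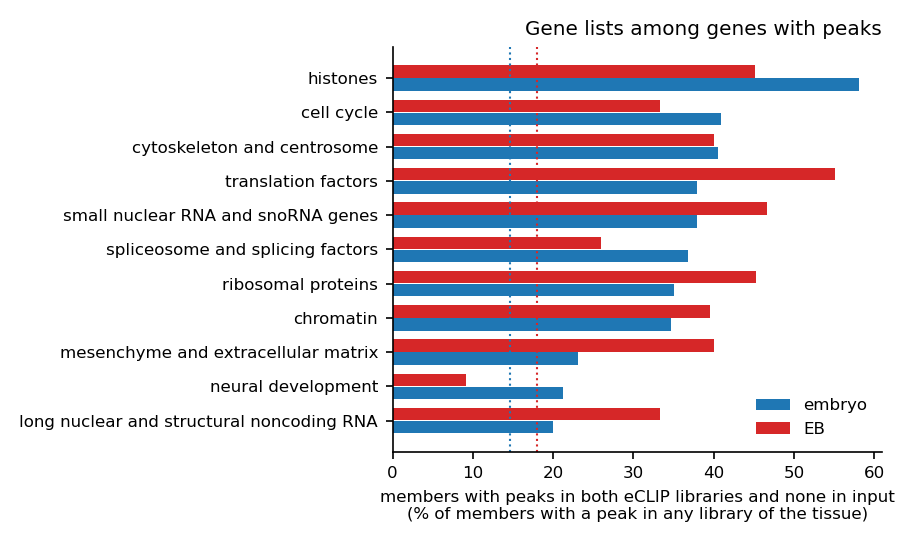
Members of each gene list with peaks in both eCLIP libraries of a tissue and none in its input, as % of the members with a peak in any library of that tissue; bars are embryos (blue) and EBs (red), and dotted lines mark the median share among genes outside a list. Lists with at least 5 members with a peak in each tissue are drawn; histones in embryos are highest, at 58.1%.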

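Among transcripts of neural development, Chd7, which encodes a chromatin remodeler needed for neural crest development, had peaks in both embryo replicates and in neither EB replicate. The deposited list of embryo eCLIP-1 holds a peak in exon 2 of 38, on chromosome 4 of GRCm38 from 8751494 to 8753186, with 15 tags and 11.8-fold over its own background. In embryo eCLIP-2, exon 2 held 2 peaks of 11 tags each, from 8751435 to 8752433 and from 8752497 to 8753214. Nedd4l, which encodes a ubiquitin ligase related to Nedd4, had 1 peak in each eCLIP library at a single intronic place on chromosome 18, with summits from 65041708 to 65041771 and 5 to 13 tags; the embryo input has a peak of 10 tags over this place too, from 65041320 to 65041889. Map1b, which encodes a microtubule-associated protein of neurons, had 1 peak of 3 to 5 tags in each of embryo eCLIP-1, embryo eCLIP-2 and EB eCLIP-1, at 3 different places. Sox11, a transcription factor of neural progenitors, and Robo1, an axon guidance receptor, each had 1 peak in each embryo replicate, none in the embryo input or the EB eCLIP libraries, and a peak in the EB input. In the EBs, Sox2, a transcription factor of neural and pluripotent cells, and Vangl2, a planar cell polarity protein, had peaks in both replicates. Sox11, Robo1, Sox2 and Vangl2 were named after their peaks were seen.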

Examples of STRAP binding peaks for neural transcripts are shown in Supplementary Fig. 5d-f. These data suggest that transcriptome-wide binding sites are differentially bound by STRAP during early development of mouse embryonic brain.

### STRAP dynamically regulates neuronal exon splicing during EB differentiation

We next determined if STRAP binding is linked to its regulated genes at AS levels. 

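Genes bound by STRAP in at least 2 eCLIP libraries and listed by the study as alternatively spliced on STRAP loss include Acin1 and Sf1, both splicing factors, Cep350, a centrosomal protein, and Rere, a transcriptional corepressor, each with peaks in all 4 libraries. Hnrnpr, Sf3b1 and Sfswap, which also act in splicing, had peaks in 2 libraries. Acin1 and Sf1 also have an input peak. Of 1056 genes with an eCLIP peak in at least 2 of 4 libraries, 39 (3.69%) are in the complete rMATS list of 9-day-old EBs, against 2.51% of the other genes with a peak. This difference did not pass Fisher's exact test (odds ratio 1.49, two-sided p = 0.0630, 3808 genes with a peak in any library as background). Of 1906 genes with an input peak, 38 (1.99%) are in the list, fewer than among the genes without one (3.68%, odds ratio 0.532, exact p = 0.00174). For the 732 genes bound in at least 2 eCLIP libraries and without an input peak, the count was 31 (4.24%, odds ratio 1.72, exact p = 0.0178). The background of this comparison keeps the 1906 genes with an input peak, which are poorer in spliced genes. Its higher odds ratio can therefore come from leaving these out of the bound set only. The odds ratio of the first comparison was 0.695 (exact p = 0.6296) at a score of at least 100. It passed without embryo replicate 1 (1.57, exact p = 0.0474) and without EB replicate 1 (1.62, p = 0.0368), and when peaks on input peaks were removed (1.68, p = 0.0127). The MAJIQ events, held only in part, were not used here. The genes named were chosen after their peaks were seen.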

Using the annotated genes list derived from merged eCLIP peaks as a reference dataset, we found that 15.6% (319 of 2047) of STRAP binding events was associated with its regulated AS genes (both classic types and non-classic types) and that 22.4% (319 of 1423) of unique genes with AS events in 9-day-old EBs was linked to STRAP binding (Fig. 6a), supporting our hypothesis that STRAP developmentally regulates certain AS events through direct binding. These results prompted us to assess the distribution of STRAP-RNA interactions in STRAP-dependent AS events. We thus mapped STRAP binding peaks to alternative exons and their flanking constitutive exons, as well as surrounding intronic regions. Figure 6b shows a general increase in STRAP occupancy surrounding the 3′ss of STRAP-enhanced exons and neighboring intronic regions, in addition to 5′ss of upstream flanking exons. 

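Of the skipped exons that STRAP enhances, those of Tet1 and Ppp1r9a carried a STRAP peak in the exon, its neighbors or the introns between. Tet1 encodes a 5-methylcytosine dioxygenase. Its skipped exon on chromosome 10 of GRCm38, from 62838176 to 62840378 on the minus strand, had an inclusion change of -0.349 on STRAP loss in the study's table. Both EB replicates had a peak over this exon. The peak of EB eCLIP-1 extended into the upstream intron, and EB eCLIP-2 had another peak of 3 tags in that intron, from 62859240 to 62859317, where the annotation has a noncoding exon. Neither embryo replicate had a peak in Tet1. Ppp1r9a encodes neurabin, an actin-binding protein of synapses; its exon on chromosome 6 from 5083041 to 5083106 had an inclusion change of -0.693. Embryo eCLIP-2 had a peak over the downstream intron and exon of this event. In the deposited lists, 2 of 103 STRAP-enhanced events had a peak of any eCLIP library in the whole event. No enhanced event had a peak on the upstream exon. Peaks of the inputs covered 1 enhanced event each, in the downstream intron. Events are counted by overlap of at least 1 bp, and read density between the deposited peaks was not analysed here.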

Similar trends were also evident in STRAP-repressed exons (Fig. 6c), indicating that STRAP collaborates with other splicing regulator(s) to cause the final splicing outcomes. Furthermore, we performed UV crosslinking and immunoprecipitation (RIP) with anti-STRAP antibody to examine three eCLIP-hit genes, *Tcf7l2*, *Ctnnd1*, and *Fat1*. qPCR profiles further confirmed that STRAP was associated with these targeted transctipts (Supplementary Fig. 6a–c). 

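Among skipped exons that STRAP represses, those of Gas5, Fut10, Usp3, Usp45 and Firre carried a STRAP peak. Gas5, a noncoding RNA that hosts snoRNAs in its introns, had a peak in EB eCLIP-1 over every part of its event and a peak in embryo eCLIP-1 over the downstream intron and exon; the skipped exon lies on chromosome 1 from 161037124 to 161037164 and changed in inclusion by 0.132 in the study's table. Fut10, a fucosyltransferase, had a peak in both EB replicates in the upstream intron of an exon on chromosome 8 from 31235595 to 31236430 (inclusion change 0.347). Usp3 and Usp45, both deubiquitinases, each had a peak in 1 embryo library, on the upstream exon in Usp3 and on the downstream intron and exon in Usp45. Firre, a nuclear noncoding RNA, had a peak in EB eCLIP-1 on the downstream exon. In all, 5 of 120 repressed events held a peak, a share that did not differ from that of the enhanced events (odds ratio 0.455 for enhanced over repressed, Fisher's exact test, two-sided p = 0.455). By part, peaks of any eCLIP library lay on the upstream exon in 2 repressed events, the upstream intron in 2, the skipped exon in 1, the downstream intron in 2 and the downstream exon in 3. So few events leave differences between the parts open. At a score of at least 100, 1 event of either kind remained.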

Upon deletion of STRAP, there was no change in their transcripts (Supplementary Fig. 6d–f), ruling out the possibility that STRAP interacts to target RNAs due to their transcriptional abundance. Together, these results indicate that STRAP selectively binds AS regions for their processing.

**Fig. 6:**
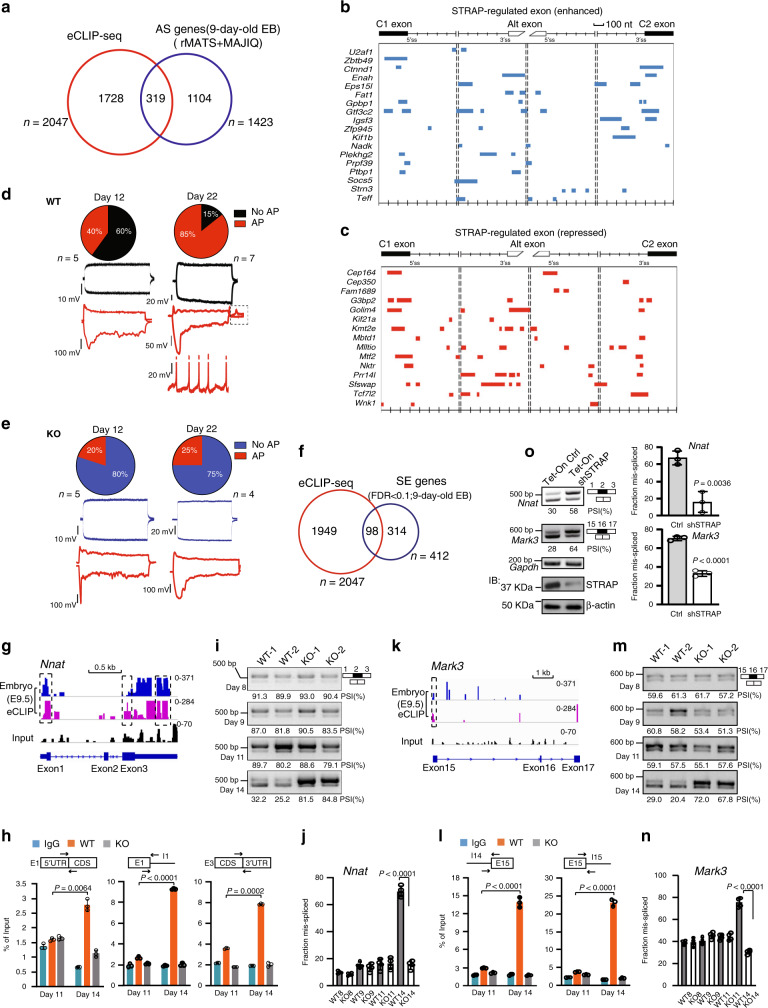
STRAP-RNA interaction map showing direct binding to skipped exons. **a** Venn diagram showing the intersection of STRAP-regulated AS genes (defined by rMATS and MAJIQ) and genes within STRAP eCLIP peaks. **b**, **c** Composite maps for STRAP-binding peaks on AS events based on the RNA-seq data (|∆PSI|> 0.1, FDR < 0.05). **d** At day 12, 40% of WT EBs showed an immature action potential (AP) in response to depolarizing current steps and a prominent sag in response to hyperpolarizing current step (red traces). At day 22, 85% of cells showed AP, potential sag, and “rebound” APs (dashed box in middle red traces). Some cells showed spontaneous AP firing at RMP (bottom red traces). **e** 20% of KO EBs showed immature AP at day 12 and 25% at day 22. **f** Venn diagram showing the intersection of STRAP-regulated SE genes defined by rMATS (FDR < 0.1) and genes within STRAP eCLIP peaks. **g** IGV viewer genome browser image of eCLIP signals on *Nnat* pre-mRNA. **h** RIP assay for STRAP binding on *Nnat* in EBs. Targeted regions (black outlined box) with respective paired primers are shown at the top. **i**, **j** RT-PCR quantified PSI values of *Nnat* in EBs. **k** IGV viewer genome browser image of eCLIP signals on *Mark3* pre-mRNA. **l** RIP assay for STRAP binding on *Mark3* pre-mRNA. **m**, **n** RT-PCR quantified PSI values of *Mark3* in EBs. **o** RT-PCR quantified PSI values of *Nnat* and *Mark3* in E14 cell line-derived EBs at day 14. Left bottom, Western blot analysis showing STRAP expression in inducible STRAP knockdown EBs with ß-Actin as a loading control. For (**i**, **m**), and (**o**), PSI values are shown below gel pictures. Experiments were repeated three independent times with similar results. For (**h**) and (**l**), error bars show the mean ± SD from *n* = 3 technical replicates. Experiments were repeated twice with similar results. For (**j**) and (**n**), data are pooled from two independent experiments (*n* = 4) and error bars represent the mean ± SD. For (**o**), data are pooled from three independent experiments (*n* = 3) and error bars represent the mean ± SD. *P*-values were determined by unpaired two-tailed *t*-tests.

The WT EB model underwent neuronal differentiation after long-term N2B27 culture with ascorbic acid, as evidenced by the high percentage of CD24+/CD56+ neuronal cells at day 14 (Supplementary Fig. 6g) and gradually increased neurogenesis markers over time (Supplementary Fig. 6h). Compared to a WT parallel, KO EBs had lower levels of the CD24+/CD56+ subpopulation and unaltered expression patterns for selected neuronal genes (except for *Pax6*) along the differentiation (Supplementary Fig. 6g, h), indicating that EBs failed to undergo neuronal lineage upon deletion of *Strap*. We further assessed the terminal differentiation of EBs by assessing their electrophysiological properties. In whole-cell patch clamp recordings, we observed a small percentage of KO cells (20%) capable of producing immature single action potentials (APs) upon depolarization and a prominent sag upon hyperpolarization at day 12 compared to 40% of WT cells (Fig. 6d, e). In both genotypes, the percentages of cells capable of producing APs and sags increased with time, reaching 85% in WT vs. 25% in KO at day 22 (Fig. 6d, e). None of the cells in this phase of maturation produced trains of APs in response to depolarizing steps. However, a few WT cells at day 22 showed single or multiple “rebound” APs and spontaneous AP firing at resting membrane potentials (RMP) upon termination of hyperpolarizing pulses (examples in Fig. 6d, middle and bottom right panel, respectively), indicating a faster and more pronounced course of neuronal differentiation in WT than in KO cells.

During maturation of neuronal cells, stage-specific-switch exons in genes have distinct functions^40^. We intersected eCLIP genes with rMATS-derived classic SE genes (FDR < 0.1) and thus found 98 hits (Fig. 6f). 

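The skipped exon genes with peaks in the most eCLIP libraries were Acin1, Cep350, Zc3h7a and Zfp185, each with peaks in all 4. Acin1 encodes a protein of the exon junction and splicing machinery. Arid4b, a chromatin regulator, Mtf2, a Polycomb subunit, and Wnk1, a kinase of ion transport, had peaks in 3, and Enah, an actin regulator, and Syne2, a nuclear envelope protein, in 2. Acin1, Zc3h7a, Arid4b and Enah also have an input peak. The complete table of the study's 223 skipped exon events names 197 genes. Of these, 44 had a peak anywhere in the gene in at least 1 eCLIP library and 18 in at least 2. With a score of at least 100 required, 5 genes had a peak in at least 2. Without EB replicate 2, 10 genes had a peak in at least 2 of the remaining libraries. Each of the 18 genes has 1 event. These genes were chosen after their peaks were seen. A peak anywhere in a gene was counted here, while 7 of the 223 events carried a peak within the event itself.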

Here, we investigated exons from two murine genes, *Nnat* and *Mark3*. AS of neuronatin (*Nnat*) generates two spliced isoforms, depending on the usage of exon2^41^. The short mutant has a more potent role in neural patterning than the full-length one^42^. 

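In embryos, both replicates had 1 STRAP peak in Nnat, which encodes the neuronal membrane proteolipid neuronatin, and both had their summit in exon 3. Nnat lies on chromosome 2 of GRCm38 from 157560078 to 157562522 on the plus strand, inside an intron of Blcap, which is on the minus strand. The peak of embryo eCLIP-1 ran from 157561220 to 157562362, with its summit at 157562050, 27 tags and 14.1-fold over its own background. The peak of embryo eCLIP-2 ran from 157561427 to 157562394, with its summit at 157562200, 25 tags and 16.1-fold. Exon 2, from 157561213 to 157561293, was overlapped by the peak of eCLIP-1 and not by that of eCLIP-2. Both summits are in the 3' UTR of exon 3, which spans 157561542 to 157562522. The embryo input and both EB eCLIP libraries had no peak in Nnat, and the EB input had 1 over exon 3, with its summit at 157562423 and 44 tags. Over exon 1, from 157560110 to 157560260, no library had a deposited peak, and no peak overlapped the listed window from 157559980 to 157560535. The study's listed peak from 157560984 to 157562394 was overlapped by both embryo peaks. The peaks carry no strand, so they were placed in Nnat by position, and a deposited list cannot show binding below its threshold.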

In *Nnat*, extensive STRAP-binding sites located on exon1 and exon3 (including 5′ and 3′UTRs, respectively) were detected by use of embryonic samples (Fig. 6g). RIP-qPCR validated that STRAP peaks on 14-day-old WT EBs are strongly present on the indicated boundaries as compared to 11-day-old parallels (Fig. 6h). Little enrichment was evident in other regions (Supplementary Fig. 6i). These interactions were not caused by RNA abundance (Supplementary Fig. 6k). We also observed a lower exon 2 inclusion in WT EBs compared to its earlier parallels and KO groups (Fig. 6i, j), suggesting that STRAP temporally regulates exon2 exclusion in *Nnat*.

Another example is *Mark3*, which encodes a kinase involved in the phosphorylation of MAP2 and MAP4^43^. Two spliced variants of *Mark3* are differently expressed in neural progenitors (exon16 inclusion) and neuronal cells (exon16 skipping)^44^. In embryos, accumulated STRAP-binding peaks are located on *Mark3* exon15, as determined by eCLIP (Fig. 6k). 

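In embryos, neither replicate had a deposited peak in Mark3, which encodes a kinase that regulates microtubules and cell polarity. The gene lies on chromosome 12 of GRCm38 from 111574523 to 111656221 on the plus strand. The only peak in it came from EB eCLIP-1, from 111633563 to 111633970, with its summit at 111633811 in exon 13 of 17, 4 tags and 37.5-fold over its own background. The sequence of 41 nt around this summit is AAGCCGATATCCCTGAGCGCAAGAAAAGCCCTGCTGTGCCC. Exon 15, from 111647471 to 111647728, and the study's listed peaks over it from 111647380 to 111647748 and at the start of the gene from 111574398 to 111575007, were overlapped by no peak of the 6 libraries. A list that holds only peaks past a threshold cannot show whether reads lie there below it.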

The transcripts with target sites were confirmed by RIP in 14-day-old WT EBs (Fig. 6l and Supplementary Fig. 6j), which were also coupled with more exon16 skipping relative to other parallels (Fig. 6m, n). Again, RNA products had no effect on these binding signals, as there were no altered *Mark3* transcripts on the indicated days (Supplementary Fig. 6l).

To eliminate the possibility that SE events were caused by differentiation arrest rather than STRAP-dependent binding regulation, we developed a Tet-On inducible short hair RNA (shRNA) system against STRAP in mouse E14 ESC cells. Three-day treatment of Doxycycline (Dox) resulted in an efficient reduction of STRAP expression in 14-day-old EBs derived from E14 cells (Fig. 6o, left bottom). Compared with control groups, induced knockdown of STRAP produced more included exons for *Nnat* and *Mark3* transcripts (Fig. 6o), consistent with observations with the KO EBs. These data suggest that, during EB differentiation, STRAP is involved in the selection of neural exons in a local concentration-dependent manner.

### STRAP is involved in the assembly of 17S U2 snRNP proteins

As the RNase treatment did not interfere with STRAP binding to U2 snRNP components, indicating that these interactions depended on protein–protein contacts, we focused on the downstream effects of *Strap* knockdown. First, we measured the abundance of U2 proteins in whole-cell lysates extracted from ESCs and EBs and found higher levels of SF3A subunits and SR140 in STRAP KO 14-day-old EBs relative to WT parallels (Fig. 7a, b), suggesting that STRAP is involved in balancing homeostasis of U2 proteins at a specific stage. Similar trends were observed for Tet-On inducible shSTRAP EBs at day 14 (Supplementary Fig. 7a), ruling out the indirect effects caused by STRAP-KO impaired differentiation.

**Fig. 7:**
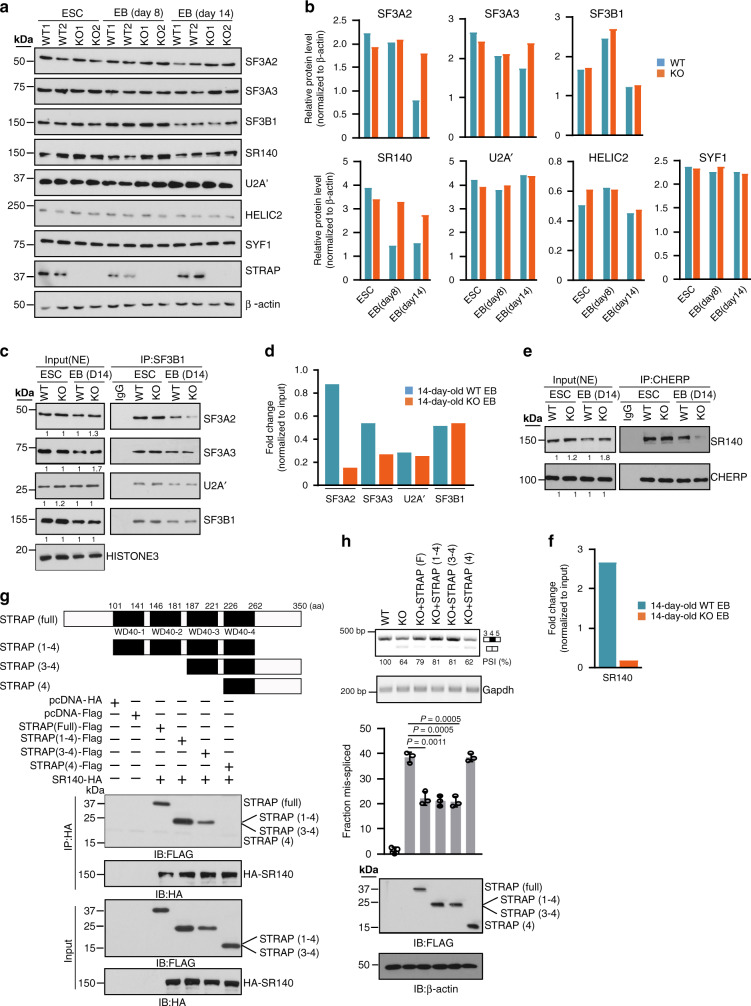
Loss of STRAP has negative effects on 17S U2 snRNP biogenesis. **a**, **b** Representative Western blots (**a**) and protein-level quantifications (**b**) of several spliceosomal components in WT and STRAP KO cells at the indicated days. All data were normalized to ß-Actin. Data are shown from one of two independent experiments; bars represent as means (*n* = 2, biological replicates). **c**–**f** Representative Western blots (**c** and **e**) and co-immunoprecipitated protein-level quantifications (**d** and **f**) showing co-IP results. All data were normalized to the respective input. The expression levels of indicated proteins (relative to its parallel WT controls) are shown below the gel pictures. Data, pooled from two independent experiments; bars represent as means. **g** Schematic illustration of STRAP-truncated mutants (upper panel) and co-IP experiments to map the domain(s) of STRAP required for binding of SR140 (bottom panel). 293T cells were transfected either with empty vectors or expression vectors as indicated. Cellular extracts were then subjected to immunoprecipitation with an HA antibody followed by Western blot analysis using a Flag or HA antibody. Expressions of transfected proteins were also determined. The experiment was repeated three independent times with similar results. **h** Gain-of-function assay using UPF3A mini-gene in MEF WT and *Strap* KO cells. Indicated cells were co-transfected with miniUPF3A and an empty vector or a vector encoding various Flag-tagged STRAP, as shown in **g**. RT-PCR assays were performed to detect alternative exon inclusion in miniUPF3A. Quantifications of PSI values are shown below the gels, and the fractions of mis-splicing are pooled from three independent analyses (*n* = 3). Error bars represent the mean ± SD. The Flag-tagged protein levels and ß-Actin were assayed by Western blot analysis. ß-Actin was used as a loading control. *P*-values were determined by unpaired two-tailed *t*-tests.

We next addressed the question of whether STRAP deletion affects formation of the U2 complex. Among U2 interactors, the SF3B complex is initially recruited to 12S core particles (the U2 snRNA, the Sm core proteins, and the U2A’ and U2B” complex) to generate pre-cmature 15S complex, which subsequently incorporates SF3A subunits to form the mature 17S snRNP^45–48^. Lastly, the functional U2 snRNP is recruited to 3’ss of the intron, together with the U1 complex at the 5’ss to form pre-spliceosomes. To determine whether STRAP has effects on the assembly of the 17S U2 complex, we accomplished co-immunoprecipitations (co-IP) using an SF3B1 antibody on NEs from the indicated cells. In ESCs, interactions between U2 components were independent of STRAP (Fig.7c, right panel). However, during EBs differentiation loss of STRAP led to a dissociation between SF3B1 and two SF3A subunits, whereas the interaction between SF3B1 and U2A’ was independent of STRAP expression (Fig. 7c, right panel; 7d). Together, the results suggest that STRAP developmentally regulates assembly of the 17S complex. We also tested the interaction between SR140 and CHERP, a binding partners among 17S U2 components. Although there was no change in CHERP expression (Fig. 7e, left panel), SR140 was less co-precipitated with CHERP in KO EBs relative to the WT group (Fig. 7e, right panel; 7f).

To map the binding domain(s) of STRAP responsible for its function, we generated deletion mutants of STRAP with Flag epitope tag and performed co-IP assays with HA-tagged SR140. The results revealed that the third WD-40 domain is necessary for the binding of STRAP with SR140 (Fig. 7g). To test whether certain splicing variants could be regulated by the WD-40 domain(s) of STRAP, we performed gain-of-function assays in MEF cells using a mini-gene splicing tool, which contains *UPF3A* exon 4 in a SR140-dependent manner^49^. Compared to WT MEFs, the usage of exon 4 was significantly reduced in STRAP KO MEFs and could be partially rescued by overexpression of STRAP-Flag, STRAP (1–4)-Flag, and STRAP (3–4)-Flag mutants (Fig. 7h) and of SR140 (Supplementary Fig. 7b). Similar assays using other mini-gene tools in two gene contexts (*Nnat* and *Ppp2r2d*) also revealed that the third WD-40 domain of STRAP is essential for its splicing activity (Supplementary Fig. 7c, d).

### STRAP regulates exon skipping during vertebrate evolution

The exon-intron structure is involved in the recognition of exon and intron length and affects exon inclusion levels^50–52^. We explored whether STRAP-dependent skipping exons have distinguishing sequence features. The lengths of enhanced exons are significantly shorter than those of controls (Supplementary Fig. 8a) and their upstream introns are longer length compared to controls (Supplementary Fig. 8b). Moreover, the repressed exons have significantly shorter upstream constitutive exons compared with controls (Supplementary Fig. 8c). No additional features correlated with other flanking regions (Supplementary Fig. 8d, e).

In our previous study, we found that STRAP affects neural patterning in early *Xenopus* embryogenesis^18^. Given that STRAP is a conserved WD-40 domain-containing protein across species, we hypothesized that it has a functional role in AS regulation in *Xenopus*. Thus, we injected a *Strap* antisense morpholino oligonucleotide targeting the translation start site (ATG-MO) into early *Xenopus* embryos to reduce the expression of STRAP (Supplementary Fig. 8f). In *Strap* morphants, there was impaired neural tube development, which was partially rescued by ectopic STRAP expression that could not be blocked by the MO (Fig. 8a,b). Further investigation of STRAP function in Noggin-neutralized ectodermal explants revealed that depletion of STRAP impaired neural ectoderm development, as evidenced by reduced expression of neural markers (Supplementary Fig. 8g). Moreover, STRAP evolutionally controls AS in *Xenopus* neural tissues, as exemplified by the spindle microtubule-related gene *Cep57*^53^ and the nuclear kinase gene *Clk1*^54^ (Fig. 8c, d). RT-PCR assays showed that exon-specific skipping in these two genes was STRAP-dependent (Fig. 8d, e). However, total transcripts of these two genes had little change upon STRAP depletion (Supplementary Fig. 8h).

**Fig. 8:**
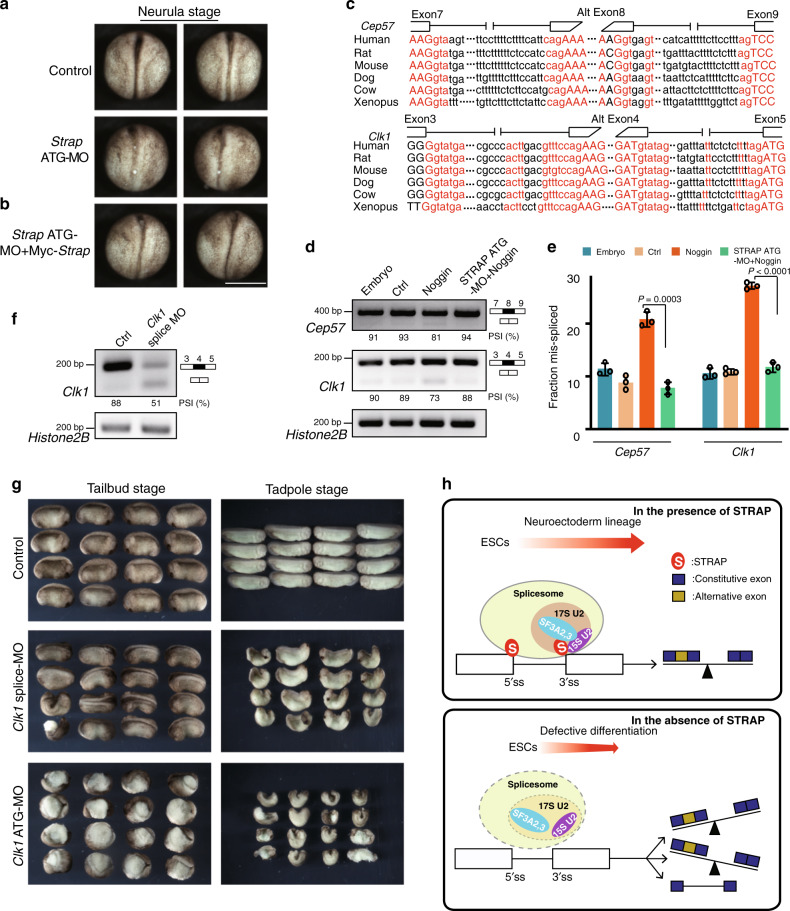
Loss of STRAP triggers aberrant AS across species. **a**, **b** *Strap*-MO (50 ng) was injected alone or with Myc-*Strap* (1 ng) into the marginal zone region of two dorsal blastomeres in 4-cell-stage *Xenopus* embryos. The embryos were cultured to the neurula stage; representative embryos are shown. The experiment was repeated three independent times with similar results. MO, morpholino oligonucleotides. Scale bar, 1 mm. **c** Evolutionary conservation of sequence (red) across vertebrates within the putative splicing regions in the *Cep57* and *Clk1* genes. Extracted splicing sequences are referred to by MaxEntScan definition. **d** RT-PCR analysis of splicing in the presence of Noggin RNA with or without *Strap* antisense MO in *Xenopus* early tailbud stage. Quantifications of PSI values are shown below the gel. **e** Fraction of mis-splicing calculated from one of three independent analyses is shown in the bar graph. Error bars indicate the mean ± SD from *n* = 3 biological replicates. *P*-values were determined by unpaired two-tailed *t*-tests. **f** *Clk1* splice-MO (50 ng) was injected into the dorsal animal regions of 4-cell to 8-cell stage *Xenopus* embryos. RT-PCR analysis of splicing with *Clk1* splice-MO in *Xenopus* at the early tailbud stage. Quantifications of the PSI values are shown below the gels. The experiment was repeated three independent times with similar results. **g** Embryos were cultured until the tailbud or tadpole stages; representative embryos are shown here. The experiment was repeated three independent times with similar results. **h** Model describing the role of STRAP in mediating AS patterns. Upper, under conditions of normal levels of STRAP, it cooperates with the 17S U2 snRNP complex to regulate certain splicing sites, resulting in a balance of altered splicing patterns during neuroectoderm lineage commitment. Bottom, loss of STRAP has a negative effect on assembly of the 17S U2 complex. The fidelity of pre-mRNA splicing is also disrupted, causing high or low alternative transcripts or retaining ones. Blue box: constitutive exon; Yellow box: alternative exon; S: STRAP; 17S U2: 17S U2 snRNP complex; 15S U2, 15S U2 snRNP complex; 5′/3′ ss: 5′/3′ splicing site. The schematic diagram was created by the authors.

To explore the functional consequence of AS of STRAP targets, we focused on *Clk1*. Injection into dorsal animal region with MO against the *Clk1* splicing acceptor site at exon 4 (splice-MO) (Fig. 8f), which encodes a linker region immediately upstream of the protein kinase domain. This resulted in embryos displaying neural tube closure defects and severely impaired late development of the head and body axis (Fig. 8g, middle panel). These defects were partially rescued by *Clk1* RNA (Supplementary Fig. 8i). Notably, this phenotype was different from that when *Clk1* ATG-MO was used. The ATG-MO induced severe gastrulation defects with the morphant embryos displaying exposed mesoderm at tailbud and tadpole stages (Fig. 8g, bottom panel). These results imply that, although complete blockage of both *Clk1* products impaired early *Xenopus* mesoderm development, selective alteration of the ratio of the two *Clk1* products led to neural development defects.

## Discussion

In this study, we show that, for mice, the deletion of *Strap* leads to early embryonic lethality and, in EBs, to abnormal differentiation (Fig. 2 and Supplementary Fig. 4c, d), indicating an essential role of STRAP in mouse early embryo development and differentiation of ESCs. Since the AS program tightly controls the post-transcriptional genes necessary for cell differentiation and development, we reason that these defects are caused, in part, by AS events upon *Strap* KO. The following evidence supports this concept: (i) Substantial AS patterns, instead of limited transcriptional regulation, are affected upon *Strap* KO in lineage-committed murine ESCs; (ii) The involvement of STRAP for the assembly of the 17S U2 snRNP complex suggests its role in AS modification; (iii) STRAP contributes to the selection of important neuronal exons during EB differentiation, as exemplified by *Nnat* and *Mark3*; and (iv) *Strap*-MO in *Xenopus* embryos influences neural patterning and impaires the body axis^18^.

Our work reveals that deletion of STRAP has effects mainly on exon skipping during the lineage commitment, which is distinct from the recently elucidated AS programs during the neural differentiation of human iPSCs, in which increased intron retention is a predominant feature of AS at early stage^55^. Among STRAP-mediated AS events, the binding typically takes place upstream of alternative exons (Fig. 6b, c), in agreement with the position-dependent splicing rule^39,56^. We also show the dynamics of STRAP enrichment on its RNA targets, thereby raising a possibility that it bridges spliceosome complexes mediating AS recognition and sequential catalysis during development.

Various RBPs preferentially bind low-complexity motifs comprised primarily of one or two base types^57,58^, which is reflected in the abundance of GA-rich and CU-rich motifs for STRAP (Fig. 5e). A possible explanation is that these motifs facilitate cooperative binding of STRAP with other RBPs and enhance splice site recognition during exon ligation. In addition, distal intronic regions are reservoirs of highly conserved RNA cis elements necessary for splicing regulation^59^. 

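STRAP peaks deep in introns lay in genes such as Lsamp, a neuronal cell adhesion protein, Zfp185, an actin-associated LIM protein, Luzp1, a leucine zipper protein, and Cep350. In Lsamp, a region on chromosome 16 of GRCm38 from 41217625 to 41217852 held 53 tags over all 4 eCLIP libraries, 315121 nt from the nearest annotated exon. Zfp185 held 51 tags on chromosome X from 73026450 to 73026705, 2258 nt from an exon, and Sltm, a nuclear RNA-binding protein, 48 tags on chromosome 9 from 70554476 to 70555056, at 4413 nt. Among intronic summits, 41.1% of embryo eCLIP-1 (95% exact binomial interval 35.5 to 46.9%) and 45.95% of embryo eCLIP-2 (39.8 to 52.2%) lay more than 200 nt from an exon of their gene. In EBs, the shares were 68.9% (63.7 to 73.8%) in eCLIP-1 and 79.8% (75.6 to 83.6%) in eCLIP-2. Input summits in introns lay that far in 92.2% and 90.4%. These distant summits made up 8.65% and 9.11% of all peaks in embryos and 18.7% and 17.0% in EBs. Of 170 merged intronic regions that were held by at least 2 eCLIP libraries and had no input peak, 110 in 107 genes lay more than 200 nt from an exon, and 32 were held by at least 3 libraries. More than 50% of the 200 nt around the summit was repeat-masked in 28 of the 110; in Sltm the masked share is 80%. The genes named were chosen after their values were seen.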

Our RNA-binding map also reveals that some of STRAP peaks are located far from target exons (>200 nt). To date, the most commonly used models for protein-RNA binding and CLIP-seq experiments are stable cell lines or regionally dissected tissues. These models, however, are unable to identify, temporally, RBP targets with stage-specific switch exons during cell differentiation. Here, we present an EB-based model, which facilitates understanding of the RNA processes during development.

In sum, these studies define a genome-wide AS network that STRAP regulates in a coordinated manner. We reveal the position-dependent and context-dependent effects of STRAP on splicing regulation during neuroectodermal lineage commitment, which adds another layer of complexity to the cross-regulatory networks between RBPs and elucidates the role of STRAP in RNA biogenesis.

## Methods

### Generation of *Strap* +/− mice

Mouse mutants with deletions were created using the previously described zinc finger nucleases (ZFNs) protocol^18^. In brief, ZFNs targeting the *Strap* gene were electroporated into V6.5 ESCs. *Strap*^+/–^ or *Strap*^flox/flox^ ESCs were then injected into C57BL/6 blastocysts to generate chimeric mice. The chimeras were backcrossed with C57BL/6 mice (10–12 week-old male and female, Jackson Laboratory). *Strap*^+/–^ or *Strap*^flox/flox^ offspring were subsequently intercrossed for the indicated experiments. Postimplantation embryos were isolated from naturally mated timed-pregnant mice. To genotype embryos, yolk sacs were lysed at 55 °C overnight in lysis buffer (10 mM Tris-HCl pH 8.3, 50 mM KCl, 2 mM MgCl2, 0.45% NP40, and 0.45% Tween-20) supplemented with 1 μg/ml proteinase K (Invitrogen). The primers used for genotyping are listed in Supplementary Data 10. All animal experiments were carried out according to the guidelines for the care and use of laboratory animals of the University of Alabama at Birmingham Institutional Animal Care and Use Committee (IACUC). We have complied with all relevant ethical regulation for mice testing and research. Animals were housed at a controlled temperature (23 °C) and humidity (55%) under a 12:12 h light-dark cycle and received standard mouse chow and water.

### Derivation of mouse ESC lines

E3.5 blastocysts were collected from *Strap*^+/−^ females mated with *Strap*^+/−^ males. ESC lines were derived from E3.5 blastocysts in defined medium (Knockout D-MEM medium, 20% Knockout Serum Replacement, penicillin/streptomycin, 2 mM L-glutamine, 1× MEM non-essential amino acids, 100 µM ß-mercaptoethanol, 1000 U/mL recombinant mouse LIF) and cultured on MEF-feeder cells. We generated a total of 24 independent cell lines: 5 wild type, 14 heterozygous, and 5 *Strap*^–/–^.

### ESCs and EBs culture

All established ESC lines were routinely cultured on MEF-feeder cells in standard ESC culture medium (Knockout D-MEM medium, 15% ES-qualified FBS, penicillin/streptomycin, 2 mM L-glutamine, 1 mM sodium pyruvate, 1× MEM non-essential amino acids, 100 µM ß-mercaptoehtanol, and 1000 U/mL recombinant mouse LIF). Mouse E14 ESCs were cultured on feeder-free condition^18^. The medium was changed daily. Every other day cells were passaged by trituration of the colonies after trypsinization.

EBs were formed in EB medium (ESC medium without mLIF) in hanging drops for 48 h and then cultured in 6 well ultralow attachment plates for an additional 48 h. For neuroectoderm differentiation, EBs were cultured in N2B27 medium (1:1 mixture of DMEM/F-12 medium and Neurobasal Medium, which was supplemented with basic fibroblast growth factor (bFGF; 10 ng/mL), N2 supplement, B27 supplement, and 1× penicillin/streptomycin/glutamine) for 4 days. EBs further underwent neuronal differentiation for additional days in N2B27 medium (1:1 mixture of DMEM/F-12 medium and Neurobasal Medium supplemented with N2 and B27 supplement, 1× penicillin/streptomycin/glutamine and ascorbic acid (200 µM))^32^.

### Whole-mount in situ hybridization

Embryos were fixed overnight at 4 °C in 4% paraformaldehyde (PFA) in PBS, dehydrated in increasing methanol concentrations in PBST (PBS + 0.1% Tween-20), and stored in 100% methanol at −20 °C until further processing, according to a standard protocol with minor modifications. Briefly, to detect the hybridized signal, embryos were washed with MBST (100 mM maleic acid, 150 mM NaCl, containing 0.1% Tween-20), pre-blocked in 10% sheep serum, 2% Boehringer Blocking Reagent (Roche) at room temperature for 90 min and then incubated overnight at 4 °C with a 1:2000 dilution of an alkaline phosphatase (AP)-conjugated anti-digoxigenin antibody (Roche) in blocking solution. After several washes in MBST of 1 h each, an additional overnight wash at 4 °C was performed. Detection of staining was performed using the BM purple AP substrate (Roche) for 8 h. The embryos were post-fixed with 4% PFA overnight at 4 °C and stored in 70% ethanol. Sense (negative-control) and antisense RNA probes for *Strap* were generated by PCR. Digoxigenin labeling was performed using the DIG RNA Labeling kit and T3 RNA polymerase (Roche). Primer sequences are listed in Supplementary Data 10.

### Teratoma formation assay

5 × 10^6^ cells were injected subcutaneously into the flanks of female NON-SCID mice. After 4–5 weeks, teratomas were isolated, transferred into Bouin’s fixative overnight and subjected to immunohistological examination with the following antibodies: NESTIN (at a dilution of 1:150, Cell Signaling, #4760); SMA (at a dilution of 1:70, R&D systems, MAB1420-SP); or AFP3 (at a dilution of 1:200, R&D systems, MAB1368-SP).

### Nuclear extracts (NEs) preparation

Mouse ESCs (1 × 10^9^) were homogenized in Buffer A (10 mM Tris-HCl (pH 7.9), 10 mM KCl, 10% glycerol, 1.5 mM MgCl_2_ supplemented with fresh 0.5 mM DTT, protease inhibitors (Roche), and 0.2 mM PMSF) on ice. Nuclei were sedimented by centrifugation (1000×*g*, at 4 °C) and suspended in Buffer C (20 mM Tris-HCl (pH 7.9), 1.5 mM MgCl2, 0.42 M NaCl, 0.2 mM EDTA, 25% glycerol, 0.5 mM DTT and protease inhibitors). Soluble nuclear proteins were separated by centrifugation (25,000×*g* for 30 mins, at 4 °C) and dialyzed against BC50 buffer (20 mM Tris-HCl (pH 7.9), 50 mM KCl, 0.2 mM EDTA, 10% glycerol, 10 mM ß-mercaptoehtanol) for 7 h. Samples were centrifuged at 16,000×*g* for 30 mins at 4 °C and the suspernatant was kept at −80 °C.

### Immunoprecipitation

Mouse ESC NEs were treated either with RNase A (100 μg/mL) for 15 min or with DNase I (10 U) for 30 min at 37 °C. Immunoprecipitations were then performed with samples (with or without treatment) resuspended in standard immunoprecipitation buffer (50 mM Tris-HCl (pH 7.5), 150 mM NaCl, 10 mM EDTA, 0.02% NaN3, 50 mMNaF) and rotated overnight with beads cross-linked anti-STRAP antibody (4 μg/mg lysates, Bethyl, A304-735A). Rabbit IgG (3 μg/mg lysates, Cell signaling, #2729) was used as a negative control. For NE samples from mouse ECSs or EBs, immnoprecipitations were performed using either beads cross-linked with anti-SF3B1 antibody (4 μg/mg lysates Bethyl, A300-996A) or anti-CHERP antibody (at the dilution of 1:500, Santa Cruz, sa-100650).

### Proteomics analysis

We independently performed the proteomics experiments twice with similar results. On each time, we had an NE-specific sample pulled-down by an anti-STRAP antibody (*n* = 1) and a parallel control sample precipitated by an anti-IgG antibody (*n* = 1). Complex proteins from each sample were separated by SDS Bis-Tris gel (4–12%, Invitrogen). The gels were stained with SyproRuby. The entire lane for each sample was partitioned into 6 MW fractions, and each gel plug was equilibrated in 100 mM ammonium bicarbonate (AmBc). Each gel plug was then digested with Trypsin Gold (Promega) following the manufacturer’s instruction, and peptide extracts were reconstituted in 0.1% formic acid/ ddH_2_O at ~0.1 µg/µL. Peptide digests were injected onto a 1260 Infinity nHPLC stack (Agilent Technologies), and separated using a 75 micron I.D. × 15 cm pulled tip C-18 column (Jupiter C-18 300 Å, 5 micron, Phenomenex). This system ran in-line with a Thermo Orbitrap Velos Pro hybrid mass spectrometer equipped with a nano-electrospray source (Thermo Fisher Scientific), and all data were collected in CID mode. The nHPLC was configured with binary mobile phases that included solvent A (0.1%FA in ddH2O), and solvent B (0.1%FA in 15% ddH2O / 85% ACN), programmed as follows; 10 min @ 5%B (2 µL/min, load), 90 min @ 5%–40%B (linear: 0.5 nL/min, analyze), 5 min @ 70%B (2 µL/min, wash), 10 min @ 5%B (2 µL/min, equilibrate). Following each parent ion scan (300-1200 *m*/*z* @ 60k resolution), fragmentation data (MS2) were collected on the top most intense 15 ions. For data dependent scans, charge state screening and dynamic exclusion were enabled with a repeat count of 2, repeat duration of 30 s, and exclusion duration of 90 s.

The XCalibur RAW files were further collected in profile mode, centroided and converted to MzXML using ReAdW (version 3.5.1). The mgf files were then created using MzXML2Search (included in TPP v. 3.5) for all scans. The data was searched using SEQUEST (v.27 rec12. dta files), which was set for two maximum missed cleavages, a precursor mass window of 20 ppm, trypsin digestion, variable modification C @ 57.0293, and M @ 15.9949. Searches were performed with a species specific subset of the UniRef100 database. The list of peptide IDs generated based on SEQUEST search results were filtered using Scaffold (version 3.0). The filter cut-off values were set with a minimum peptide length of >5 AA’s, with no MH + 1 charge states, with peptide probabilities of >80% C.I., and with the number of peptides per protein ≥2. The protein probabilities were then set to a > 99.0% C.I., and an FDR < 1.0%. STRAP binding-partners were ranked by a COMPLEAT online tool (http://www.flyrnai.org>compleat)^29^. The enrichment *P-*value was calculated based on the permutation: generate 1000 random lists of input data then calculate the *P*-value based on the distribution of the scores with random lists^29^. *Sub*-networks for STRAP interaction with spliceosomal partners were also computed by this tool.

### Immunofluoresecence staining

Cells were fixed in 4% paraformaldehyde for 10 min at room temperature, blocked, and then incubated at 4 °C overnight with the following antibodies: SR140 (at the dilution of 1:150, Santa Cruz, sc-398718); SF3A2 (at the dilution of 1:150, Santa Cruz, sc-390444); SF3B1 (at the dilution of 1:150, Santa Cruz, sc-514655); SYF1 (at the dilution of 1:150, Santa Cruz, sc-271037); or STRAP (at the dilution of 1:200, Bethyl, A304-735A). After washing, cells were incubated with goat anti-rabbit Alexa Fluor 488 antibody (at the dilution of 1:150, Life Technologies, A-11008) or goat anti-mouse Alexa Fluor 555 antibody (at the dilution of 1:150, Life Technologies, A-21422) and counter-stained with DAPI to detect nuclei.

### Western blotting

Proteins were separated by 10% SDS-PAGE and probed with primary antibodies. Primary antibodies, at the dilution of 1:1000 for each, included: SNRPA (Santa Cruz, sc-376027); U2A’ (Santa Cruz, sc-393804); SR140 (Santa Cruz, sc-398718); HELIC2 (Santa Cruz, sc-393170); PRPF3 (Santa Cruz, sc-101130); SYF1 (Santa Cruz, sc-271037); SF3A3 (Santa Cruz, sc-393673); SF3A2 (Santa Cruz, sc-390444); SF3B1 (Santa Cruz, sc-514655); STRAP (BD Transduction Labs, #611346); DDX15 (Santa Cruz, sc-271686); TFIIIC110 (Santa Cruz, sc-81406); GAPDH (Cell Signaling, #2118), and CHERP (Santa Cruz, sc-100650). β-Actin (Sigma, A5316) was used at the dilution of 1:10,000.

### Glutathione S-transferase (GST)-fused protein purification and RNA EMSA

Full-length STRAP was PCR amplified from previously reported pcDNA3- STRAP-Flag vector^60^ and subcloned into pGEX-4T-1 GST expression vector using BamHI and XhoI restriction sites. The induction was performed by adding 0.4 mM isopropyl-β-D-thiogalactopyranoside at 30 °C for 3.5 h. Whole bacterial lysates were applied to a glutathione Sepharose 4B (GE Healthcare Life Science, 45000139) column, and GST-tagged proteins were purified according to the manufacturer’s instructions. To perform RNA-EMSA and supershift analyses, a Chemiluminescent RNA EMSA kit (Thermo Fisher Scientific, #20158) was used. Briefly, binding reaction mixtures (10 µL) contained 10× binding buffer, 2 µg tRNA, 5% (vol/vol) glycerol, 20 mM DTT, 2 nM biotin-labeled RNA oligonucleotides and various concentrations of GST-proteins. After incubation for 30 min at room temperature, the samples were separated on 6% polyacrylamide gels followed by detection with an enhanced chemiluminescence system.

### RNA immunoprecipitation (RIP) assay

Cells were irradiated with ultraviolet light at 254 nm (400 mJ/cm^2^). Cells were then harvested and lysed in 2 ml assay buffer (30 mM Tris-HCl pH 7.6, 0.5% Triton X-100, 2.5 mM MgCl_2,_ 100 mM NaCl, 1 mM DTT, 80 U/ml RNase OUT (Invitrogen))^61^. After centrifugation, the clear lysates were immunoprecipitated by an anti-STRAP antibody (5 μg/mg lysates, Bethyl, A304-735A) at 4 °C overnight. Beads were washed with lysis buffer, treated with 20 units of RNase-free DNase (Roche) for 15 min at room temperature, and treated with 50 µg of proteinase K (Roche) for 30 min at 37 °C. RNAs were isolated from the supernatant using Trizol (ThermoFisher Scientific).

### RT-PCR and qPCR

To determine gene expression or splicing efficiency, total RNAs were extracted with Trizol and reverse-transcribed using the SuperScript III First-Strand Synthesis System (Invitrogen) with random primers. For gene expression and RIP assays, qPCR was performed with 2× SYBR-Green Master Mix (Roche) on Light Cycler 480 (Roche) machine. The cycling acquisition program was as follows: 95 °C 10 min, 40 cycles of 95 °C for 10 s, 55 °C for 20 s, 72 °C for 20 s, and 60 °C for 5 s. For detection of splicing, PCR was performed using GoTaq Green Master Mix (Promega) with 95 °C for 2 min, then 30 cycles of 95 °C for 20 s, 52 °C 30 s, and 72 °C 50 s. PCR products were resolved on agarose gels, and the signal intensities of the bands were quantified by the ImageJ program. Primers used are listed in Supplementary Data 10.

### Expression plasmids

The truncated coding regions from the full-length STRAP-Flag vector^60^ were inserted into the pcDNA3.0 Flag vector using BamHI and XhoI restriction sites. The primers used for subcloning are listed in Supplementary Table 10. Plasmid SR140-HA was a gift from Dr. Ying Feng (Chinese Academy of Sciences, China)^49^. For co-IP assays, HEK293T cells were transfected with various plasmids using Lipofectamine3000 (Thermo Fisher Scientific), and lysates were subjected to co-immunoprecipitation with an anti-HA antibody (3 μg/mg lysates, Bethyl, A190-208A) and probed with either an antibody for anti-Flag (at the dilution of 1:15,000, Sigma, F3165) or anti-HA (at the dilution of 1:1000, Bethyl, A190-208A).

### Mini-gene reporter assays

*Nnat* and *Ppp2r2d* mini-genes were constructed by amplifying genomic sequences spanning exons 1–3 of *Nnat* and exons 3–5 of *Ppp2r2d* respectively, which were then cloned into pcDNA3.1 vectors (BamHI and XhoI restriction sites for *Nnat*, Kpnl, and EcoRI restriction sites for *Ppp2r2d*). The primers used for subcloning are listed in Supplementary Table 10. The *UPF3A* mini-gene with exons 3–5 was kindly provided by Dr. Ying Feng^49^. Mini-gene vector and STRAP truncating variants were co-transfected into MEF cell lines using Lipofectamine3000 reagent and the cells were cultured for a further 48 h until RNA isolation.

### Inducible STRAP knockdown in mouse ESCs

For RNA interference in mouse E14 ESCs, an shRNA against *Strap* was cloned into pLKO-Tet-On (AgeI and EcoRI sites). The target sequences of shRNA was as follows: GGCAGGGATATTCACCATTATCGTTTCAGA. For the knockdown experiment, pLKO-Tet-On-based lentiviral vectors and packaging plasmids pMD2.G and psPAX2 were co-transfected into 293T cells using Lipofectamine 3000 reagent. The supernatant was collected after 48 h and passed through a 0.45 μm filters (Millipore). E14 cells were cultured in the viral supernatant in the presence of 5 μg/mL polybrene (Sigma) for 48 h. After infection of cells, selection was started by adding 4 μg/mL of puromycin to E14 ESCs. ESCs were then formed to EBs and underwent differentiation in N2B27 medium. shSTRAP expression was induced by the addition 1 µg/mL of Dox to the culture medium of 11-day-old EBs.

### Patch clamp recordings and flow cytometry

Whole cell patch-clamp recordings in current-clamp mode were performed with a borosilicate microelectrode filled with a potassium gluconate-based internal solution. EBs were held at resting membrane potential (RMP) and 500 ms current steps from −200 pA to 700 pA were delivered. Single cells digested from EBs were collected at time points and stained with CD24-FITC (2 μL/test, MACS, #130-110-825) and CD56-APC (2 μL/test, R&D systems, FAB7820A) antibodies followed by flow cytometry. Becton Dickinson FACSDiva (version 8.0) analyzed the positive population.

### RNA-seq library preparation and sequencing

For analysis of differential gene expression, samples were lysed with Trizol, treated with DNase (QIAGEN) and purified using RNeasy Minielute Cleanup Kit (QIAGEN). Ribosomal RNA was removed from each RNA extraction using Ribo-Zero Gold rRNA Removal kit (Illumina). Indexed libraries were pooled and sequenced at a final concentration of 1.8 pmol/L on an Illumina NextSeq 500 using paired-end chemistry with a 75-bp read length. Cutadapt (version 2.2) was used for trimming primer adapters from raw FASTQ files. Sequencing reads were mapped to Gencode GRCm38 p4 Release M11 using STAR version 2.5.2b (options:–outReadsUnmapped Fastx;–outSAMtype BAM SortedByCoordinate;–outSAMAttributes All). Transcript abundances were calculated using Cufflinks version 2.2.1 with options–library-type fr-firststrand; -G; -L. Cuffmerge was then used to merge the transcript files from Cufflinks into one file. Following Cuffmerge, Cuffquant was used to quantify the transcript abundances, followed by differential gene expression using Cuffdiff. Differentially expressed genes with a *P* value <0.01, as well as a log_2_ fold change >1 were further analyzed further.

### Splicing analysis from RNA-seq data

AS was inferred from the RNA-seq data using the Multivariate Analysis of Transcript Splicing (rMATS) version 3.2.5 software for replicates, which processed the above STAR alignments (in BAM format) to provide the AS events^17^. Parameter values for rMATS were set by optimizing the accuracy of the MATS estimation of splicing difference of known standards (genes previously analyzed by RT-PCR). The final rMATS analysis of STRAP-responsive alternative splicing was accomplished with options -b1, -b2, -gtf, -t paired, -len 74, and -novelSS1. The output from rMATS was then filtered using the criteria of: FDR < 0.05 and absolute value of ΔPSI ≥ 10% (unless otherwise noted). MAJIQ and Voila (https://biociphers.bitbucket.io/majiq/index.html) were used to detect^37^, quantify and visualize local splicing variations (LSVs) from the RNA-Seq data. Briefly, the MAJIQ build tool used the alignment BAM files from STAR along with a gene annotation file (GFF3) to define splice graphs and known/novel LSV. Following the build, MAJIQ psi and deltapsi tools were used to quantify the relative abundances (PSIs) of LSVs and changes in relative LSV abundance (delta PSI) between the two conditions. The Voila tsv tool was used to create a tab-delimited text file (–threshold 0.1) in order parse the MAJIQ results and further analyze particular LSVs or genes of interest.

### 5′ and 3′ splice sites strength

To compute a score for the 5′ and 3′ splice sites, we used the maximum entropy models for splice sites (MaxEntScan). The 5′ss scoring uses a 9-bases long (the last 3 bases of the exon and the first 6 bases of the downstream intron), while the 3′ss scoring uses a 23-bases long (the last 20 bases of the upstream intron and the first 3 bases of the exon).

### STRAP-RNA binding assay

Nucleotide resolution UV crosslinking at 254 nm (400 mJ/ cm^2^) and immunoprecipitation were performed. Two replicates from two independent WT EB or embryos were used for generating protein-RNA binding samples. Lysates generated from the crosslinked cells were treated with Turbo DNase (Ambion) and RNase I (1: 50 for high or 1:500 for low dilution, Ambion) for 5 min at 37 °C to digest the genomic DNA and trim the RNA to short fragments of an optimal size range. RNA-protein complexes were immunoprecipitated with 100 µl of protein A Dynabeads (Life Technologies) and 10 µg of anti-STRAP (Bethyl, A304-735A) antibody. Following stringent high salt washes (50 mM Tris-HCl; 1 M NaCl; 1 mM EDTA; 1% NP-40; 0.1% SDS; 0.5% sodium deoxycholate), the immunoprecipitated RNA was 5′ end-labeled with radioactive ^32^P γ-ATP^62^. The immunoprecipitated complexes were separated by SDS-PAGE and transferred to a nitrocellulose membranes followed by the exposure to a Fuji film at −80 °C.

### Establishment of eCLIP-seq libraries

eCLIP libraries were generated based on the standardized eCLIP experimental protocol^38^ with minor modifications. Briefly, UV-crosslinked WT EBs (254 nm; 400 mJ/cm^2^) or embryos were lysed in iCLIP lysis buffer^62^ and sonicated (BioRuptor). Lysates were treated with RNAse I (Ambion) to shear RNA, after which STRAP (Bethyl, A304-735A), and rabbit IgG (Cell signaling, #2729) protein-RNA complexes were immunoprecipitated using the indicated antibody. In addition to the RBP-IPs, a parallel size-matched input library was generated. One input library was used for each biological replicate eCLIP group. Stringent washes were performed as described in iCLIP^62^, during which RNA was dephosphorylated with FastAP (Fermentas) and T4 PNK (NEB). Subsequently, a 3′ RNA linker was ligated onto the RNA with T4 RNA ligase (NEB). Protein-RNA complexes were run on SDS-PAGE gels and transferred to nitrocellulose membranes, and RNA was isolated from the membranes according to standard iCLIP procedure. After precipitation, RNA was reverse transcribed with AffinityScript (Agilent) followed by cDNA clean-up (ExoSap-IT, Affymetrix), and a 3′-DNA linker was ligated onto the cDNA product with T4 RNA ligase (NEB). Libraries were then amplified with Accuprime Supermix I (Invitrogen).

### eCLIP-seq analysis

To perform this analysis, we followed the eCLIP-seq pipeline^38^ with minor modifications. Sequencing reads were first trimmed using Cutadapt (version 2.2) with options -f fastq–match-read-wildcards–times 1 -e 0.1 -O 1–quality-cutoff 6 -m 18 -a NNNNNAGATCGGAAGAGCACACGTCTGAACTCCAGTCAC -g CTTCCGATCTACAAGTT -g CTTCCGATCTTGGTCCT. The trimmed sequences were then mapped to the mouse RepBase to remove repetitive elements using STAR version 2.5.2b with options:–outSAMunmapped Within–outFilterMultimapNmax 30–outFilterMultimapScoreRange 1–outSAMattributes All–outStd BAM_Unsorted–outSAMtype BAM Unsorted–outFilterType BySJout–outReadsUnmapped Fastx–outFilterScoreMin 10–outSAMattrRGline $RG–alignEndsType EndToEnd. Then, the unmapped reads from the above STAR alignment were mapped to Gencode GRCm38 p4 Release M11 using STAR with options:–outSAMunmapped Within–outFilterMultimapNmax 30–outFilterMultimapScoreRange 1–outSAMattributes All–outStd BAM_Unsorted–outSAMtype BAM Unsorted–outFilterType BySJout–outReadsUnmapped Fastx–outFilterScoreMin 10–alignEndsType EndToEnd. Peaks were then called on the reads that mapped to the mouse genome using MACS version 1.4.2 with options: -t -c–name–format = “BAM” -g mm–tsize=75. Homer was used to annotate the peaks. In total, six eCLIP libraries (including INPUTs) were sequenced to 2.2–39.7 million reads, which were mapped uniquely to the mouse genome (mm10) allowing 0–2 mismatches. Using the stringent enrichment criteria (*p* ≤ 10^−3^ and >5 fold-enriched versus the respective Input), a transcriptome-wide set of 13,952 and 14,042 high-confidence peaks in EBs and 16,833 and 11,909 in embryos were identified, respectively. 

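STRAP peaks were spread over many genes in each library, and some genes held several: Smarcc1, a subunit of the BAF chromatin remodeling complex, had 28 over the 4 eCLIP libraries, and Serbp1, a ribosome-associated RNA-binding protein, had 20. The deposited lists hold 1449 peaks for embryo eCLIP-1, 1309 for embryo eCLIP-2, 1256 for EB eCLIP-1 and 1955 for EB eCLIP-2, and of these 4, 2, 2 and 3 are not above 5-fold. The inputs hold 2780 peaks for embryos and 1999 for EBs. The kept peaks lie in 1033, 910, 968 and 1345 genes in the 4 eCLIP libraries. A median eCLIP peak holds 4 to 7 tags and an input peak 12, at median lengths of 313, 363, 367 and 158 nt for the eCLIP libraries and 556 and 550 nt for the inputs. Peaks hold 13.7% and 11.7% of the tags in the embryo eCLIP libraries and 10.6% and 8.73% in the EB eCLIP libraries, against 0.816% and 0.616% in the inputs. The lists were called at a p cutoff stricter than the 0.001 of the paper and without the input, so an enrichment over the input cannot be computed from them. Of the eCLIP peaks, 229 (15.9%) and 237 (18.1%) in embryos and 207 (16.5%) and 232 (11.9%) in EBs overlap a peak of the input of their tissue.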

Tracks were visualized using the Integrative Genomics Viewer (IGV).

### eCLIP correlation analysis

To evaluate the biological reproducibility of eCLIP data, pairwise comparisons were performed to use 1.4–2.3 × 10^5^ uniquely mapped reads without PCR duplicates. All reads with read depths >3 were obtained using Samtools (version 1.3.1) and in-house Perl (version 5.26.3) scripts. The resulting log_2_ (Read depth) values were then plotted with the ggplot2 (version 3.2.1) package in R, followed with calculation of the Pearson correlation coefficient.

### Merged eCLIP-seq peaks

As the resulting eCLIP reads were highly correlated, we merged all eCLIP clusters to ensure both sensitivity and specificity across the reproducible data^63^. The merged peaks were generated based on the following strategy: (1) all eCLIP clusters common to, at least two of four libraries, would be chosen; and (2) if the two peaks from various groups have intersected regions, both of them would be retained and combined. After merged peaks were generated, the self-comparison was performed, and the redundancy was eliminated. In-house Perl (version 5.26.3) scripts were used for comparison of peak regions and generation of the final list of merged peaks.

### Motif analysis

Motif analysis on peak regions was performed using HOMER software (http://homer.ucsd.edu/homer/ngs/peakMotifs.html)^64^, with a combined list of peaks as the input. The parameters for the main script “findMotifsGenome.pl” in HOMER software were: findMotifsGenome.pl <peak/BED file > <genome > <output directory > -size given –rna –mask. In the result file, the *P*-value was used to rank the enrichment level of motifs.

### RNA map analysis

Based on genomic coordinates of each peak, the gene and transcript information was obtained through Mutalyzer (version 2.0.29 https://mutalyzer.nl) and the corresponding read depth information was extracted from the BAM files using Samtools (version 1.3.1). If one peak region covered multiple genes/transcripts, generally, the longest protein-coding gene/transcript would be chosen for following analysis. In exon-intron/intron-exon boundary analysis, two kinds of boundaries were included in the analysis: (1) the boundaries that were covered by at least one peak; and (2) the exon-intron or intron-exon boundaries that were closest to one of two terminals of a peak, but not covered by this peak. For example, if peak-1 covered a part of exon-3, intron-3, exon-4, and a part of intron-4, then the boundaries between (1) intron-2 and exon-3, (2) exon-3 and intron-3, (3) intron-3 and exon-4, (4) exon-4 and intron-4, (5) intron-4 and exon-5 would be included in the analysis. This resulted in 11456-19058 unique exon–intron boundaries and 11444-16993 intron–exon boundaries. In-house Perl (version 5.26.3) scripts were created for selection of genes/transcripts and to count the number of CLIP sequences covering each base for a distance of 100 bases in the exon and 300 bases in the intron from all exon boundaries. For each position of a boundary, the relative density was defined as the total number of reads in the sample/the total number of reads in the control. For composite maps for STRAP-binding peaks on induced exon-inclusion or—skipping events, a window between two constitutive exons was taken and divided into 100-bp equally sized bins. Only normalized peak size by allowing a given position was considered as an occupation.

### Gene ontology analysis

Gene Ontology (GO) enrichment analysis was performed with in-house Perl scripts based on gene-GO association file (ftp://ftp.geneontology.org/go/gene-associations/gene_association.mgi.gz), and *P*-values were determined by Chi-squared test followed by Bonferroni correction.

### Xenopus

*Xenopus* laevis frogs (1–2 years old male and female, Nasco) were used following the institutional IACUC protocol 09658 at the University of Alabama at Birmingham. We have complied with all relevant ethical regualtions for animal testing and research. Female frogs were primed with 800 units/frog of human chorionic gonadotropin hormone (Sigma-Aldrich) the night before use^65^. Embryos were obtained by in vitro fertilization and dejellied with 2% cysteine solution before injection of indicated molecules. The translational-blocking antisense morpholino oligonucleotide (MO) was designed using Gene Tools service as follows: 5′-CCACTAGCGAGGGCTTCATGTCAAT-3′ for *Strap* targeting the translation start site (ATG-MO); 5′-CTTCGGTTGCTGTGGTTCATCTGTT-3′ for *Clk1* ATG-MO; and 5′-TTCGATGACTCTTCTGGAAACAGGA-3′ for *Clk1* spliced isoform (splice-MO). We performed PCR-based cloning to add the Myc-tag at the N-terminus of *Strap* or *Clk1*. The PCR products were cut with NotI/XhoI for *Strap* and BamHI/XhoI for *Clk1* and inserted into a pCS105 vector. *Strap* ATG-MO (50 ng), with or without *Strap* RNA (1 ng), was injected into the marginal region of two dorsal blastomeres in 4-cell-stage embryos (*n* = 12–16 per group) and collected at the neurula stage for phenotypic analysis. Noggin RNA (10 pg) was injected with or without *Strap* ATG-MO (50 ng) into the animal regions of both blastomeres in 2-cell stage embryos (*n* = 12–16 per group). The animal caps were dissected at late blastula stage 9 and cultured until the tailbud stage before RNA was extracted. *Clk1* ATG-MO (50 ng) or splice-MO, with or without *Clk1* RNA (0.5 ng), was injected into the dorsal animal regions of 4-cell to 8-cell stage embryos (*n* = 12–16 per group). The embryos were cultured until the tailbud or tadpole stages. The morphology of the embryos was recorded using a Nikon AZ100 microscope.

### Statistics and reproducibility

Unless otherwise stated, multiple independent experiments were performed to verify the reproducibility of all experimental findings, unless otherwise stated. All quantitative data represent the means ± sd. Significance tests were unpaired two-tailed Student’s *t*-tests, One-way ANOVA tests, two-sided unpaired Wilcoxon tests, Chi-squared tests or Fisher’s extract tests. The Spearman correlation coefficients were calculated based on the ∆PSI values between our data and the previously reported datasets. Pearson’s correlation coefficient was used to evaluate the pairwise correlation between groups. All of the statistical analysis were performed using R package (version 3.3.3) or Prism version 7.0 (GraphPad).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

## Data Availability

The mass spectrometry proteomics data have been deposited in the ProteomeXchange via the PRIDE database with identifier PXD015371. RNA-sequencing and eCLIP-sequencing data that support the findings of this study have been deposited in the Gene Expression Omnibus under accession codes GSE131474. Hallmark genes signatures used in Supplementary Fig. 4e, f were obtained from the publicly available sources. Among them, gene expression data for neuroectoderm-like EBs and mouse E14.5 brain were from Gene Expression Omnibus database under the accession code GSE116153 and GSE30765, respectively. For mouse E8.25 tissue, gene expression data were obtained from European Nucleotide Archive under the accession code PRJEB4513. All the other relevant data supporting the findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon the reasonable request. The source data underlying Supplementary Figs 2b–d, 3b, 3d, e, 4b–d, 4k, 6a–l, 7a–d, and 8a–h are provided as a Source Data file with this paper. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: STRAP regulates alternative splicing fidelity during lineage commitment of mouse embryonic stem cells
**Source:** Nat Commun. 2020 Nov 23;11:5941. doi: 10.1038/s41467-020-19698-6
**Supplement:** Supplementary file 1 — Supplementary Information

STRAP regulates alternative splicing fidelity during lineage commitment of mouse embryonic stem cells

Lin Jin et al, Supplementary information.

Supplementary Figure 1

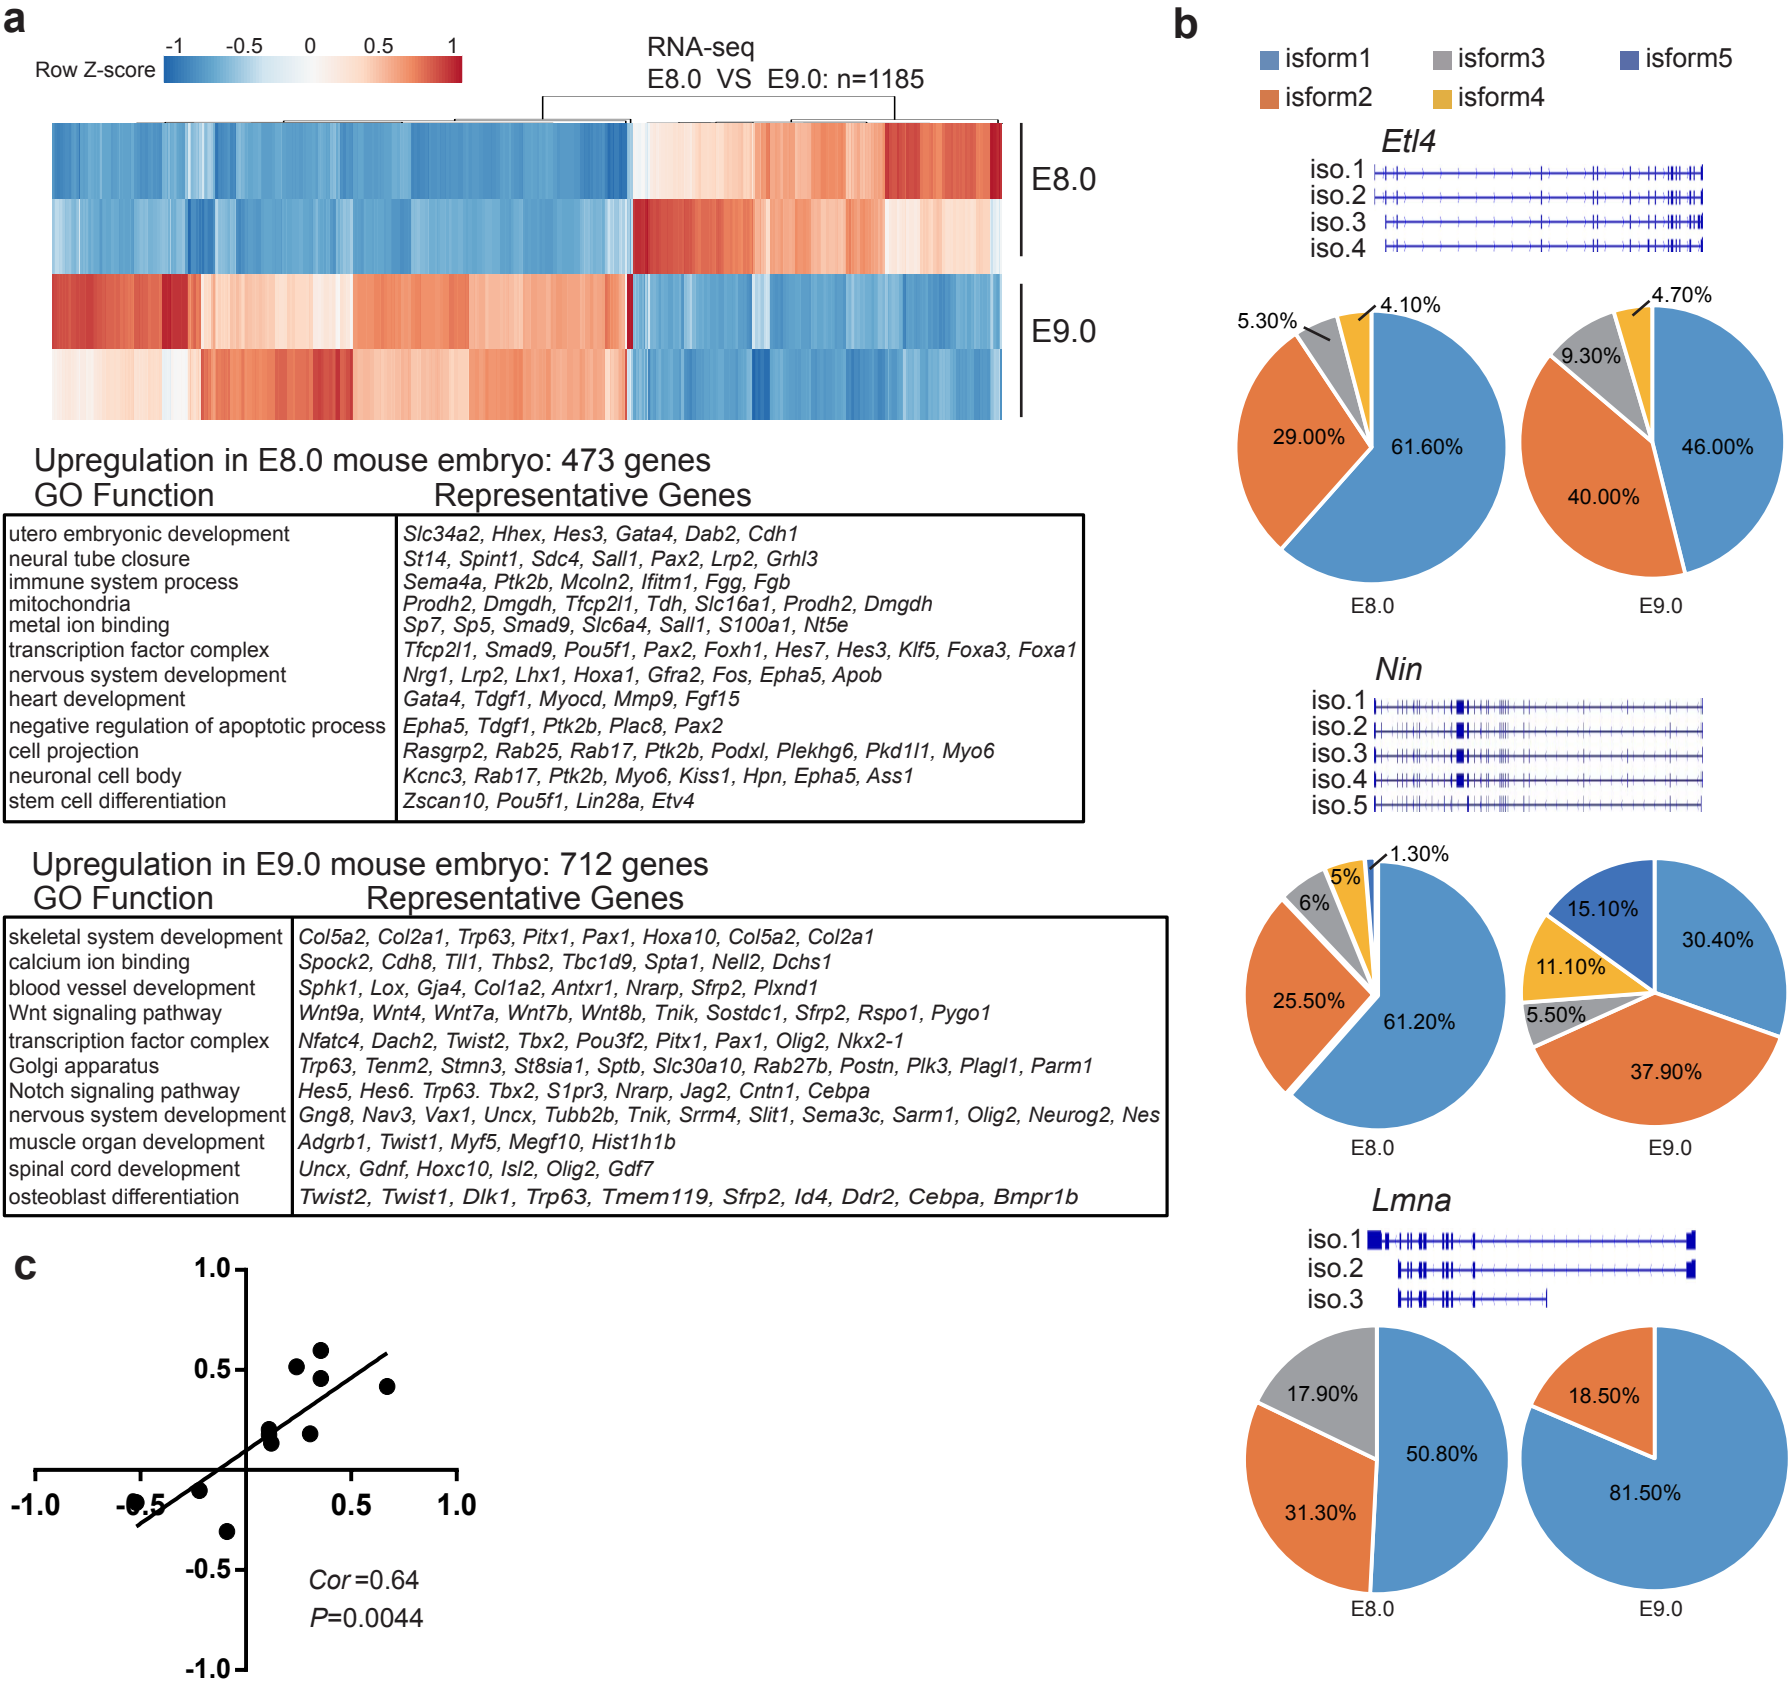

Transcriptional profiles of mouse early embryo organogenesis . a, Top, Heatmap visualization of differentially expressed genes (fold change >2, FDR <0.05; n=1185) between E9.0 (two embryos pooled per repeat) and E8.0 (five embryos pooled per repeat) mouse embryos . Z-score -normalized FPKM values were calculated based on independent biological samples with distinct RNA-seq libraries . Bottom , listed in the table are representative genes related to mouse embryonic development that are up- regulated in E8.0 and E9.0 mouse embryos . **b**, Top, Transcriptional structures of highly expressed gene isoforms detected by RNA -seq . Bottom , pie chart showing the proportion of each isoform of indicated genes in different stages . Isoform expression was quantified by RNA -seq (in FPKM) . iso, isoform . **c**, Correlation for ΔPSI scores between RNA-seq data and RT-PCR results. Pearson’s correlation coefficient was use to find statistical relations. Cor, correlation.

Supplementary Figure 2

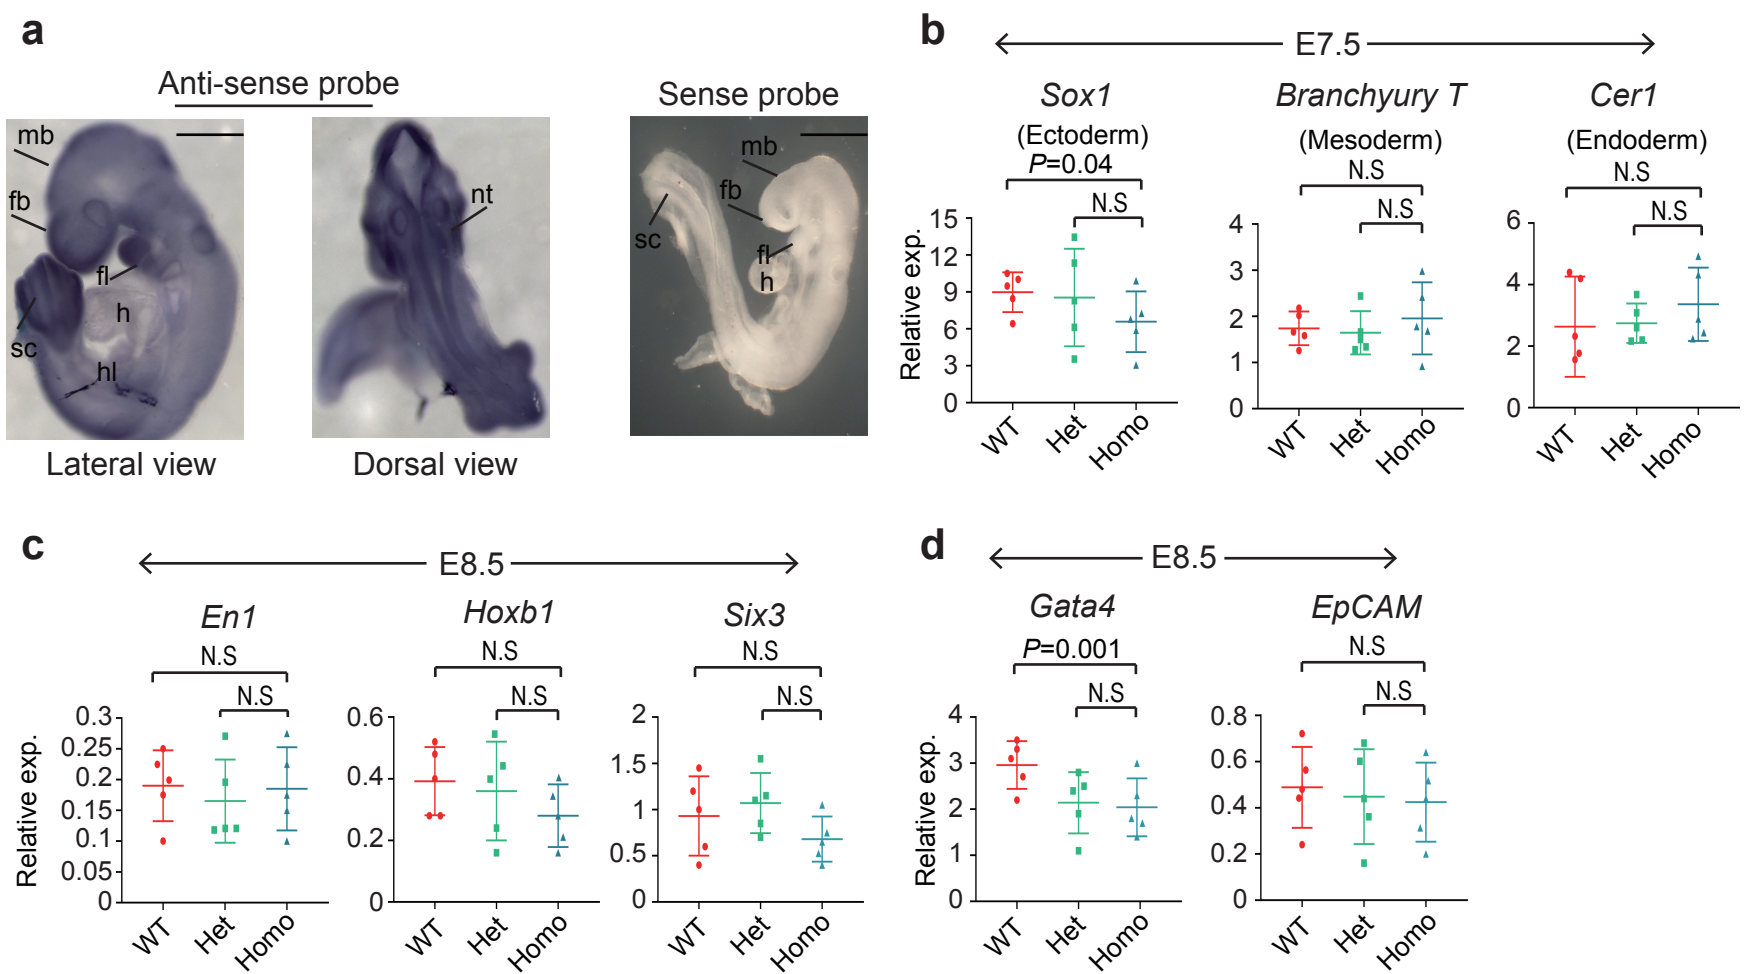

Strap deletion impairs the development of early mouse embryos. **a**, Whole mount in situ hybridization (WISH) analysis of B6 wild-type (WT) embryo for Strap mRNA. Left panel, lateral view of an embryo (E9.5) showing strong expression of Strap strongly in the fore brain (fb), mid brain (mb), spinal cord (sc), fore limb (fl), and hind limb (hl). Middle panel, dorsal view of the same embryo showing its expression in the region of the neural tube (nt). Right panel, a sense probe was used as a negative control. Scale bar, 300 μ m. **b-d**, qRT-PCR was used to quantify the relative mRNA levels in E7.5 (**b**) and E8.5 (**c** and **d**) embryos. P-values were based on unpaired two-tailed Student's t-tests. Error bars indicate the mean $\pm$ SD from $n = 5$ biological replicates. Data represent one of three independent experiments. WT, wild type; Het, heterozygous; Homo, homozygous; N.S., not significant. Source data are provided as a Source Data file.

Supplementary Figure 3

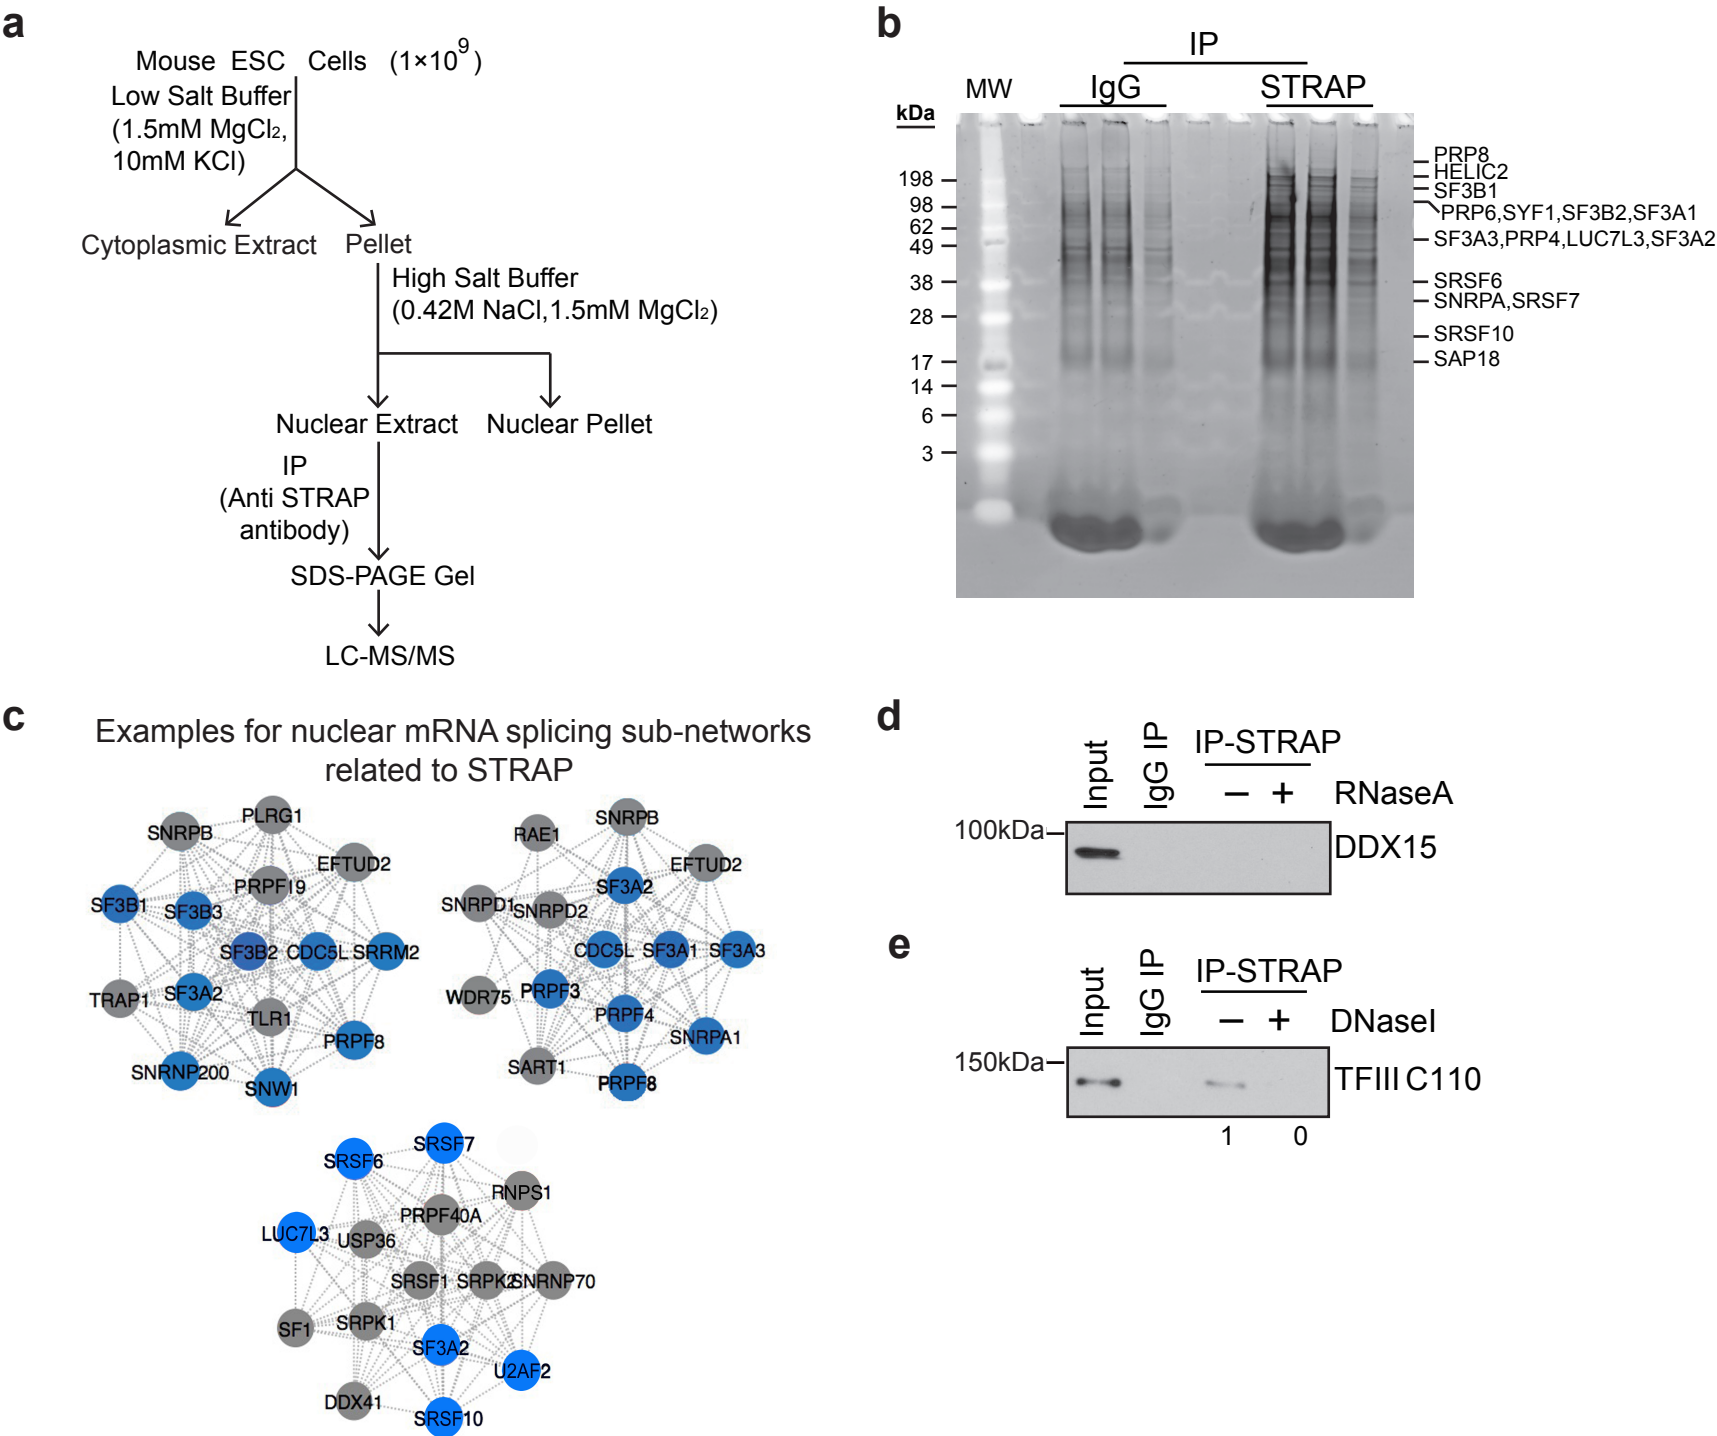

STRAP interacts with components of the spliceosome in ESCs. **a**, Schematic for the extraction of nuclear proteins in mouse ESCs for STRAP immunoprecipitation and LC-MS/MS. **b**, SyproRuby staining analysis of control IgG and anti-STRAP IPs (loaded in three lanes each) using NEs from mouse ESCs. Cellular nuclear partners of STRAP were determined by LC-MS/MS. Previously described, major spliceosome components also revealed in our experiment are designated on the right. **c**, Sub-networks for STRAP interaction with spliceosomal partners. All proteins indicated in blue were found to be bound with STRAP in our experiments. Proteins in grey are known members of spliceosome complexes. **d-e**, Immunoprecipitates were collected from NEs of ESCs after treatment either with RNase A or DNase I as indicated and then immunoblotted with antibodies against DDX-15 (d) or TFIIIC110 (e). For (d) and (e), 1% of lysates were loaded as input controls. The levels of each co-precipitated protein after treatment (relative to untreated control) are shown. The experiment was repeated twice, independently, with similar results. Source data are provided as a Source Data file.

Supplementary Figure 4

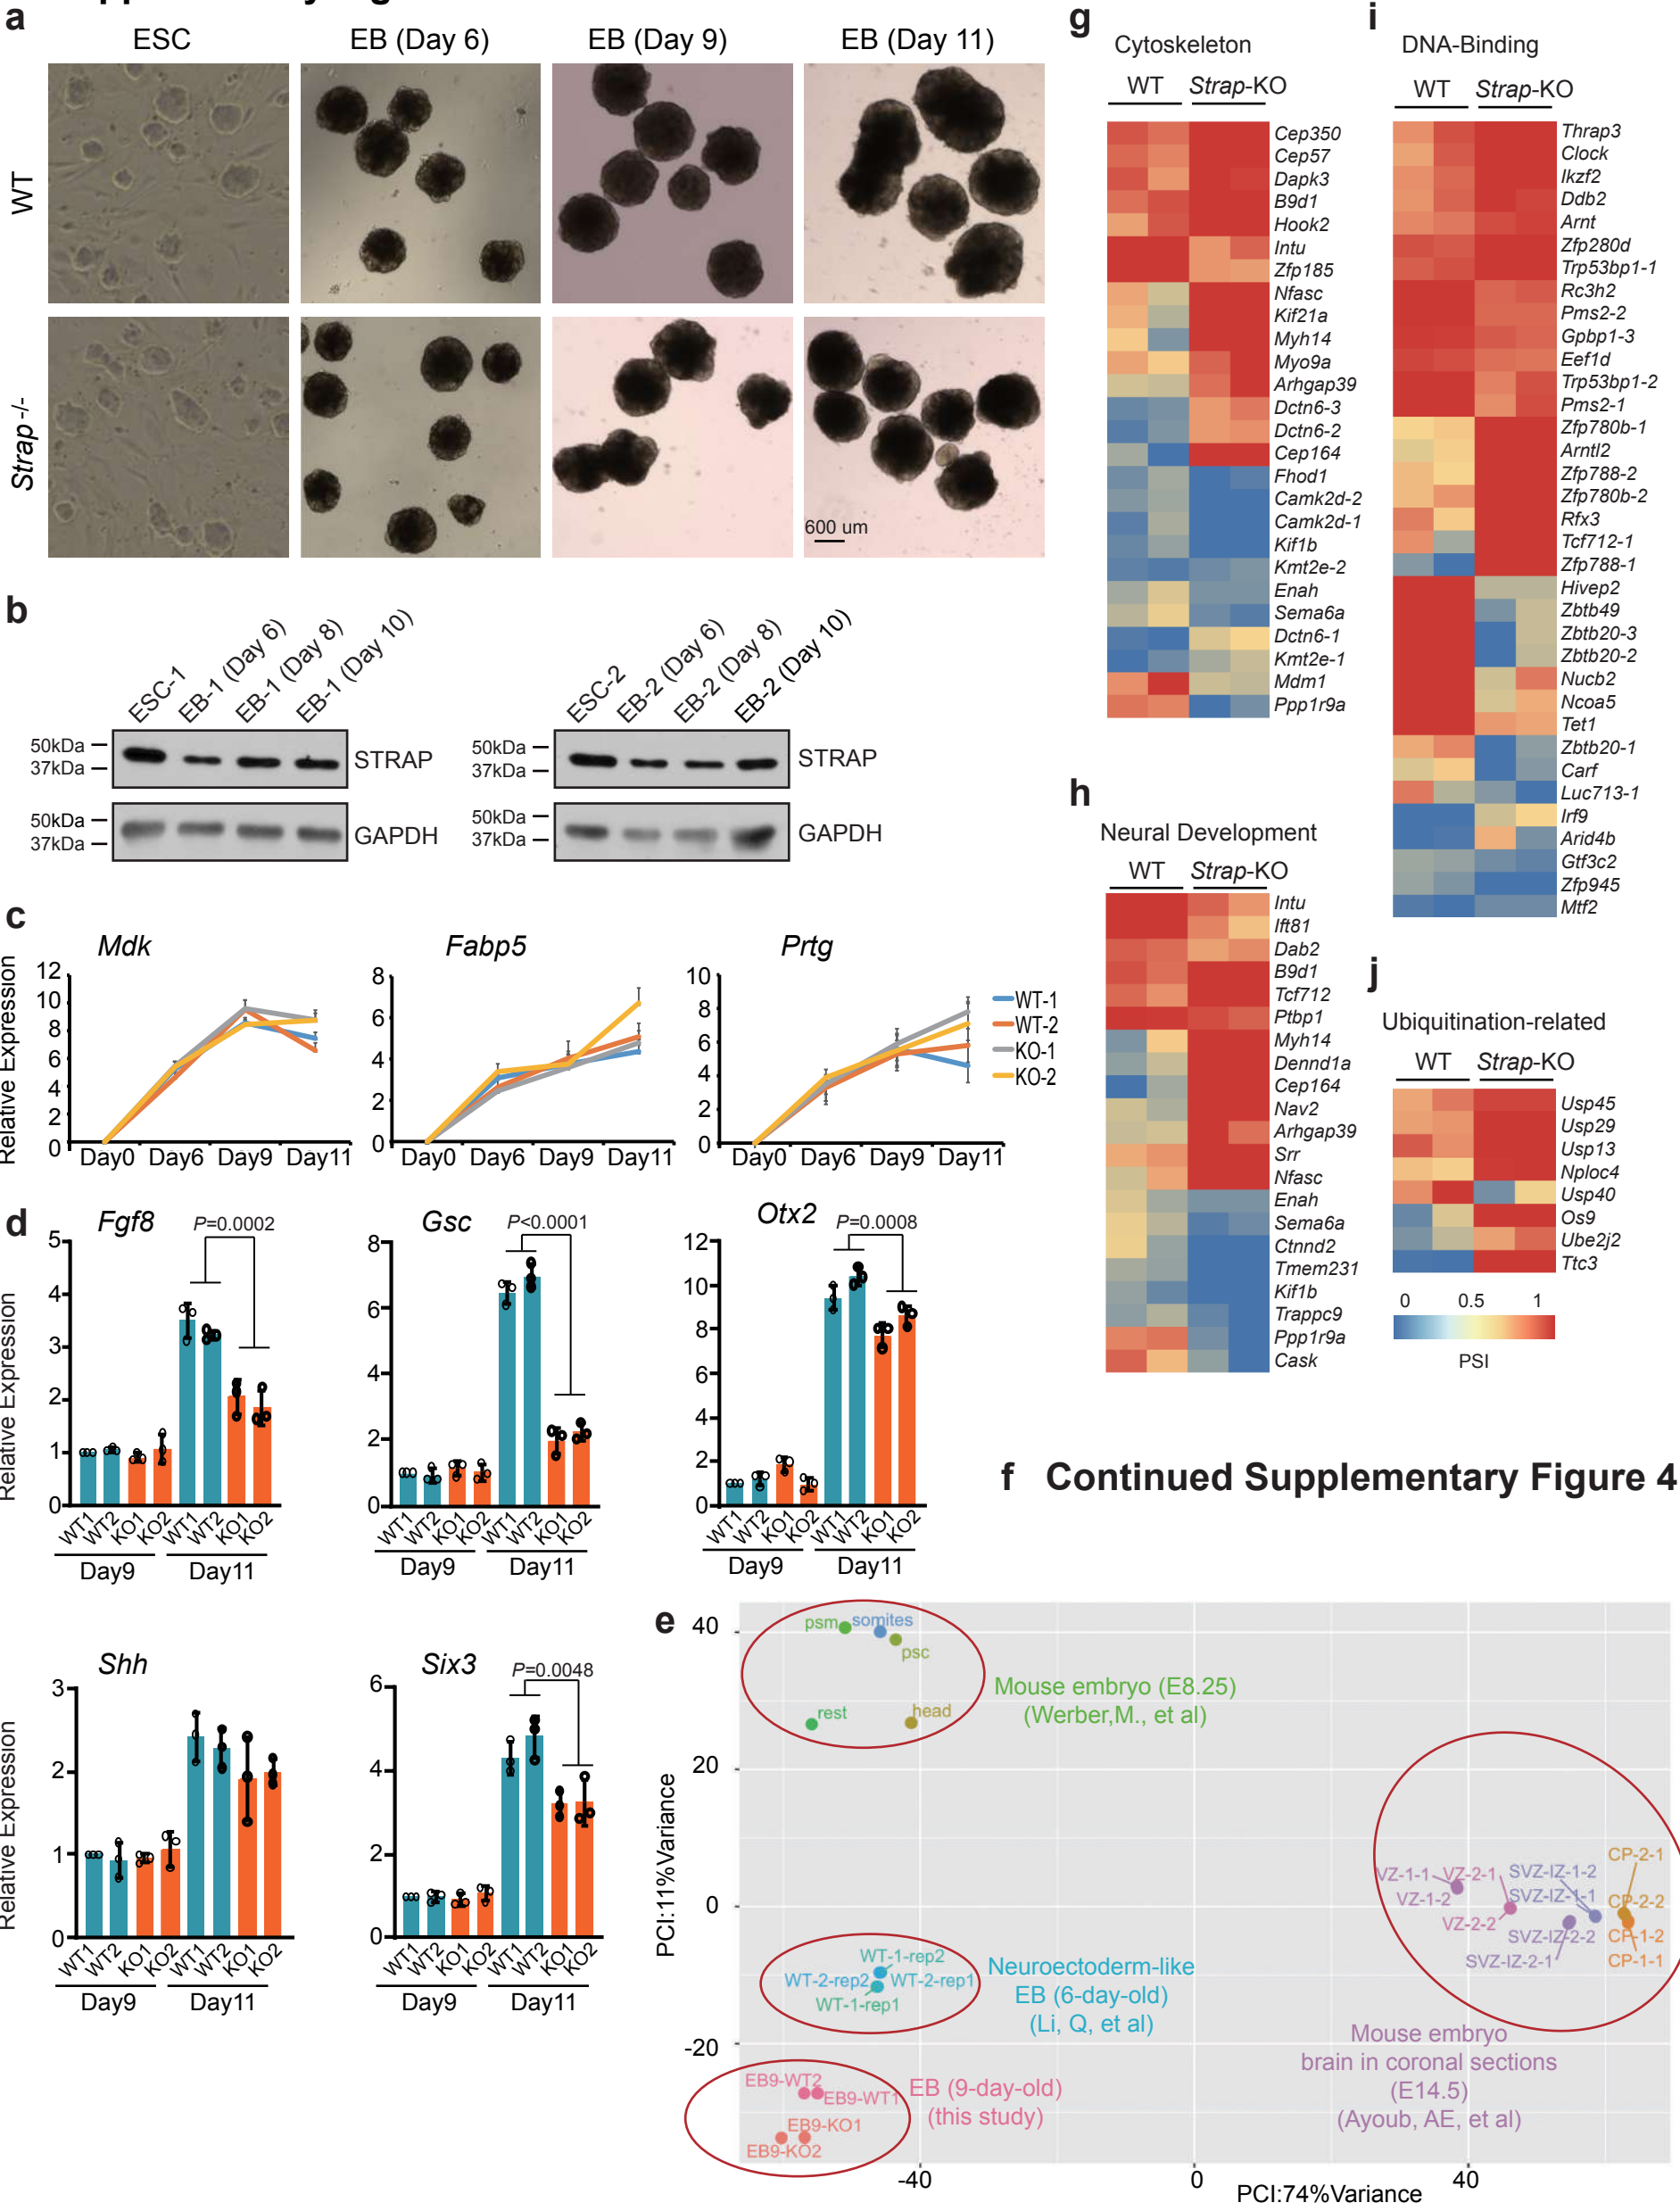

Continued Supplementary Figure 4

f

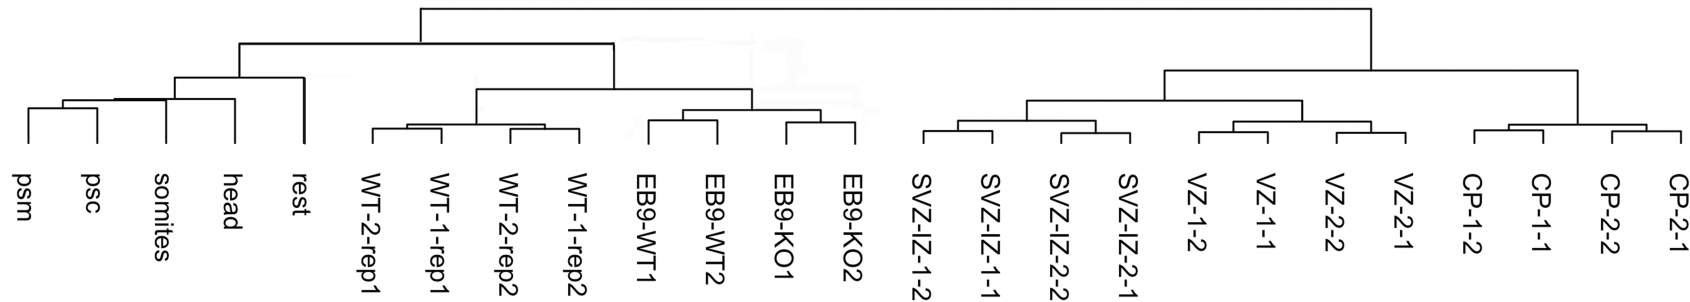

k

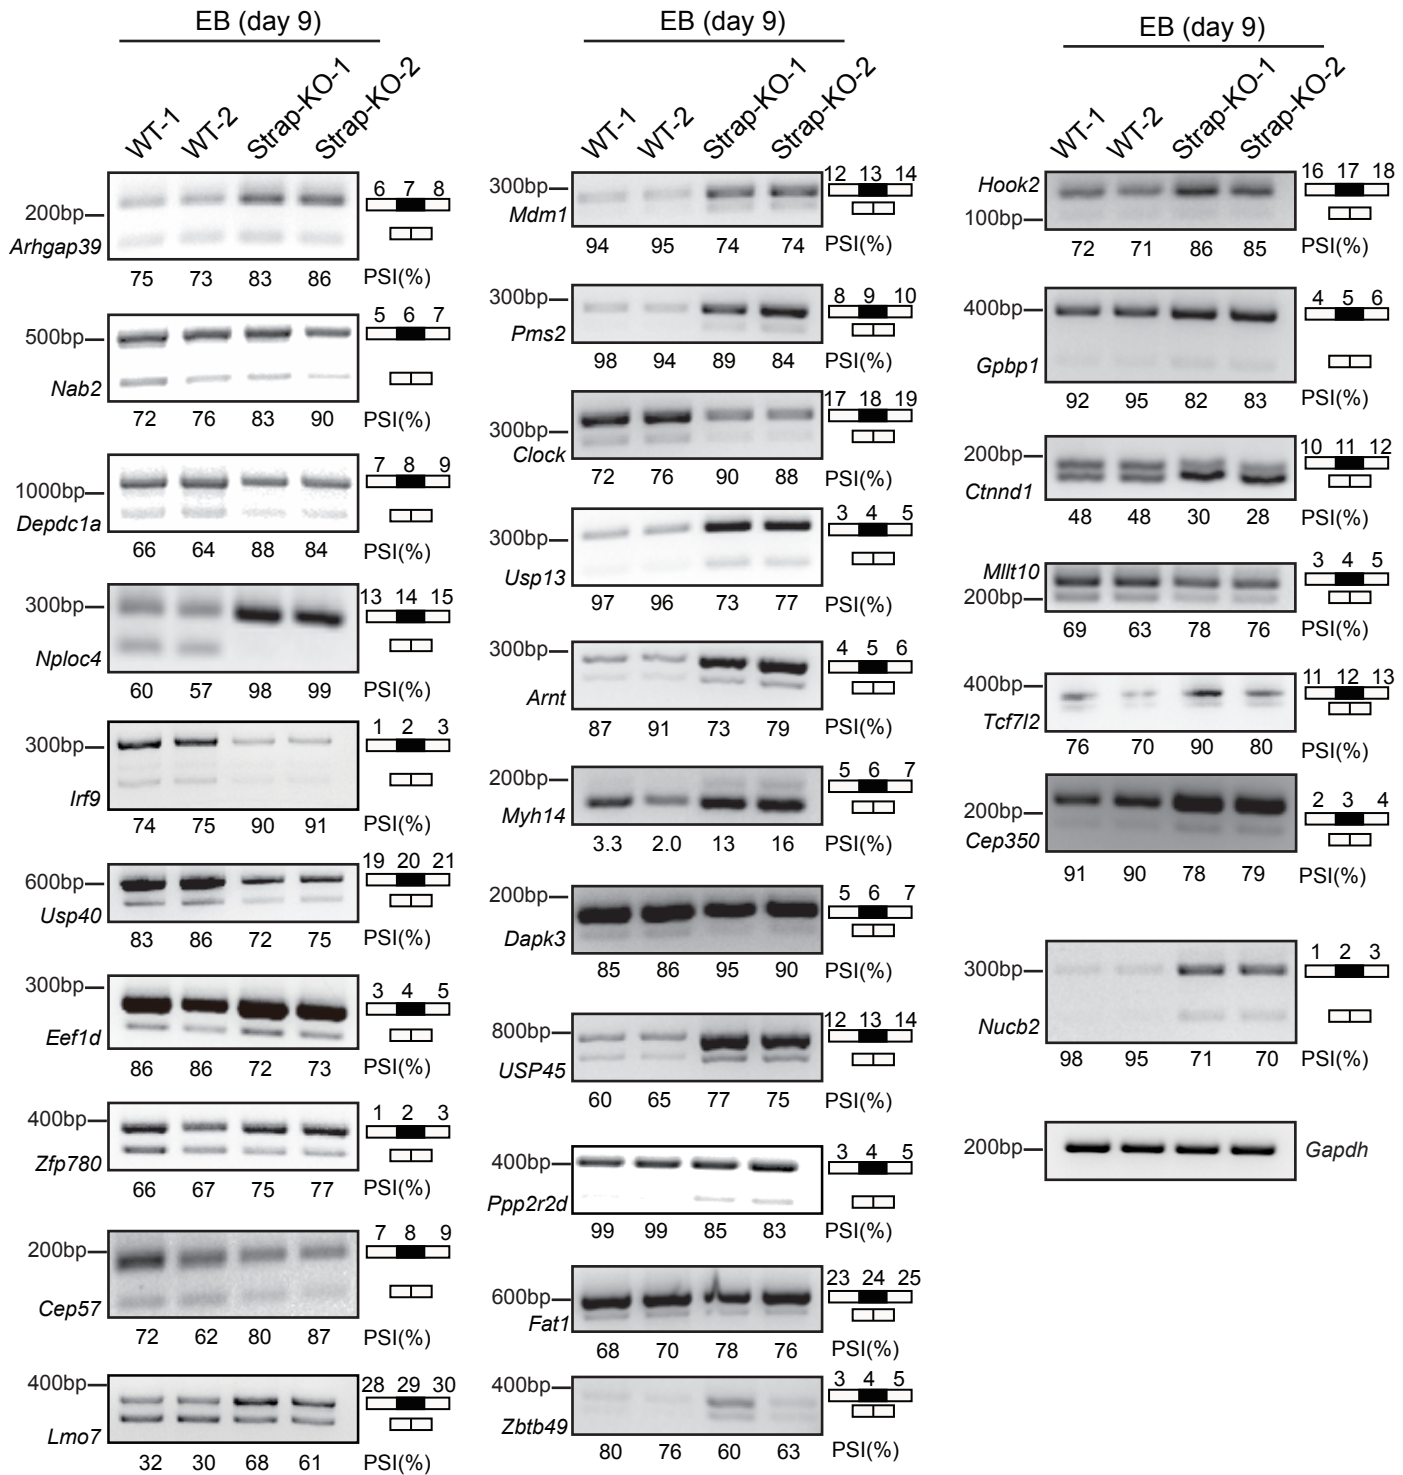

l

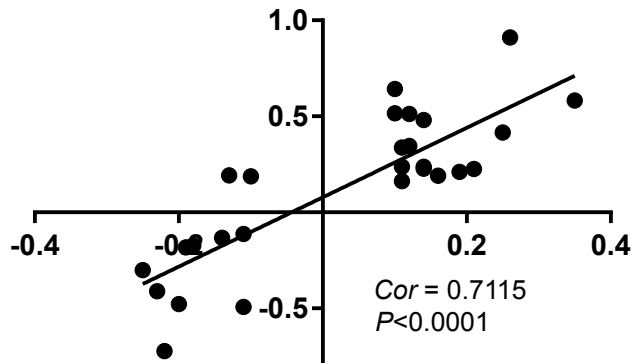

Numerous STRAP-mediated SE events are associated with EB neuroectoderm differentiation . **a**, Phase-contrast images of EB morphology during EB formation from Strap WT and KO ESCs at the indicated days . The experiment was repeated at least ten independent times with similar results . **b**, Western blots analyses of total cell lysates from indicated WT EBs were analyzed for STRAP expression . GAPDH was used as a loading control . **c**, qRT-PCR analysis of selected neuroectoderm markers in WT and Strap KO EBs at the indicated days . Values were normalized to Gapdh . **d**, Relative mRNA expression of early mouse brain development markers in WT and Strap KO EBs (9- and 11-day-old). Values were normalized to Gapdh . **e**, Principle-component analysis (PCA) for gene expression of neuroectoderm-like EBs³³, mouse E14.5 brain³⁴, mouse E8.25 tissue³⁵, and cultured EBs (this study) are shown . **f**, Hierarchy clustering of the four subgroups based on overall gene expression profiles (e). **g-j**, Splicing heatmaps showing the values of PSI for SE events between WT (n=2, biological replicates) and Strap-/- (n=2, biological replicates) EBs (9-day-old). Genes with significantly altered PSI values were selected . **k**, Validation by RT-PCR for indicated genes with SE events identified by rMATS . PSI values are shown below the gels . The information of target exons is shown in the right panel . Empty box: constitutive exon ; black box: skipped exon . The experiment was repeated three independent times with similar results . **l**, Correlation for Δ PSI scores between RNA-seq data and RT-PCR results . Pearson's correlation coefficient was used to find statistical relationships . For (c) and (d), experiments were repeated two independent times with similar results ; error bars indicate the mean $\pm$ SD from n=3 technical replicates . One-way ANOVA tests were used in (d). Source data are provided as a Source Data file.

Supplementary Figure 5

a

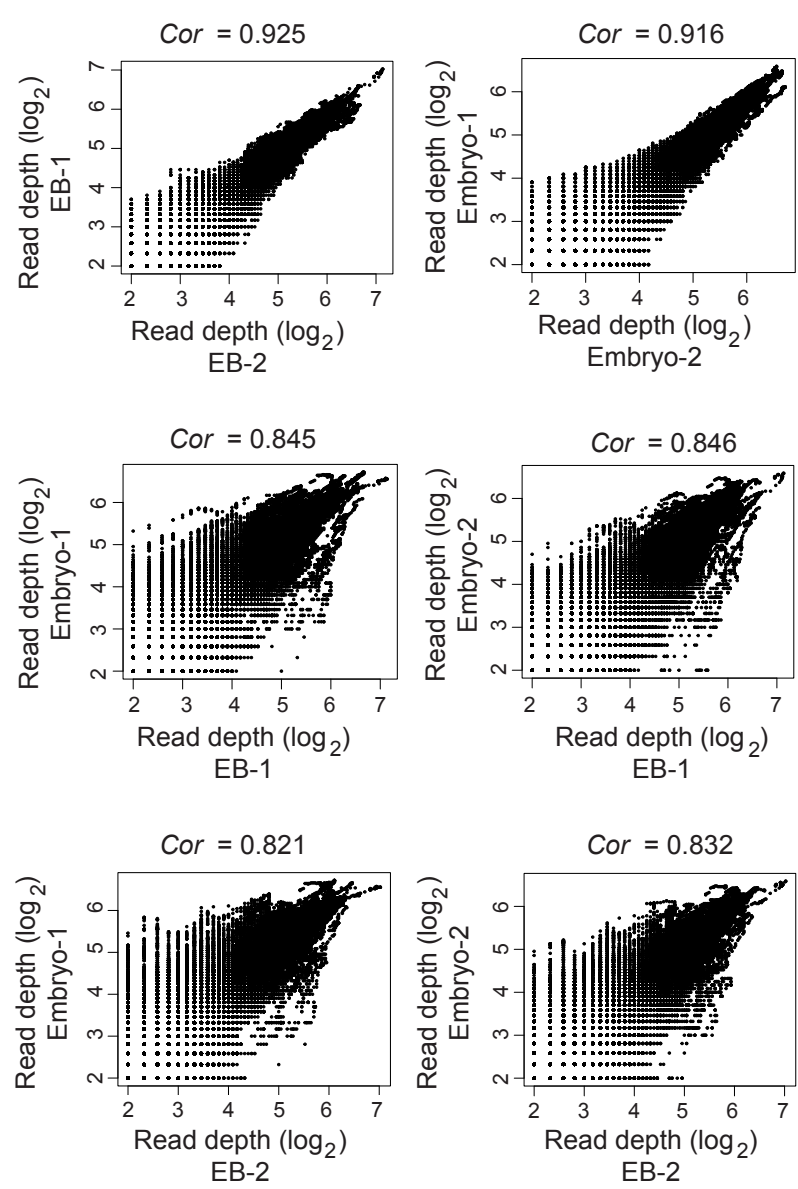

b

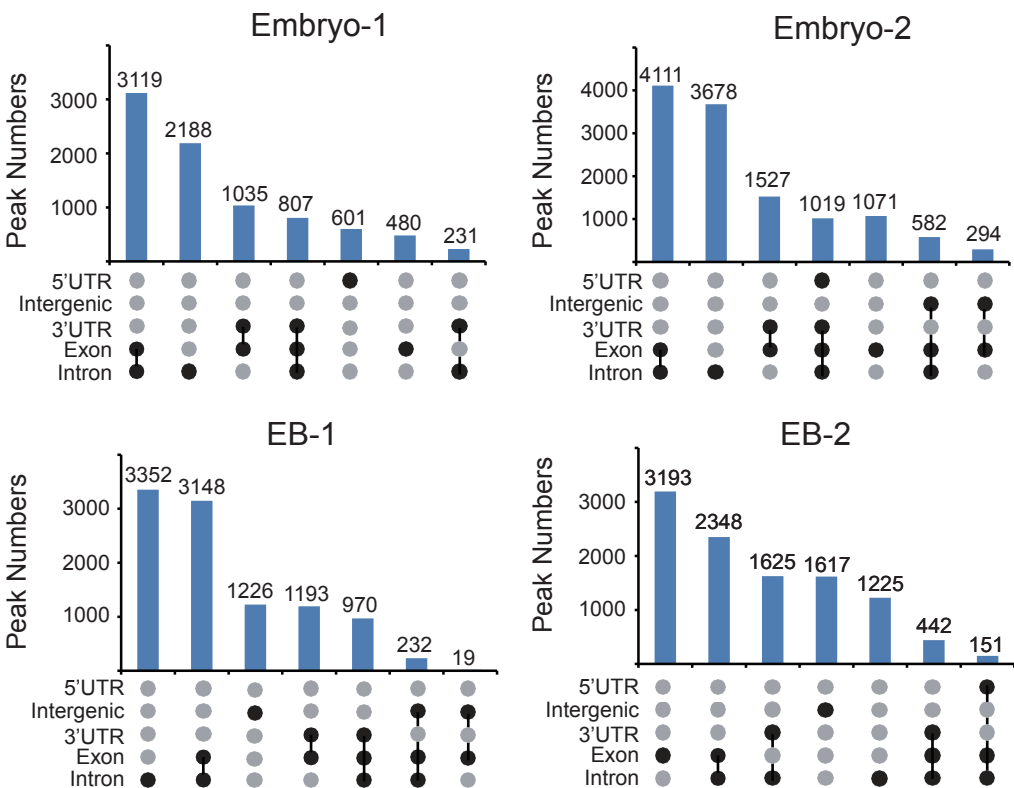

c

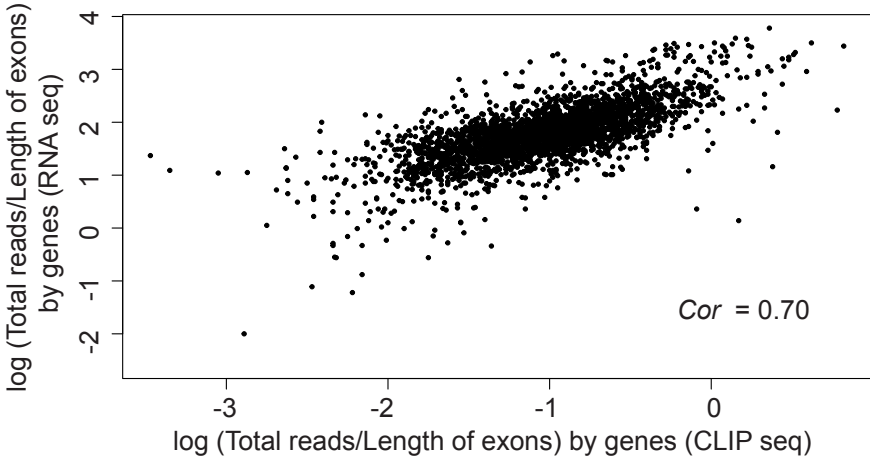

d

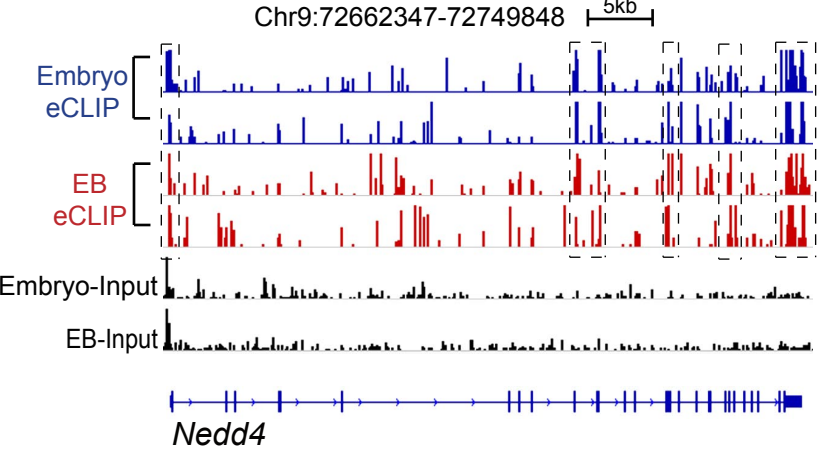

e

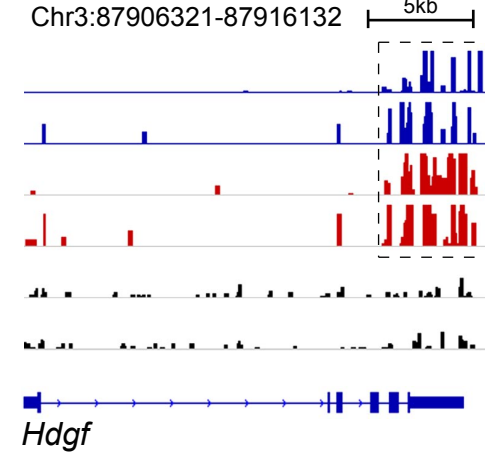

f

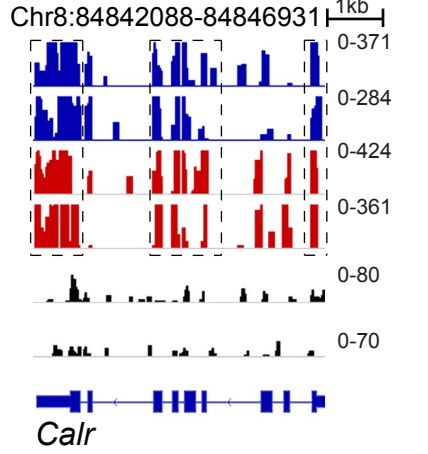

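The eCLIP libraries of embryos and EBs shared regions across the tissues, among them those of Smarca4, the BAF ATPase, Top2a, the DNA topoisomerase of dividing cells, and Fn1, fibronectin, which had peaks in all 4 libraries. Smarca4 had 20 peaks in total, Top2a 11 and Fn1 12. Of the peaks of embryo eCLIP-1, 455 (31.5%) overlapped a peak of EB eCLIP-1 and 509 (35.2%) a peak of EB eCLIP-2. For embryo eCLIP-2, the counts were 467 (35.7%) and 546 (41.8%). In the shared regions, log2 tags of an embryo and an EB library had a Pearson's r of 0.847 to 0.888 and a Spearman's rho of 0.740 to 0.822 over 453 to 516 regions. The r was lower than between the replicates of either tissue, and the rho lower than between the embryo replicates, while that of embryo eCLIP-1 with EB eCLIP-1 exceeded that of the EB replicates. Regions are not independent replicates. Per library, 65.3% and 64.4% of the summits in embryos and 58.1% and 67.1% in EBs lay in an exon of any kind, against 7.38% and 13.2% in the inputs.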

Characterization of STRAP eCLIP-seq data. **a**, Pairwise correlation of raw eCLIP read depth of coverage (the values of $\log_2$) between individual experiments . **b**, Distribution of STRAP eCLIP peaks in each sample across the mouse genome . The peak numbers were computationally counted by ChIPseeker Bioconductor packages . **c**, Pairwise comparison of read counts in given genes ($n=3128$) between RNA-seq and eCLIP-seq datasets . A representative plot was obtained from a WT EB sample . Pearson 's correlation coefficient (Cor) is indicated per plot. **d-f**, IGV viewer genome browser image of eCLIP signals in embryos and EB samples . Representative RNA-binding profiles of endogenous STRAP disproportionally located at intronic and exonic regions of Nedd4 (d), Hdgf (e), and Calr (f). 

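Nedd4, which encodes a ubiquitin ligase, had 4 and 6 STRAP peaks in the embryo replicates and 5 and 6 in the EB replicates. It lies on chromosome 9 of GRCm38 from 72662346 to 72749852 and has 29 exons. The peak with the most tags in embryos covered exons 11 and 12, from 72721171 to 72721709 with 20 tags in eCLIP-1 and from 72721137 to 72721693 with 28 tags in eCLIP-2. Around the summit of the latter, at 72721313 in exon 11, the gene's strand reads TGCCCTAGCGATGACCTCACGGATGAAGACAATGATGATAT. The first exon was peaked in all 4 eCLIP libraries and in the EB input, and the last exon in all 4 eCLIP libraries and in neither input. Hdgf, a heparin-binding growth factor on chromosome 3 from 87906321 to 87916132, had peaks with summits in its last exon only, in the 3' UTR, with 17 tags in embryo eCLIP-2, 29 in EB eCLIP-1, and 12 and 15 in EB eCLIP-2. Embryo eCLIP-1 and the inputs had none in Hdgf. Calr, which encodes the endoplasmic reticulum chaperone calreticulin on chromosome 8 from 84841850 to 84846934, was peaked over exon 9 of 9 in all 6 libraries. This region held 36 and 52 tags in the embryo replicates, 27 and 26 in the EB replicates, and 19 and 14 in the inputs, which have far more tags in total. Around the summit of embryo eCLIP-1 at 84842674 the gene's strand reads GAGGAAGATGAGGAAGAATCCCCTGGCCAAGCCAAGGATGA. Exon 1 of Calr was peaked in embryo eCLIP-2 and both EB eCLIP libraries and in neither input.

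**Figure D4:**
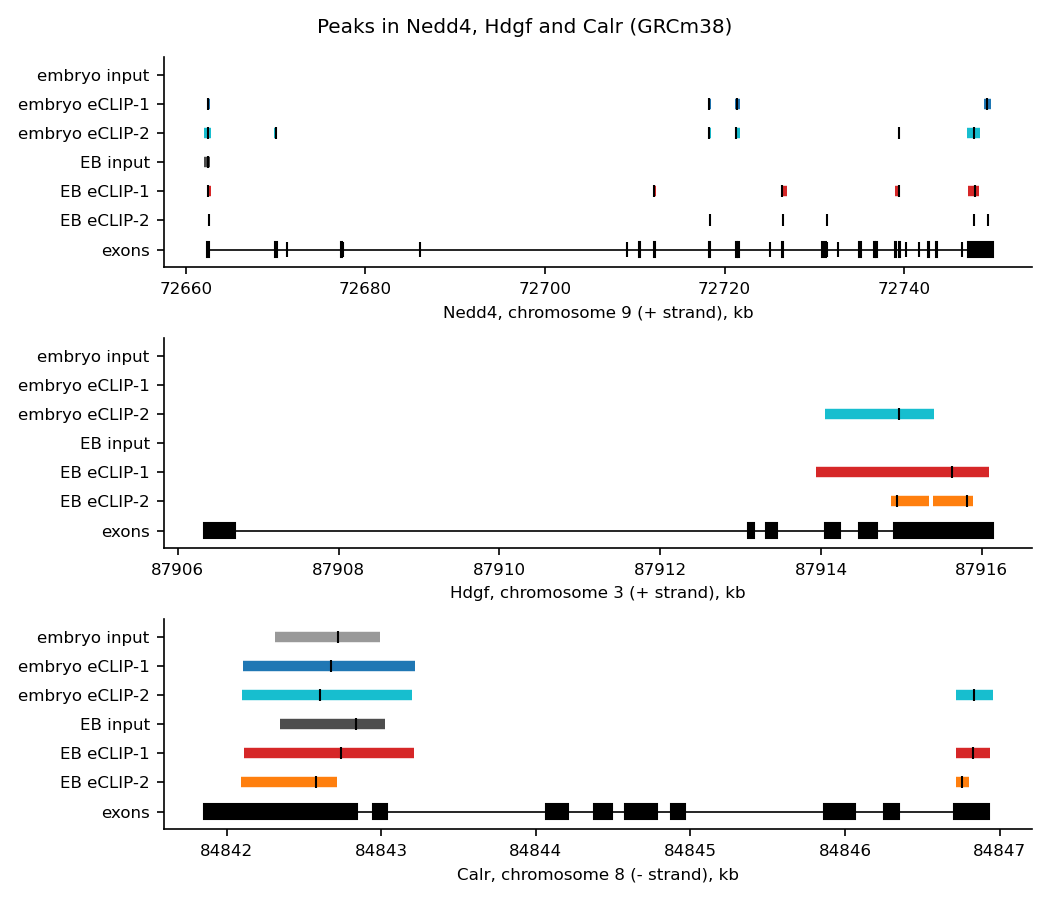
Deposited peaks (colored bars) and their summits (black ticks) in Nedd4, Hdgf and Calr for the 6 libraries, above the exons (black boxes) joined by introns (line); the horizontal axis is the position on GRCm38 in kb. Peaks lie along Nedd4 from the first to the last exon, at the 3' end of Hdgf, and at both ends of Calr.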

The grey dot lined boxes highlight binding regions.

Supplementary Figure 6

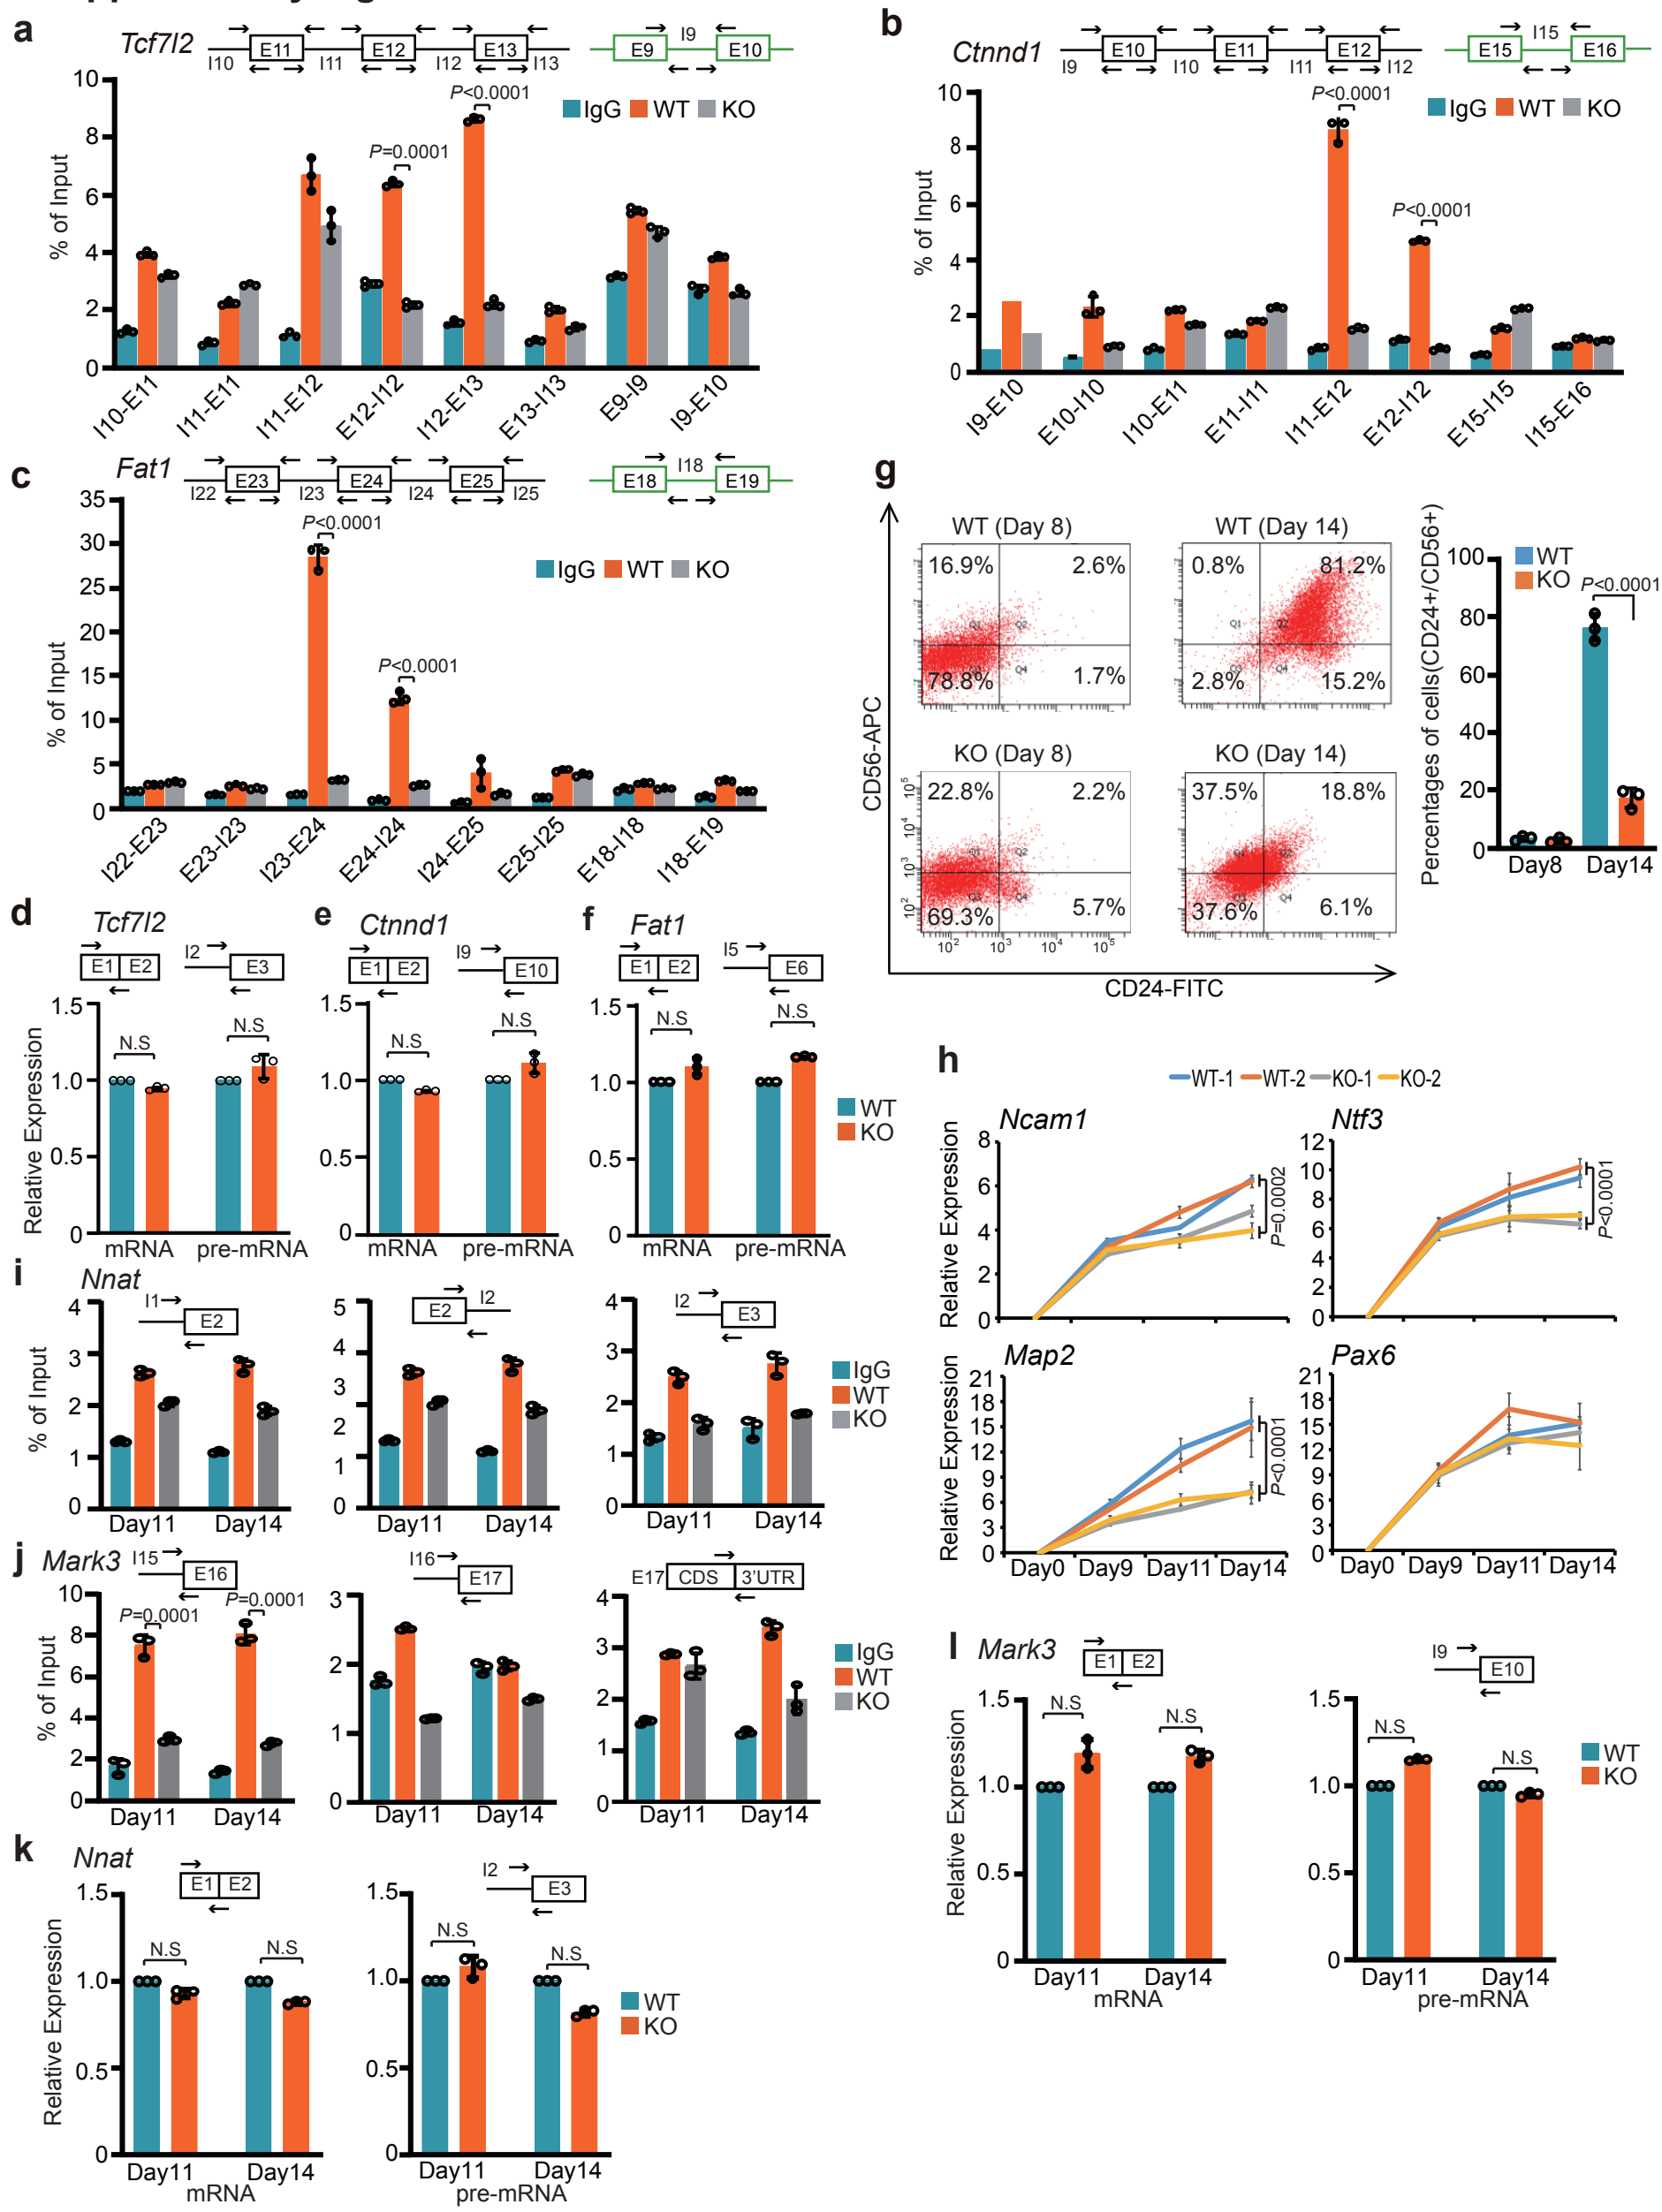

STRAP regulates skipped exons of Nnat and Mark 3 irrespective of their transcription during EB differentiation . **a-c**, RIP assay for STRAP binding to intron-exon or exon-intron junctions of Tcf7l2, Ctnnd1, and Fat1 in WT or Strap KO EBs (9-day-old). Schematic diagrams of targeted regions (black outlined box) and non-bound regions (green outlined box) with respective paired primers are shown at the top. **d-f**, qRT-PCR analyses of total mRNA and pre-mRNA for Tcf7l2 (d), Ctnnd1 (e), and Fat1 (f) in WT and Strap KO EBs (9-day-old). Values were normalized to Gapdh . Schematic diagrams of targeted regions with respective paired primers are shown at the top. **g**, Flow cytometry analysis of the percentages of combined neuronal markers (CD24+/CD 56+) in WT and Strap KO EBs are shown at the indicated days . Left, representative density plots show the data between groups at the indicated days. Right, bar plots show the percentages of CD24+/CD+56 cells . Data were pooled from three independent experiments (n=3 per group) and error bars represent the mean $\pm$ SD **h**, qRT -PCR analysis of selected neural differentiation markers in WT or Strap KO EBs at the indicated days . Values were normalized to Gapdh . **i,j**, RIP assay for STRAP binding to intron -exon or exon -intron junctions of Nnat (i) and Mark3 (j) in WT or Strap-/- EBs (11- and 14-day-old). Schematic diagrams of targeted regions (black outlined box) with respective paired primers are shown at the top. **k,l**, qRT-PCR analysis of total mRNA and pre-mRNA for Nnat (k) and Mark3 (l) in WT and Strap KO EBs (11- and 14-day-old). Schematic diagrams of targeted regions (black outlined box) with respective paired primers are shown at the top. For all plots , except (g), error bars show the mean $\pm$ SD from n=3 technical replicates . All experiments , except (g), were repeated two independent times with similar results . P-values were determined by unpaired two- tailed t-test for (a-g) and (i-l). N.S, not significant. For (h), One-way ANOVA tests were used. Source data are provided as a Source Data file.

Supplementary Figure 7

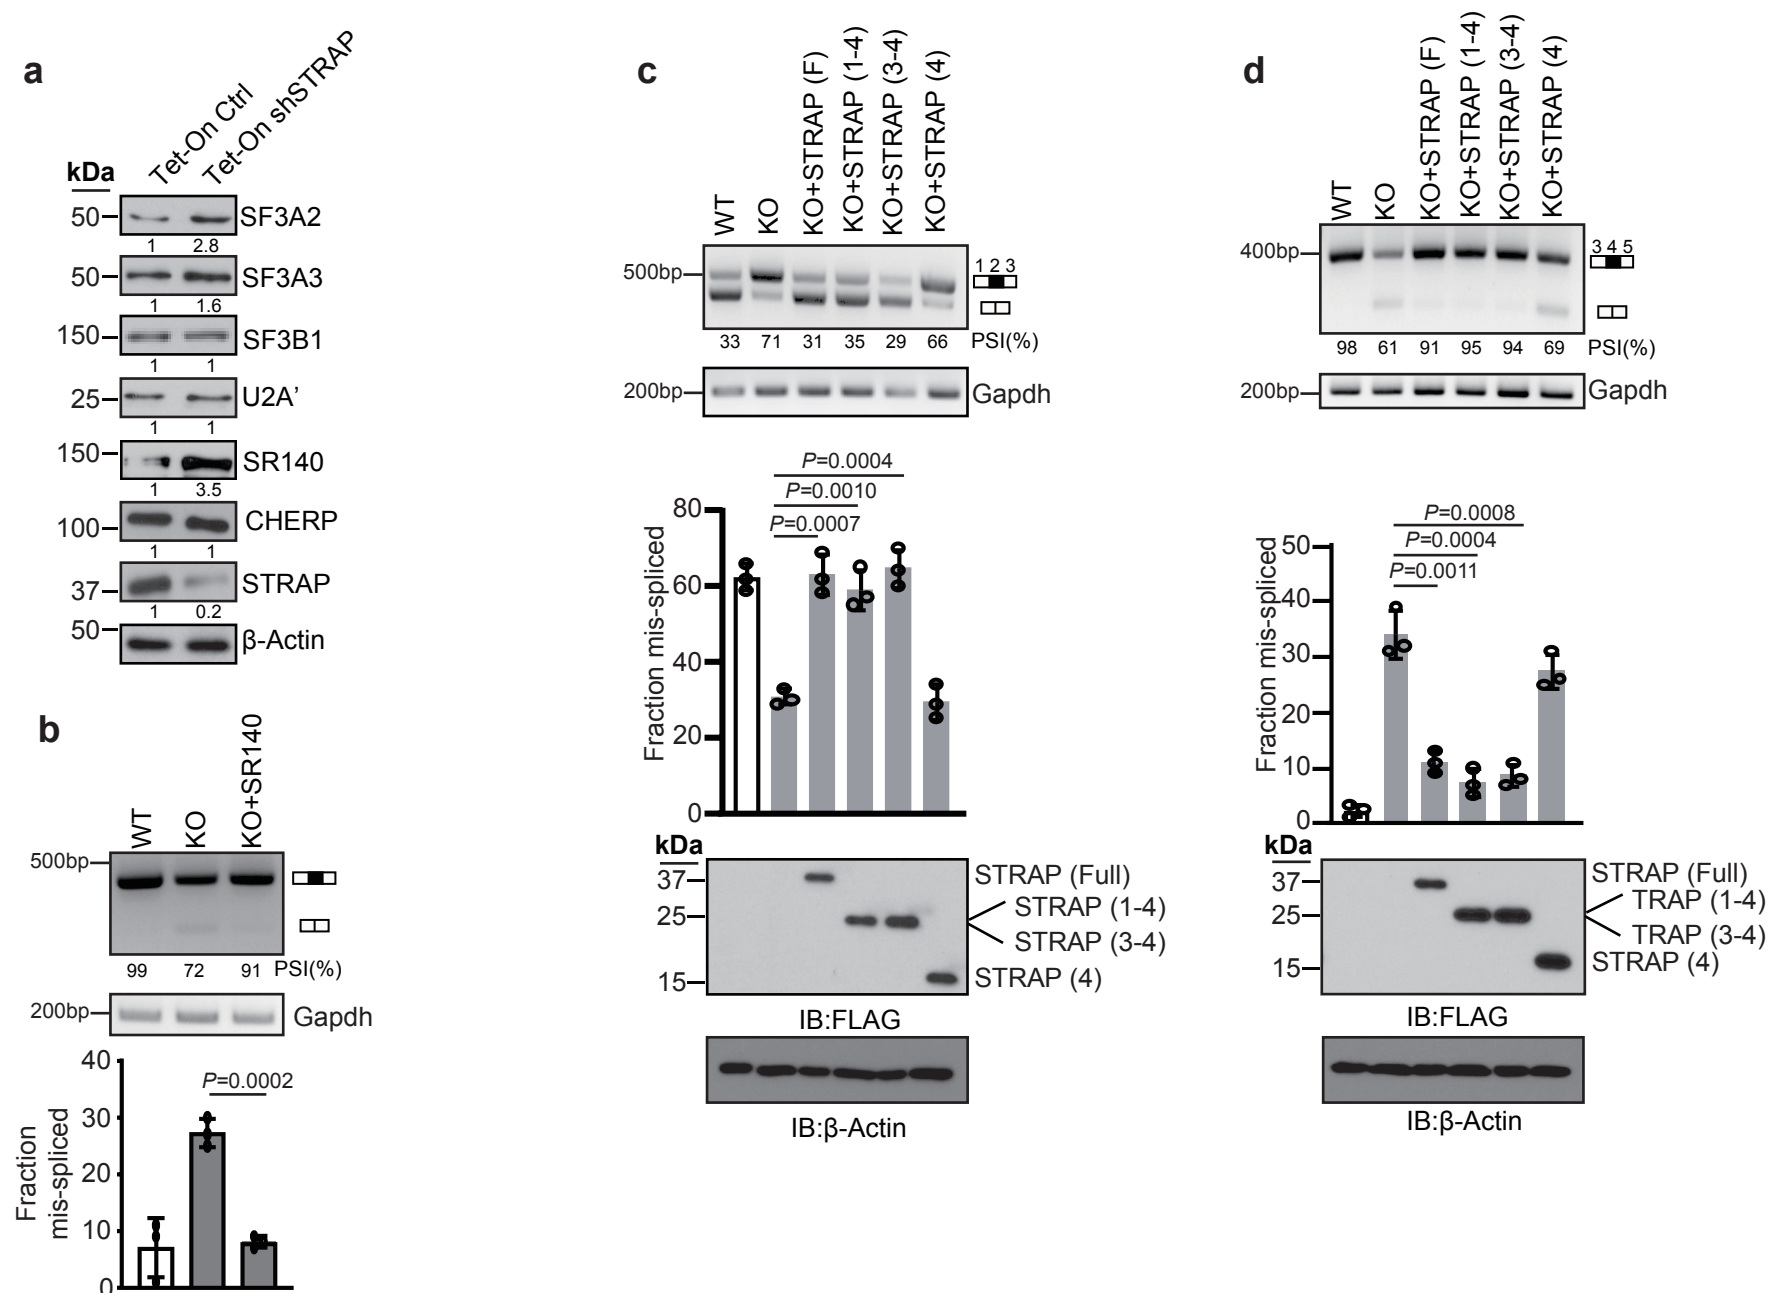

The WD-40 domain of STRAP is involved in splicing activity of certain alternative exons. **a**, Representative Western blots of various spliceosomal components in Tet-On E14 cell-derived EBs at day 14 are shown. EBs were derived from mouse E14 ESCs. Quantifications of protein levels are shown below the blots. β -Actin was used as a loading control. The experiment was repeated three independent times with similar results. **b**, Rescue assay using the UPF 3A mini-gene in WT and Strap KO MEFs. Cells were co-transfected with miniUPF 3A and either an empty vector or a vector encoding SR 140. RT-PCR assays were performed to detect alternative exon inclusion in miniUSF 3A. Quantifications of PSI values are shown below the gels. **c,d**, Gain-of-function assay using Nnat (c) and Ppp2r2d (d) mini-genes in WT and Strap KO MEFs. Indicated cells were co-transfected with mini-genes and either an empty vector or a vector encoding various Flag-tagged STRAP, as shown in Fig. 7(g). RT-PCR assays were performed to detect alternative exon inclusion in targeted exons. Quantifications of PSI values are shown below the gel. The Flag-tagged protein levels were assessed by Western blotting with β -Actin as loading control. For (b), (c), and (d), the fractions of mis-splicing are pooled from three independent analyses ($n=3$). Error bars represent the mean $\pm$ SD. P-values were determined by unpaired two-tailed t-tests. Source data are provided as a Source Data file.

Supplementary Figure 8

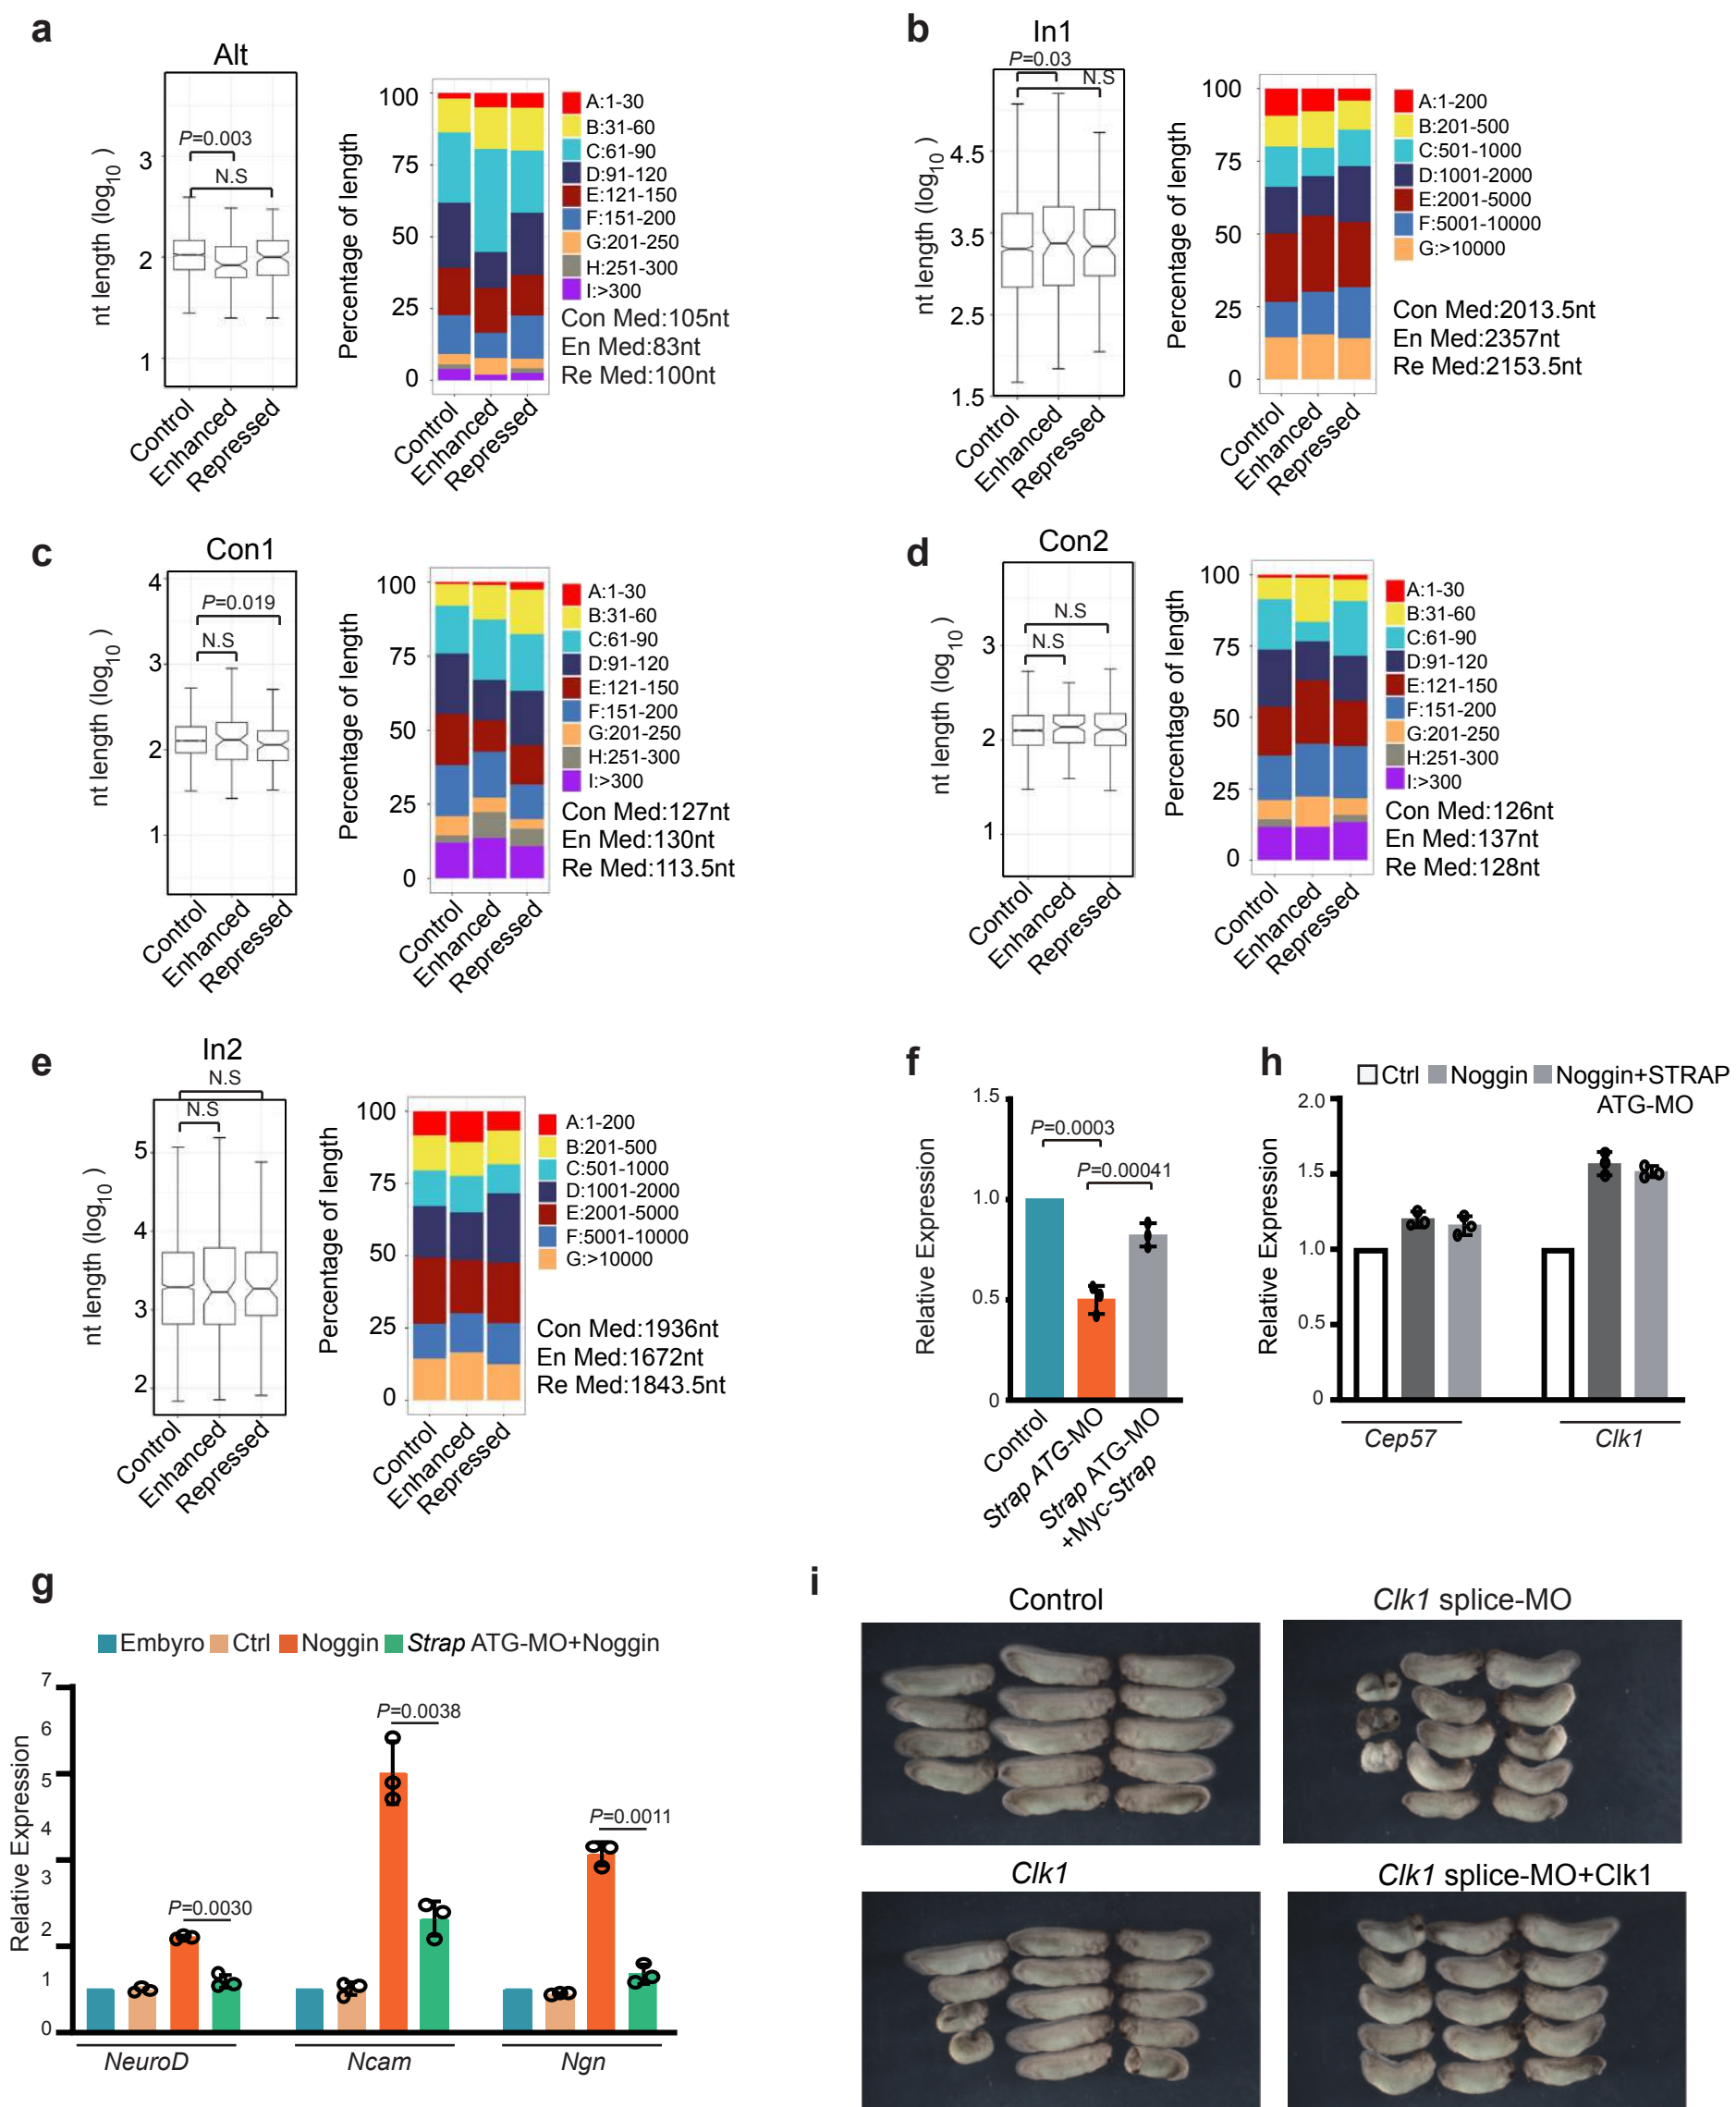

STRAP has a functional role in AS regulation during evolution . a-e, Alternative variants of different lengths affected by STRAP as revealed by rMATS analysis . Left, Box plot of cassette exon lengths and flanking intron lengths , comparing STRAP -dependent cases and exons without splicing changes . The lower and upper bounds of the box represent the 25th and 75th percentile of the distribution , respectively . The horizontal line in the box represents the median . The lower and upper whiskers show minima and maxima, respectively . The confidence interval around the median is shown as a notch. We defined 223 STRAP-dependent cassette exons (103 for enhanced and 120 for repressed) . Alt, alternative exon; Con1, constitutive exon1; In1, intron 1; The P values were calculated with two-sided unpaired Wilcoxon tests . N.S: not significant . Right, bar height indicates percentage of the indicated exons or introns in each length category . Median values for each category are indicated at the side. Con: control; En: enhanced; Re: repressed; Med: median. **f**, Expression of mRNA for Strap analyzed by qRT-PCR in indicated Xenopus embryos at the neurula stage. **g**, qRT-PCR analyses of mRNA for neural differentiation markers in indicated Xenopus embryos at the neurula stage. **h**, qRT-PCR analyses of mRNA for Cep57 and Clk1 in indicated embryos at early tailbud stage. **i**, Clk1 splice-MO (50 ng) with or without Clk1 (0.5 ng) was injected into the dorsal animal regions of 4- to 8-cell stage embryos . The embryos were cultured until the tadpole stage and representative embryos are shown here. For (f) to (h), expression values were normalized to Histone2B and P-values were determined by unpaired two-tailed t-tests . Error bars show the mean $\pm$ SD from n=3 technical replicates . Experiments were conducted in three independent times with similar results . Source data are provided as a Source Data file.

# Supplementary material for: STRAP regulates alternative splicing fidelity during lineage commitment of mouse embryonic stem cells
**Source:** Nat Commun. 2020 Nov 23;11:5941. doi: 10.1038/s41467-020-19698-6
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

All software used in this study has been described in published literature.

For proteomics:

ReAdW (version 3.5.1) converted Xcalibur RAW files to MzXML. MzXML2Search (included in TPP v. 3.5) created mgf files.

For RNA-seq:

Cutadapt (version 2.2) was used for trimming primer adapters from raw FASTQ files. Sequencing reads were mapped to Gencode GRCm38 p4 Release M11 using STAR (version 2.5.2b).

For eCLIP-seq:

Sequencing reads were first trimmed using Cutadapt (version 2.2). The trimmed sequences were then mapped to the mouse RepBase to remove repetitive elements using STAR (version 2.5.2b). The unmapped reads from the STAR alignment were mapped to Gencode GRCm38 p4 Release M11 using STAR. Peaks were called on the reads that mapped to the mouse genome using MACS2 (version 1.4.2).

Data analysis

All parameters used to analyze data are described in methods section and custom scripts are available upon request.

For Proteomics data:

The data was searched using SEQUEST (v.27 rec12. dta files), which was set for two maximum missed cleavages, a precursor mass window of 20ppm, trypsin digestion, variable modification C @ 57.0293, and M @ 15.9949. Searches were performed with a species specific subset of the UniRef100 database. The list of peptide IDs generated based on SEQUEST search results were filtered using Scaffold (version 3.0). STRAP binding-partners were ranked by COMPLEAT online tool (<http://www.flynnai.org>compleat>).

For RNA sequencing data:

Transcript abundances were calculated using Cufflinks (version 2.2.1). Cuffmerge was then used to merge all of the transcript files from Cufflinks into one file. Following Cuffmerge, Cuffquant was used to quantify the transcript abundances, followed by differential gene expression using Cuffdiff. Differentially expressed genes with a P value < 0.01 as well as a $\log_2$ fold change > 1 were further analyzed. rMATS (version 3.2.5) created alternative splicing events files by using STAR alignments data. MAJIQ and Voila (<https://biociphers.bitbucket.io/majiq/index.html>) were used to detect, quantify and visualize local splicing variations (LSV) from the RNA-Seq data.

For eCLIP-seq analysis:

All reads with read depth greater than 3 were obtained using Samtools (version 1.3.1) and in-house Perl (version 5.26.3) scripts. The resulting log2 (Read depth) values were then plotted with the ggplot2 (version 3.2.1) package in R. eCLIP motif analysis was performed using HOMER software (<http://homer.ucsd.edu/homer/ngs/peakMotifs.html>). Based on genomic coordinates of each peak, the gene and transcript information was obtained through Mutalyzer (version 2.0.29, <https://mutalyzer.nl>) and the corresponding read depth information was extracted from the BAM files using Samtools (version 1.3.1). eCLIP signals were visualized in track view using IGV (version 2.4.10). For FACS analysis: Becton Dickinson FACSDiva version 8.0 was used to analyze the positive cell population. All of the statistical analysis were performed using R package (version 3.3.3) or Prism version 7.0 (GraphPad).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via PRIDE partner repository with the dataset identifier PXD015371. All sequencing data have been deposited in the GEO database at accession code GSE131474. Raw data for Figs 1e, 2c-d, 3c, 4e-g, 5a, 5f, 6h-j, 6l-o, 7a-h and 8d-f and Supplementary Figs 2b-d, 3b, 3d-e, 4b-d, 4k, 6a-l, 7a-d, and 8a-h have been provided as Source data file. All other data supporting the findings of this study are available from the corresponding author on reasonable request.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	In vitro sample sizes were partly limited based on number of available primary cell lines, but biological duplicates were performed at least 3 times independently for each cell line. They are sufficient to reproducibly discern biologically meaningful difference based on our previous study (doi: 10.1002/stem.2854). In vivo mice sample sizes (3 per group) were determined based on the previous study (doi:10.1016/j.scr.2009.02.002). In vivo Xenopus sample sizes were chosen based on prior studies (doi:10.1242/dev.168922; doi:10.1073/pnas.1711158114; doi: 10.1242/dev.111997), which validated the minimum number of Xenopus to determine a significant difference. This was determined at a range of 12-16 Xenopus embryos per group.
Data exclusions	No data were excluded from the analysis.
Replication	Experimental findings were reliably reproduced and results reported for 2-3 biological or technical replicates unless specified in the text.
Randomization	For teratomas experiment in age-matched female NON-SCID mice, animal were allocated for experiments randomly and were injected subcutaneously into the flank of mice with the same number of WT or STRAP KO mESCs. For Xenopus experiments, age-matched embryos were randomized into groups (12-16/group) for Morpholino or RNA injection or control group.
Blinding	Formal blinding was not performed during data collection and analysis. This was technically difficult for us because data collection by the same investigator and data analyses were performed using quantifiable parameters. For example, fluorescent signal values were used to measure the amount of DNA in each sample; and the values of percentage of positive neuronal cells were derived from FACSDiva using the same gating strategy. All experiments were performed multiple times to ensure reproducibility.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

Methods

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data
☒	☐ Dual use research of concern

n/a	Involved in the study
☒	☐ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

STRAP antibody: IP, 4 µg/mg lysate; eCLIP or RIP, 5 µg/mg lysate; IF, 1:200, Bethyl, A304-735A.
 STRAP antibody: WB, 1:1000, BD Transduction Laboratories, 611346, Lot#8128741.
 SF3B1 antibody: IP, 4 µg/mg lysate, Bethyl, A300-996A.
 SNRPA antibody: WB, 1:1000, Santa Cruz, sc-376027, Clone B-12, Lot#E0316.
 SR140 antibody: WB, 1:1000; IF, 1:150, Santa Cruz, sc-398718, Clone E-3, Lot#E1816.
 SF3A2 antibody: WB, 1:1000; IF, 1:150, Santa Cruz, sc-390444, Clone A-3, Lot# E1116.
 SF3B1 antibody: WB, 1:1000; IF, 1:150, Santa Cruz, sc-514655, Clone B-3, Lot#E2471.
 CHERP antibody: WB, 1:1000; IP, 1:500, Santa Cruz, sc-100650, Clone SS5, Lot#A1719.
 SYF1 antibody: WB, 1:1000; IF, 1:150, Santa Cruz, sc-271037, Clone C-9, Lot#E2571.
 DDX15 antibody: WB, 1:1000; Santa Cruz, sc-271686, Clone E-6, Lot#D2816.
 U2A' antibody: WB, 1:1000, Santa Cruz, sc-393804, Clone B-3, Lot#E0916.
 HELIC2 antibody: WB, 1:1000, Santa Cruz, sc-393170, Clone G-9, Lot# E0416.
 PRPF3 antibody: WB, 1:1000, Santa Cruz, sc-101130, Clone 42-N, Lot#F3017.
 SF3A3 antibody: WB, 1:1000, Santa Cruz, sc-393673, Clone H-3, Lot#E1716.
 TFIIIC110 antibody: WB, 1:500, Santa Cruz, sc-81406, Clone 2395C2a, Lot#G0817.
 GAPDH antibody: WB, 1:1000, Cell Signaling, 2118S, Clone (14C10).
 Beta-Actin antibody: WB, 1:10,000, Sigma, A5316.
 HA antibody: WB, 1:1000; IP, 3 µg/mg lysate, Bethyl, A190-208A.
 Flag antibody: WB, 1:15,000, Sigma, F3165.
 Alexa Fluor 488 goat anti-rabbit antibody: IF, 1:200, Life Technologies, A-11008, Lot#1622775.
 Alexa Fluor 555 goat anti-mouse antibody: IF, 1:200, Life Technologies, A-21422, Lot#1837985.
 CD24-FITC antibody: Flow, 2 µl/test, MACS, #130-11-825, Clone REA743, Lot#1320010461.
 CD56-APC antibody: Flow, 2 µl/test, R&D systems, FAB7820A, Clone, 809220, Lot# ADIK0419101.
 NESTIN antibody: IHC, 1:150, Cell signaling, #4760.
 SMA antibody: IHC, 1:70, R&D systems, MAB 1420-SP.
 AFP3 antibody: IHC, 1:200, R&D systems, MAB1368-SP.

Validation

Validation of antibodies in specific species and applications can be found with following links.
 STRAP antibody: <https://www.bethyl.com/product/A304-735A/STRAP+Antibody>
 STRAP antibody: <https://www.bdbiosciences.com/eu/reagents/research/antibodies-buffers/cell-biology-reagents/cell-biology-antibodies/purified-mouse-anti-strap-22strap/p/611346>
 SF3B1 antibody: <https://www.bethyl.com/product/A300-996A/SF3b155+SAP155+Antibody>
 SNRPA antibody: <https://www.scbt.com/scbt/product/snrpa-antibody-b-12>
 SR140 antibody: <https://www.scbt.com/scbt/product/sr140-antibody-e-3>
 SF3A2 antibody: <https://www.scbt.com/scbt/product/sap-62-antibody-a-3>
 SF3B1 antibody: <https://www.scbt.com/scbt/product/sap-155-antibody-b-3>
 CHERP antibody: <https://www.scbt.com/p/cherp-antibody-ss5>
 SYF1 antibody: <https://www.scbt.com/scbt/product/hcnp-antibody-c-9>
 DDX15 antibody: <https://www.scbt.com/scbt/product/ddx15-antibody-e-6>
 U2A' antibody: <https://www.scbt.com/scbt/product/u2-snrnp-a-antibody-b-3>
 HELIC2 antibody: <https://www.scbt.com/scbt/product/helic2-antibody-g-9>
 PRP3 antibody: <https://www.scbt.com/scbt/product/prpf3-antibody-42-n>
 SF3A3 antibody: <https://www.scbt.com/scbt/product/sap-61-antibody-h-3>
 TFIIIC antibody: <https://www.scbt.com/p/tfiiic110-antibody-2395c2a>
 GAPDH antibody: <https://www.cellsignal.com/products/primary-antibodies/gapdh-14c10-rabbit-mab/2118>
 Beta-Actin antibody: <https://www.sigmaaldrich.com/catalog/product/sigma/a5316?lang=en&region=US>
 HA antibody: <https://www.bethyl.com/product/A190-108A>
 FLAG antibody: <https://www.sigmaaldrich.com/catalog/product/sigma/f3165?lang=en&region=US>
 Alexa Fluor 488 goat anti-rabbit antibody: <https://www.thermofisher.com/antibody/product/Goat-anti-Rabbit-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-11008>
 Alexa Fluor 555 goat anti-mouse antibody: <https://www.thermofisher.com/antibody/product/Goat-anti-Mouse-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21422>
 CD24-FITC antibody: <https://www.miltenybiotec.com/CH-en/products/cd24-antibody-anti-mouse-reafinity-rea743.html#biotin:150-ug-in-1-ml>
 CD56-APC antibody: https://www.rndsystems.com/products/mouse-ncam-1-cd56-apc-conjugated-antibody-809220_fab7820a
 NESTIN antibody: <https://www.cellsignal.com/products/primary-antibodies/nestin-rat-401-mouse-mab/4760>

SMA antibody: https://www.rndsystems.com/products/human-mouse-rat-alpha-smooth-muscle-actin-antibody-1a4_mab1420
 APF3 antibody: https://www.rndsystems.com/products/human-mouse-alpha-fetoprotein-afp-antibody-189502_mab1368

Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)	mouse ESC lines (WT and Strap-null) were derived from E3.5 blastocysts in our laboratory. MEF cell lines were derived from E10.5 WT and STRAP KO mouse embryos respectively. Mouse E14 cell line originated from ATCC.
Authentication	No cell line authentication was performed.
Mycoplasma contamination	All cell lines were tested for mycoplasma contamination and were confirmed negative.
Commonly misidentified lines<br>(See ICLAC register)	No cell lines used in this study were found in the Register of Misidentified Cell Lines maintained by ICLAC (version 9).

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals	For teratoma formation assay, 6-8 week-old female NON-SCID mice were purchased from Charles River Laboratories. To maintain Strap+/- strain, 10~12 week-old C57BL/6J mice (both male and female) were purchased from the Jackson Laboratory and bred in our facilities. 1-2 year-old Xenopus laevis frogs (both male and female) were purchased from Nasco.
Wild animals	No wild animals were used in this study.
Field-collected samples	This study did not involve field-collected samples.
Ethics oversight	All animal experiments were conducted in accordance with a protocol approved by Institutional Animal Care and Use Committee at University of Alabama at Birmingham.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation	EB cells were digested and filtered to make a single cell suspension in staining buffer.
Instrument	Becton Dickinson LSRII
Software	Becton Dickinson FACSDiva version 8.0
Cell population abundance	No sorted cells were used in this study.
Gating strategy	Using a fluorescent antibody that is specific to the cells of interest, collect data on this fluorescent population. Gate on the fluorescent positive cells specific to the cell population of interest and then display the positive cells in the FSC vs SSC plot. Draw an FSC vs SSC gate around these fluorescent cells to outline the population of interest from the total cell population. This FSC vs SSC gate will then be used for acquisition and analysis of all samples.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

# Supplementary material for: STRAP regulates alternative splicing fidelity during lineage commitment of mouse embryonic stem cells
**Source:** Nat Commun. 2020 Nov 23;11:5941. doi: 10.1038/s41467-020-19698-6
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

`Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: Differentially expressed genes at the isoform level in mouse embryos at E8.0 and E9.0.

File Name: Supplementary Data 2

Description: AS profiles for mouse embryos in the transitional stage (from E8.0 to E9.0).

File Name: Supplementary Data 3

Description: The proteomic profile for STRAP-binding candidates.

File Name: Supplementary Data 4

Description: Transcriptome profiles for WT and Strap-KO ESCs and EBs (9-dayold).

File Name: Supplementary Data 5

Description: Comparison profiles of AS events between WT and Strap-KO EBs (9-day-old).

File Name: Supplementary Data 6

Description: STRAP-mediated AS profiles in the context of mouse ESCs or intestinal tissues.

File Name: Supplementary Data 7

Description: The LSVs profile upon deletion of STRAP in 9-day-old EBs.

File Name: Supplementary Data 8

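The genes with the most regions bound in both embryo replicates and not in the embryo input were Smarcc1 with 6 regions and Serbp1 with 5. Tex14, a protein of germ cell bridges, and Ywhae, a 14-3-3 protein, had 4 each. Anp32e, a histone chaperone, Arglu1, a splicing-related protein, Chd4, the NuRD ATPase, Crebbp, a histone acetyltransferase, Gpc3, a glypican, and Map4k4, a kinase, had 3 each. In EBs, Gm20388 and Tex14 had 4 regions, and genes with 2 include Akap12, Coil, Fn1, Fth1, Ftl1, Hsp90aa1 and D230017M19Rik. The peaks of Smarcc1, on chromosome 9 of GRCm38 from 110117708 to 110240178, lay in 11 places in embryo eCLIP-1, 8 in embryo eCLIP-2, 2 in EB eCLIP-1 and 7 in EB eCLIP-2, most with the summit in a coding exon. Its exon 26 of 29 was peaked in all 4, with 13, 16, 6 and 3 tags. Serbp1 was peaked in exons 1 and 2 of 8 in all 4 libraries. By fold over the library's background, the highest regions were Celf2, Creb5, Dab1 and Fam129a in embryos and Cyp7b1 in EBs, beside predicted genes, and many were tied at the highest fold, so their order is alphabetical. In the inputs, Gm20388 had the most peaks, 14 in embryos and 7 in EBs, followed by Fgfr2 with 5 in each, level with Phf21a and Sfi1 in EBs. The annotation has Gm20388 on chromosome 8 from 119910841 to 124345722 and Fgfr2 on chromosome 7 from 130162451 to 133123350. Gene models this long can collect more peaks, and the counts of peaks and regions were not set against gene length. Supplementary Data 8 was held only in part, and no overlap with it was computed.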

Description: Profiles of STRAP high-confidence RNA-binding peaks.

File Name: Supplementary Data 9

Description: Profiles of STRAP-binding peaks at annotated alternative exons.

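The study's listed STRAP peaks at alternative exons that overlapped a deposited peak in all 4 eCLIP libraries include those of Actb, Aldoa, Zfp791, Eef1a1, Phip, Atrx, Eef2, Ywhae, Ndufs1, Rbm25, Ptma, Slc3a2 and Rps20, named after their values were seen. Eef1a1 and Eef2 are translation elongation factors, Rps20 encodes a protein of the small ribosomal subunit, and Atrx is a chromatin remodeler. In Rbm25 the listed peak lies on chromosome 12 of GRCm38 from 83674180 to 83675501 and was overlapped by peaks of 17 tags in each embryo replicate and 22 and 9 tags in the EB replicates, and no input peak overlapped it. In Ywhae it lies on chromosome 11 from 75751483 to 75752134, and in Eef2 on chromosome 10 from 81177528 to 81182486, both without an input peak. Of the 14 overlapped in all 4, 10 overlapped no input peak; those of Actb, Zfp791, Phip and Slc3a2 did. A further 20 were overlapped in 3 eCLIP libraries, among them Sf3b2, a subunit of the U2 snRNP, and Rbm39, a splicing factor. Each library was compared with the complete list by an overlap of at least 1 bp.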

File Name: Supplementary Data 10

Description: Primers list for described experiments in this paper.

How the deposited data were processed for this re-analysis (not part of the article)

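STRAP eCLIP was measured in pools of 7 mouse embryos at E9.5 and in 9-day-old EBs. The legend of Fig. 5c gives E9.0 for the embryos, while Fig. 5a and the deposited labels give E9.5. Each tissue has 2 eCLIP libraries and 1 input, 6 libraries in all, and each library was assigned to its tissue, kind and replicate number from the deposited labels and never from its values. The RNA-seq, RT-PCR, RIP and other experiments of the study were not analysed here.

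The authors demultiplexed the reads with bcl2fastq 2.18.0.12, trimmed them with cutadapt, removed those that aligned to mouse repeats, and aligned the rest with STAR 2.5.2b to GRCm38 with Gencode M11. The settings the paper gives for STAR allow up to 30 placements of a read, while its text also speaks of reads that map uniquely. The authors removed duplicates and called peaks in each library with MACS 1.4.2, with an effective genome size of 1.87e+09, a band width of 300, a tag size of 75, a p cutoff of 1e-05 and a regional background over 10000 bp. The fragment size in the deposited headers is 200 in 5 libraries and 76 in EB eCLIP-2. The deposited headers name 0 control libraries. The paper's methods describe peaks called against the input at a p of 1e-03 and more than 5-fold, so the deposited lists are not the lists that those thresholds describe.

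Each peak in the deposited lists has values in 3 units. The tags are a count of reads in the peak, which the authors made after removing duplicates and did not scale between libraries. The score is, as deposited, minus 10 times the log10 of the p-value of the peak against the background expected from the same library. The fold is a ratio that the authors' peak caller made from the tags at the summit and the background of the same library, not the input library.

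Peaks of more than 5-fold were kept. A peak was represented by its summit, in coordinates that count from 1 on GRCm38, and assigned to a gene of the Gencode M21 basic annotation, to protein-coding genes first and then to the gene with the longest transcript. The genic class was taken in the order 5' UTR, 3' UTR, coding exon, noncoding exon, intron and intergenic. Peaks carry no strand, so a gene on the other strand can receive a peak, as in Nnat and Blcap, and for the genes that the study names for eCLIP peaks were taken by position. The build was checked: 10676 of 10676 peaks on assembled chromosomes end inside them, and 223 of 223 skipped exons of the study's table lie in the annotation as exons preceded by AG.

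Overlap between libraries was counted at 1 bp or more and compared with 1000 draws that moved each peak by 1 to 20 kb along its chromosome, one-sided. Regions were merged over the 4 eCLIP libraries and kept when at least 2 held them. Tags in shared regions were compared on the log2 scale with 100000 permutations. Splice site windows were the last 50 nt of an exon before a 5'ss and the first 25 nt of an exon after a 3'ss. The 6 motifs were read by eye from Fig. 5e and searched on the gene's strand in 200 nt around the summit, against the input and against windows moved by 500 to 1000 nt in the same gene. Shares have 95% exact Clopper-Pearson intervals, and counts were compared by Fisher's exact test, two-sided, with a threshold of 0.05 and Benjamini-Hochberg adjustment within each stated family.

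The 16 gene lists cover neural development, spliceosome and splicing factors, cytoskeleton and centrosome, cell cycle, chromatin, translation factors, erythroid genes, cardiac and skeletal muscle, visceral endoderm and yolk sac, mesenchyme and extracellular matrix, pluripotency, long nuclear and structural noncoding RNA, ribosomal proteins, mitochondrially encoded genes, histones, and small nuclear RNA and snoRNA genes. For each list, members with peaks in both eCLIP libraries of a tissue and none in its input were compared with all genes that had a peak in any library of the tissue, those with an input peak included. The lists, the tests and the main alternatives were written before the data were examined.

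Genes were named by a rule: the genes the study names for eCLIP (Nnat, Mark3, Tcf7l2, Ctnnd1, Fat1, Nedd4, Hdgf and Calr) and genes of Fig. 6b, c that hold a peak; in each tissue the 10 genes with the most regions peaked in both eCLIP libraries and not in the input, and the 10 with the highest mean rank of fold among such regions; up to 4 members of each list with peaks in most eCLIP libraries; and the 5 genes with the most input peaks in each tissue. The study's own table values for the first of these groups had been seen.

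Depth limits the precision. The eCLIP libraries hold far fewer tags than the inputs, a median eCLIP peak has 4 to 7 tags, and the lowest has 3 or 4. With 2 libraries against 2, no exact permutation of libraries can pass the threshold, so tissues were not compared by a test across libraries. The steps were tested on simulated data: unrelated peak lists were called shared in 0 of 20 simulations in each tissue and lists with 300 shared peaks in 20 of 20; a random gene list was called in 2 and 3 of 100 simulations, and lists of 30 genes with 50% bound in 93 and 89.

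Alternatives were a score of at least 100, more than 10-fold, each eCLIP replicate left out, 50% of the shorter peak as the overlap, removal of peaks on input peaks, the peak midpoint, windows of 100 nt at splice sites, every gene that a peak overlaps, peaks moved within their gene, a motif window of 100 nt, and the replicate number as a block. Added after seeing the data were no fold threshold, peaks of at least 10 tags, the comprehensive annotation, uniform placement in exons over both splice site windows and in each by itself, assembled nuclear chromosomes alone, summits moved by the difference in shift, and other coding positions as the motif background.

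Supplementary Data 8 and the constitutive exons of Supplementary Data 9 were held only in part, and the MAJIQ events of Supplementary Data 7 likewise, so no overlap with them was computed. Read density was not analysed here. The tools were Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, pysam 0.24.0, matplotlib 3.10.9 and samtools 1.23.1, with the random seed 20201123.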

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

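The tests of peak height, uniform placement in exons and moved summits were chosen after the peak lists were seen, and their bounds were written before their own results, while the comparison of each splice site window by itself was added later without a bound; the gene lists were set beforehand.

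Beyond the genes the study discusses, several gene lists held peaks in both eCLIP libraries and none in the input more often than other genes with a peak (Fisher's exact test, two-sided, Benjamini-Hochberg over 16 lists per tissue). Genes with an input peak cannot count as bound but stay among the compared genes, so a list with few input peaks is favoured. The lists were not set against mRNA levels, on which STRAP occupancy largely depended according to the paper. As input peaks lay mostly outside exons, the lack of one does not control for abundance. In embryos, the share was 58.06% for histones (18 of 31 genes, odds ratio 8.25, exact p = 2.90e-08, adjusted p = 4.64e-07). It was 40.91% for cell cycle genes (9 of 22, odds ratio 4.02, exact test, adjusted p = 0.00543), 34.62% for chromatin genes (18 of 52, odds ratio 3.12, adjusted p = 0.00114), 37.93% for translation factors (11 of 29, odds ratio 3.56, adjusted p = 0.0044) and 35% for ribosomal proteins (14 of 40, odds ratio 3.15, adjusted p = 0.00385). The small nuclear RNA and snoRNA genes reached 37.93% (11 of 29, odds ratio 3.56, adjusted p = 0.0044), and the mitochondrially encoded genes 100% (2 of 2, exact test, adjusted p = 0.0395).

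In EBs, the share was 55.17% for translation factors (16 of 29, odds ratio 5.66, exact p = 7.95e-06, adjusted p = 6.36e-05), 45.28% for ribosomal proteins (24 of 53, odds ratio 3.85, adjusted p = 6.36e-05), 39.58% for chromatin genes (19 of 48, odds ratio 3.01, adjusted p = 0.00155) and 46.15% for pluripotency genes (6 of 13, odds ratio 3.87, adjusted p = 0.0445). Histones reached 45.16% (14 of 31, odds ratio 3.77, exact test, adjusted p = 0.00155), and small nuclear RNA and snoRNA genes 46.67% (14 of 30, odds ratio 4.00, adjusted p = 0.00155). Histone and small RNA genes share reads with near-identical copies, so which member was bound is uncertain. At a score of at least 100, only the embryo histones and the small RNA genes of both tissues passed. Without embryo replicate 1, the embryo translation factors and small RNA genes had an adjusted p of 0.0512 (exact test), and the embryo mitochondrial list was lost without either embryo replicate (adjusted p = 0.185 and 0.1985), at more than 10-fold (0 of 0) and, chosen after seeing the data, with no fold threshold (1 of 2, adjusted p = 0.440). The EB pluripotency genes were lost when every gene that a peak overlaps was counted.

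Input peaks lay mostly outside exons, and eCLIP peaks more often in exons. A lower tag minimum, 3 or 4 in an eCLIP library against 10 in an input, is argued against. Among eCLIP peaks of at least 10 tags the coding exon share was still 5.449 times the input share or more. The libraries were not brought to equal depth, so this test cannot decide whether depth itself contributes. The repeat-masked share of summit windows was 0.857 times that of random windows in the EB input, which met the bound set against repeats. In the embryo input it was 1.136 times, between the bounds. The eCLIP windows had 0.453 to 0.510 times, below both inputs. Reads that matched mouse repeats were removed before alignment, which can lower this share. The test therefore cannot decide on repeats, which stay open for both inputs. Untranscribed sequence in the input remains a candidate explanation: input summits lay more than 10 kb from any gene at 0.7363 times the rate of random positions or more, against 0.154 to 0.185 times for eCLIP summits. The STRAP pull-down separates eCLIP from input by design, and enrichment of exonic RNA by it stays open, as no biological explanation was tested.

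Summits fell in the splice site windows of exons more often than those of the input. Over both windows together, EB eCLIP-2, the highest eCLIP library, had 0.9005 times the number expected from uniform placement in the same exons, and the other 3 had 0.740 to 0.773 times. Each eCLIP library lay below the lowest value of its own simulated uniform placement, 0.9067 in EB eCLIP-2 and 0.817 to 0.907 in the others. For the 3'ss window by itself, these 3 had 1.88 to 2.07 times with summits as deposited, above their highest values in simulated uniform placement (1.22 to 1.43), but 0.478 to 0.576 times with summits moved by the difference in shift. The 5'ss window had 0.194 to 0.233 times and, moved, 0.766 to 0.827 times, and EB eCLIP-2 had 0.984 times before a 5'ss and 0.715 times after a 3'ss. The bound set for exon size (0.9 to 1.1 times) was met in EB eCLIP-2 alone. Over both windows together, the values argue against crowding of summits near splice sites beyond what uniform placement gives. Exon size and a preference for 1 end of the exon both stay open, and no biological explanation was tested.

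In regions that the EB replicates share, summits lay 60 nt apart in the median, while the median offset was 0 nt between the embryo replicates and between embryo eCLIP-1 and EB eCLIP-1. The fragment size given to the peak caller, 76 in EB eCLIP-2 and 200 elsewhere, is a candidate explanation, since it predicts an offset of 62 nt. With the other libraries' summits moved by that amount, each of the 4 eCLIP libraries had more summits in the 5'ss than the 3'ss window. This count cannot test the explanation, because the 5'ss window is longer and uniform placement also puts more summits there. Against uniform placement in the same exons, the moved eCLIP libraries had 0.766 to 0.827 times before a 5'ss. After a 3'ss they had 0.478 to 0.576 times. EB eCLIP-2, whose summits were not moved, had 0.984 and 0.715 times. The design gives no condition between the replicates, and no biological explanation was tested.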

How the results depend on the processing

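The settings without a fold threshold and with moved summits, and the other added ones, were chosen after seeing the data. Over all settings, 126 of the planned values and 49 of the added ones were labelled the same. For a tested value this means that it did not reverse and kept its side of the threshold. For a count it means a change within 1.5 times, and for an untested value a change smaller than the SD of the replicates. Of the rest, 8 planned values weakened, 5 planned and 1 added strengthened, 13 planned and 1 added moved, and 2 planned reversed.

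At a score of at least 100, the lists shrank by construction to 513 and 378 peaks in the embryo and EB inputs, 369 and 468 in the embryo eCLIP libraries and 332 and 547 in the EB eCLIP libraries. The coding exon share fell to 13.89% in embryos and 12.54% in EBs, listed peaks at alternative exons to 31, the embryo share in either splice site window to 5.552% and after a 3'ss to 4.328%, all still past the threshold. Merged regions fell to 427 in 291 genes, gene lists past the threshold to 2 in embryos and 1 in EBs, and skipped exon events with a peak to 1. Overlap with input peaks rose to 34.97% in embryos and 32.86% in EBs. The share in either splice site window was 5.805% in EBs (exact p = 0.180), before a 5'ss 1.427% in embryos (p = 1) and after a 3'ss 2.118% in EBs (p = 0.169), none past the threshold. GARGAR (38.02% in embryos, 26.86% in EBs) and GCAGCA (10.91% and 6.587%) no longer passed. The odds ratio of spliced genes reversed to 0.6952 (exact p = 0.6296). Beyond the smaller number of peaks, the cause was not tested.

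With peaks on input peaks removed, the odds ratio of spliced genes was 1.683 (exact p = 0.0127). With 100 nt on both sides of a splice site, the EB share before a 5'ss was 18.94% (exact p = 2.70e-04), and with a motif window of 100 nt GCAGCA in EBs was 5.679% (p = 0.505). With summits moved by the difference in shift, the EB share before a 5'ss was 9.961% (exact p = 2.60e-13), the embryo share before a 5'ss rose from 2.451% to 11.06% and that after a 3'ss fell from 9.809% to 3.875%. The larger share then lay in the longer window. Against uniform placement in the same exons, both windows held fewer moved embryo summits than expected, 0.827 and 0.766 times before a 5'ss and 0.576 and 0.550 times after a 3'ss. The coding exon share of EBs minus embryos was -7.821 points with summits moved. The cause was not tested.

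The coding exon share of EBs minus embryos was -3.374 points, also with the replicate number as a block, with -8.513 for replicate 1 and 1.766 for replicate 2. With 1 replicate left out it ranged from -7.345 to 0.5983, reversed without EB replicate 1. The odds ratio of spliced genes ranged from 1.298 to 1.621, past the threshold without embryo replicate 1 (1.574) and without EB replicate 1, and the EB share before a 5'ss from 1.8% to 11.52%, the higher without EB replicate 1. The lone replicate then stands for its tissue, and replicate overlap cannot be computed for that tissue. In the gene lists of that tissue, a gene with a peak then fails to count only by having an input peak.

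Gene lists past the threshold numbered 6 without embryo replicate 1 and 9 without embryo replicate 2, and 8 in EBs without either EB replicate, with single lists lost and gained. With 1 replicate left out, merged regions were 781 to 890, their genes 548 to 652 and skipped exon events with a peak 5 to 7. The coding exon share was 34.97% to 37.3% in embryos and 28.79% to 36.73% in EBs. Listed peaks at alternative exons numbered 174 to 212. The coding exon share and the listed peaks kept their direction and side of the threshold. Depth limits the eCLIP lists to peaks of 3 tags or more.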

Differences from the paper's values

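The paper's thresholds are a p of 0.001 and more than 5-fold over the input, while the deposited lists were called at a p of 1e-05 without the input. The paper gives 16833 peaks for embryo eCLIP-1, 11909 for embryo eCLIP-2, 13952 for EB eCLIP-1 and 14042 for EB eCLIP-2, and the lists give 1445, 1307, 1254 and 1952. For merged regions the paper gives 9686 in 2047 genes, and the lists give 1141 in 818. For genes with skipped exons that have eCLIP peaks, the paper gives 98 at an FDR under 0.1, and peaks in at least 2 libraries give 18 among the genes of the study's table, whose events all have an FDR under 0.05. None of the alternatives set before the data were examined brings these within 1.5 times of the paper's.

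In units of 1e+06, the paper gives 2.2 to 39.7 uniquely mapped reads per library, and the headers of the lists give 0.1369 to 6.825 tags after removal of duplicates, which is another unit. For uniquely mapped reads without duplicates in the eCLIP libraries, the paper gives 1.4 to 2.3 in units of 1e+05, and the tags, 1.37 to 2.28, match.

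For the shares of Fig. 5b, differing means that a share passed a fixed cut on its distance from the value read by eye. A share near the cut can cross it by a small shift, which does not show gained or lost agreement. The paper annotated its peaks with Homer, while here summits were placed in the UTRs before other exons, so the classes need not match. In Fig. 5b, read by eye, about 8.8% of embryo eCLIP-1 peaks and about 7.6% of embryo eCLIP-2 peaks lie between genes. Here the shares are 13.56% and 15.76%. With peaks on input peaks removed they are 7.73% and 8.972% and no longer differ. Under the other alternatives set beforehand they do. The same removal makes 2 other shares differ that did not before: between genes in EB eCLIP-2 (8.023% against about 15%, read by eye) and exons in embryo eCLIP-1 (48.85% against about 30%, read by eye). At a score of at least 100, peaks between genes come to differ in EB eCLIP-1 (33.43% against about 12%, read by eye) and EB eCLIP-2 (29.98%). So does the 3' UTR of each eCLIP library (4.518% to 5.302% against about 12% to about 13%, read by eye). The 3' UTR of embryo eCLIP-1, 8.72% in the main setting, did not differ. At more than 10-fold it was 8.631%, a small shift that crosses the cut. Introns hold about 46%, about 43%, about 49% and about 35% of the peaks of embryo eCLIP-1, embryo eCLIP-2, EB eCLIP-1 and EB eCLIP-2 in Fig. 5b, read by eye, against 21.11%, 19.82%, 27.27% and 21.36% here. At a score of at least 100, EB eCLIP-2 has 29.62% and no longer differs; the other alternatives set beforehand and the other libraries do. The 5' UTR holds about 2.9%, about 2.5%, about 1.8% and about 2.0% in Fig. 5b, read by eye, against 12.18%, 11.4%, 7.974% and 5.891% here, and only EB eCLIP-1 at a score of at least 100 (2.711%) no longer differs. Exons outside the UTRs hold about 25% in EB eCLIP-1 in Fig. 5b, read by eye, against 38.04% here. This share no longer differs at a score of at least 100 (28.92%). At more than 10-fold (36.84%) and with the peak midpoint (35.73%), a small shift brings it inside the cut. Under the other alternatives set beforehand it differs.

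The paper shows STRAP binding at exon 15 of Mark3 and at exon 1 of Nnat in embryos; the lists hold no peak that overlaps the study's listed peaks there, while both embryo replicates have a peak over exon 3 of Nnat. The paper reports genes of neural development among those bound, from a Gene Ontology test of genes with STRAP peaks. Here a fixed list of 89 genes was tested per tissue for peaks in both replicates and none in the input, which is another measure. In embryos 7 of 33 (exact test, adjusted p = 0.468) and in EBs 2 of 22 (adjusted p = 0.540) did not pass, while splicing factors and cytoskeleton genes in embryos did. Nnat is on the list but was not counted, as its peaks were assigned to Blcap. The paper places signals upstream of the 5'ss in EBs; EB eCLIP-2 passed and EB eCLIP-1 did not (exact p = 0.734), and the EBs passed without EB replicate 1, with 100 nt on both sides of a splice site, and with summits moved by the difference in shift, which was chosen after seeing the values. The paper names eCLIP hits in Tcf7l2, Fat1 and Ctnnd1. The lists hold 0 peaks in Tcf7l2, 1 of 3 tags in Fat1 in EB eCLIP-2, and 1 of 3 tags in Ctnnd1 in embryo eCLIP-1, where the embryo input has a peak of 10 tags. For these genes, and for Nnat and Mark3, the paper also reports STRAP binding in EBs by RIP, which was not analysed here.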

Other observations

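The comparison of genes bound in 1 tissue alone was chosen after the peaks were seen; the gene lists were not. In EBs, both eCLIP libraries held peaks in mRNAs of pluripotency factors such as Nanog, Pou5f1, Klf2, Dppa5a, Tdgf1, Cdh1 and Tet1, and neither embryo eCLIP library did so, while in embryos both held the globins Hba-a1, Hba-x and Hbb-y. Of 132 genes peaked in both embryo libraries and no EB eCLIP library, 0 were pluripotency genes and 3 erythroid; of 212 peaked in both EB libraries and no embryo eCLIP library, 7 and 0. Neither passed after adjustment (exact p = 0.0466 and 0.0557, adjusted p = 0.178 for both, Benjamini-Hochberg over 16 lists). Neural genes numbered 7 and 2 (p = 0.0302, adjusted p = 0.175), splicing factors 9 and 3 (p = 0.0127, adjusted p = 0.175) and cell cycle genes 5 and 1 (p = 0.0327, adjusted p = 0.175), all by exact tests. Binding was not set against the level of each mRNA in the tissue.

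Named members of the other lists include Npm1 with 13 peaks over the 4 eCLIP libraries, Ybx1 with 12, Smc3 and Rpl12 with 8, and Meg3 with 6. Lists that did not pass in embryos were erythroid genes (3 of 6, exact test, adjusted p = 0.0743), muscle (0 of 4, adjusted p = 1), visceral endoderm (0 of 1, adjusted p = 1), mesenchyme (3 of 13, adjusted p = 0.569), pluripotency (0 of 3, adjusted p = 1) and long noncoding RNA (2 of 10, adjusted p = 0.801). In EBs they were cell cycle (7 of 21, exact test, adjusted p = 0.164), erythroid genes (0 of 3, adjusted p = 1), muscle (0 of 2, adjusted p = 1), visceral endoderm (0 of 2, adjusted p = 1), mesenchyme (4 of 10, adjusted p = 0.164), long noncoding RNA (3 of 9, adjusted p = 0.316) and mitochondrially encoded genes (1 of 3, adjusted p = 0.559). The share of EB cell cycle genes was 15 of 16 without EB replicate 1 and 12 of 13 without EB replicate 2. For the embryo mesenchyme genes it was 8 of 10 without embryo replicate 2. With 1 eCLIP library left, a gene with a peak fails to count only by having an input peak. These shares therefore show how few members have an input peak, and not binding by STRAP. The EB mitochondrial list passed when every gene that a peak overlaps was counted (22 of 26, exact test, adjusted p = 1.90e-11). EB eCLIP-1 and EB eCLIP-2 hold only 3 and 2 peaks on scaffolds or the mitochondrial chromosome. The 22 genes thus share a few peaks and are not separate observations, so this p does not measure their binding.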
